# Defining murine monocyte differentiation into colonic and ileal macrophages

**DOI:** 10.7554/eLife.49998

**Published:** 2020-01-08

**Authors:** Mor Gross-Vered, Sébastien Trzebanski, Anat Shemer, Biana Bernshtein, Caterina Curato, Gil Stelzer, Tomer-Meir Salame, Eyal David, Sigalit Boura-Halfon, Louise Chappell-Maor, Dena Leshkowitz, Steffen Jung

**Keywords:** monocytes, macrophages, intestine, colon, ileum, Mouse

## Abstract

Monocytes are circulating short-lived macrophage precursors that are recruited on demand from the blood to sites of inflammation and challenge. In steady state, classical monocytes give rise to vasculature-resident cells that patrol the luminal side of the endothelium. In addition, classical monocytes feed macrophage compartments of selected organs, including barrier tissues, such as the skin and intestine, as well as the heart. Monocyte differentiation under conditions of inflammation has been studied in considerable detail. In contrast, monocyte differentiation under non-inflammatory conditions remains less well understood. Here we took advantage of a combination of cell ablation and precursor engraftment to investigate the generation of gut macrophages from monocytes. Collectively, we identify factors associated with the gradual adaptation of monocytes to tissue residency. Moreover, comparison of monocyte differentiation into the colon and ileum-resident macrophages revealed the graduated acquisition of gut segment-specific gene expression signatures.

## eLife digest

Macrophage cells play a crucial role in keeping the body free of disease-causing microbes and debris. They surveille the tissues, detect and clear infections, and tidy up dead cells. Most internal organs contain a population of macrophages that move into the organ during development and then persist throughout an organism’s life. However, tissues in contact with the outside world, such as the gut, need a constant supply of fresh macrophages. This supply depends on immune cells called monocytes moving into these tissues from the blood and maturing into macrophages when they arrive.

The macrophages in the gut have a challenging job to do. They need to be able to detect infections amongst healthy gut bacteria and foreign food particles. Macrophages from other tissues would overreact if they encountered this complicated environment, but gut macrophages learn to tolerate their surroundings by switching genes on and off as they mature. The exact combination of genes macrophages in the gut use depends on whether they are in the small or large intestine, which have different anatomies and resident microbes.

To understand how monocytes mature into macrophages in the gut, previous studies have focused on what happens during an infection. However, it remains unclear how monocytes develop into mature gut macrophages in the healthy gut. To address this question, Gross-Vered et al. have looked at mice in which gut macrophages can be killed when a drug is applied. This made it possible to replace the mice’s own macrophages with fluorescently labelled cells derived from monocytes.

Fluorescent monocytes were introduced into the bloodstream and arrived in the small and large intestine after the drug had been administered. Gross-Vered et al. then collected cells derived from these labelled monocytes and examined the genes that they were using. This revealed that once the monocytes entered the gut they began sensing their new environment and switching thousands of genes on and off. These changes happened rapidly at first and continued more gradually as the macrophages matured. Comparing the fluorescent macrophages from the small and large intestines revealed many similarities, but there were also hundreds of genes that differed. In the small intestine, macrophages switched on genes involved in catching and consuming bacteria, whereas macrophages in the large intestine, which has more resident healthy bacteria, turned on fewer of these bacteria-eating genes.

Inflammatory bowel disorders like ulcerative colitis and Crohn's disease both involve gut macrophages. Comparing the genes that macrophages use in the healthy and diseased gut may reveal information about these disorders. For example, ulcerative colitis only affects the large intestine, so understanding how and why the monocytes mature differently there could shed light on new ways to treat the disease.

## Introduction

The recent past has seen major advance in our understanding of the diverse origins of tissue macrophages, as well as their discrete maintenance strategies. Macrophages were shown to arise from three distinct developmental pathways that differentially contribute to the tissue compartments in the embryo and adult (Ginhoux and Guilliams, 2016). In the mouse, embryonic tissue macrophages first develop from primitive macrophage progenitors that originate in the yolk sac (YS). In the brain, YS-macrophage-derived macrophages persist throughout adulthood, while in most other tissues these cells are replaced by fetal monocytes that derive from multi-potent erythro-myeloid progenitors (EMP). Definitive hematopoiesis commences from E10.5 with the generation of hematopoietic stem cells (HSC) that first also locate to the fetal liver, but eventually seed the bone marrow (BM) to maintain adult hematopoiesis. Most EMP-derived tissue macrophage compartments persevere throughout adulthood without major input from HSC-derived cells; however, in certain barrier tissues, as well as selected other organs, like the heart, embryonic macrophages are progressively replaced by HSC-derived cells involving a blood monocyte intermediate (Varol et al., 2015).

Monocytes are continuously generated in the BM involving a sequence of developmental intermediates, before extravasation into the circulation (Ginhoux and Jung, 2014; Mildner et al., 2016). Once in the blood, murine classical Ly6C^+^ monocytes have a limited half-life (Yona et al., 2013). On demand, Ly6C^+^ monocytes can be rapidly recruited to sites of injury and challenge, where they complement tissue-resident macrophages and dendritic cells. In absence of challenge, some Ly6C^+^ monocytes give rise to vasculature-resident Ly6C^-^ cells, which patrol the vessel walls (Auffray et al., 2007). These cells display macrophage characteristics including extended life spans (Yona et al., 2013; Mildner et al., 2017). In addition, Ly6C^+^ monocytes replenish the above-mentioned selected steady state tissue macrophage compartments, including the gut and skin (Ginhoux and Jung, 2014). Given their mobility, plasticity and key role in pathologies, the manipulation of monocytes and their differentiation could bear considerable therapeutic potential. However, monocyte differentiation into tissue resident cells remains incompletely understood.

Gut macrophages, which reside in the connective tissue underlying the gut epithelium, the *lamina propria*, are considered key players for the maintenance of intestinal homeostasis. As such, they constantly sense their environment and respond to the unique microbiota and food challenge (Bain and Mowat, 2011; Zigmond and Jung, 2013). Recent studies revealed that monocyte-derived *lamina propria* macrophages comprise in mice two populations, that is short-lived cells and long-lived cells with self-renewing capacity (Shaw et al., 2018); the latter population might also include remnants of embryonic populations, as could additional intestinal long-lived macrophage populations that reside near blood vessels, nerves and in the Peyer's Patches (De Schepper et al., 2018). Evidence for macrophages with different half-lives is also emerging for the human small intestine (Bujko et al., 2018). Collectively, these findings highlight the existence of considerable macrophage heterogeneity, not only between different organs, but also within given tissues.

Monocyte differentiation into intestinal macrophages involves phenotypic changes with respect to Ly6C, CD64 and MHCII expression, a sequence described as ‘monocyte waterfall’ (Tamoutounour et al., 2012). Mature steady-state gut macrophages tolerate the commensal microbiota and food antigens (Bain and Mowat, 2011; Zigmond and Jung, 2013). Their relative unresponsiveness is thought to rely on regulatory circuits that balance the expression of pro- and anti-inflammatory gene products, such as cytokines and molecules participating in pattern recognition receptor signaling cascades.

Macrophages located in different tissues display characteristic enhancer landscapes and gene expression profiles, which have been attributed to the exposure of instructing factors of the microenvironment they reside in Amit et al. (2016). Gut segments display distinct anatomy, function and microbiota load (Mowat and Agace, 2014) and macrophages of small and large intestine hence also likely differ. Despite the known distinct susceptibility of the colon and ileum to pathology, such as to the IL10R deficiency (Glocker et al., 2009; Zigmond et al., 2014) and in ulcerative colitis, so far no comparative analysis of their macrophages has been reported. Likewise, our general understanding of monocyte-derived tissue resident macrophages remains scarce and is largely restricted to settings of inflammation.

Here we investigated monocyte differentiation into intestinal macrophages in the small and large intestine. Using adoptive monocyte transfers into macrophage-depleted recipients (Varol et al., 2007; Varol et al., 2009), we synchronized the macrophages in terms of development, isolated colonic and ileal macrophages and subjected them to transcriptome profiling. Our data establish the distinct identities of gut segment resident macrophages and shed light on the kinetics and gradual gene expression of specific factors for their establishment of their identities.

## Results

### Monocyte transcriptomes acquired during differentiation into ileal and colonic gut macrophages

Tissue macrophages display distinct gene expression profiles and enhancer landscapes (Amit et al., 2016). This holds also for intestinal macrophages residing in small and large intestine. Transcriptomes of Ly6C^+^ BM monocytes, that is the macrophage precursors, and transcriptomes of their progeny in colon and ileum displayed 6200 genes differentially expressed at least 2-fold across all analyzed data sets out of a total of 12345 detected genes (Figure 1—figure supplement 1A–C). 2255 genes were expressed in monocytes and down-regulated in macrophages (cluster I). Conversely, cluster II comprised genes whose expression was absent from monocytes, but shared by both small and large intestinal macrophages. Finally, 1087 and 987 genes were either preferentially or exclusively expressed in ileal or colonic macrophages, respectively.

To further characterize adult monocyte-derived gut macrophages, we took advantage of an experimental system involving monocyte engraftment of macrophage-depleted animals (Varol et al., 2007; Varol et al., 2009). Analysis of transferred cells at different intervals from engraftment allows the study of intestinal macrophage development over time, since monocyte differentiation is synchronized. For the cell ablation we used [CD11c-DTR > WT] BM chimeras, in which diphtheria toxin (DTx) receptor (DTR) transgenic intestinal macrophages can be conditionally ablated by DTx injection (Varol et al., 2007; Varol et al., 2009) (Figure 1A). Two days prior to monocyte transfer, DTx was applied to the recipients to clear their intestinal macrophage niche and mice were subsequently treated with DTx every second day. The monocyte graft was isolated from BM of *Cx_3_cr1^GFP/+^* mice (Jung et al., 2000) and defined as CD117^-^ CD11b^+^ CD115^+^ Ly6C^+^ GFP^int^ cells; donor animals also harbored an allotypic marker (CD45.1) (Figure 1A, Figure 1—figure supplement 1A). Grafted cells could be visualized in recipient gut tissue and underwent expansion, as reported earlier (Varol et al., 2009) (Figure 1—figure supplement 2). Intestinal tissues of recipient mice were harvested on day 4, 8 and 12 post engraftment (Figure 1A) to isolate graft-derived macrophages according to CD45.1 and CX_3_CR1/GFP expression; these cells were CD11b^+^ CD64^+^ Ly6C^-^ and mainly CD11c^hi^ (Figure 1B). Of note, specifics of the system preclude harvest of graft-derived cells at later time points (Varol et al., 2009). 

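In the CD11c-DTR transfer experiment, diphtheria toxin depleted the gut macrophages of BM chimeras, and monocytes of labelled donors were then transferred. Its libraries come from the monocyte graft (3), from colonic macrophages on day 4 (3), day 8 (3) and day 12 (4), and from ileal macrophages on days 4, 8 and 12 (4 each). The sample labels give blood as the organ of the graft, whereas the paper describes BM monocytes. A 4th colon day 8 library, replicate 4, was deposited with these and was not used by the paper, whose text gives no reason. It enters only where it is named. Dates in the labels place the libraries in 3 experiments. Ileum day 4 replicates 1 and 2 belong to experiment 1 and replicates 3 and 4 to experiment 2, whereas the colon day 4 libraries belong to experiments 2 and 3. Libraries were made by a derivation of MARS-seq, which reads the 3′ end of each transcript. The authors aligned the reads to mm9 with hisat, kept uniquely mapping reads, counted them on the exons of each RefSeq gene and deposited these counts without normalization. Between 591817 and 5228664 reads per library were counted on genes, with a median of 2447862 over the 25 libraries. The median per group was lowest in ileum on day 4 (1093229) and highest in colon on day 12 (3460748). The counts were taken as reads, since a collapse of molecular identifiers is not stated, so the floors given here cover counting error only. Normalized reads are counts per 10000000 reads of the total that accompanies each library, and they are given as the mean ± the SD over libraries. Positions are those of mm9. Fold changes were fitted to the counts with edgeR, using TMM normalization, 1 fit of the 7 groups and the quasi-likelihood test with Benjamini-Hochberg adjustment. The fit covered the 11842 genes with at least 50 normalized reads in at least 3 libraries. Beside each adjusted p stands the number of libraries whose normalized reads lay on the stated side of the mean of the reference group. TMM and the library totals scale the groups differently. The median log2 fold change of all tested genes from the graft to day 4 was 0.21 in colon and 0.23 in ileum with TMM, against -0.12 and -0.2 with the library totals, so a small fold change can differ in sign from the normalized reads. A library with at most 3 counts of a gene is taken to be at the floor, which corresponds to 3.51 to 27.65 normalized reads depending on the library. Where every library of a group was at the floor, the fold is a lower bound computed against it. The groups, the tests and the alternative settings were chosen before the data were examined, except where a setting is said to be chosen after seeing the data.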

The monocyte graft and colonic and ileal macrophage populations were subjected to bulk RNA-seq using MARS-Seq technology (Jaitin et al., 2014).

**Figure 1.**
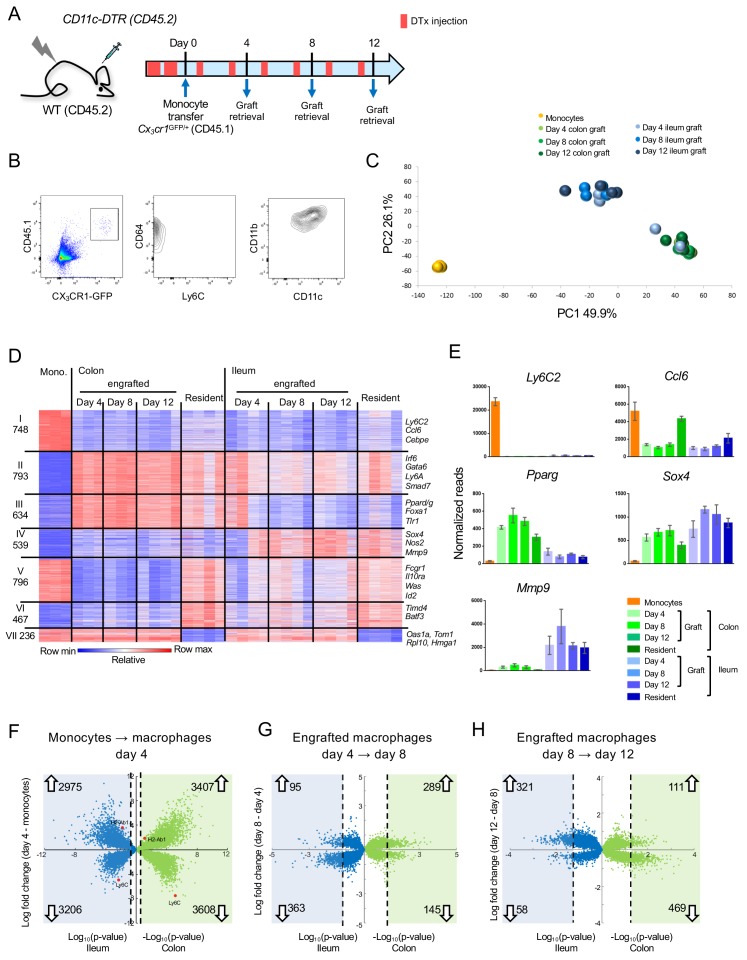
Transcriptome analysis of CX_3_CR1^+^ monocyte graft - derived colonic and ileal macrophages isolated from macrophage depleted animals. (**A**) Experimental protocol. Briefly, [CD11c-DTR > C57BL/6] BM chimeras were treated as indicated with DTx. 2 × 10^6^ CD117^-^ CD11b^+^ CD115^+^ Ly6C^+^ GFP^int^ BM monocytes isolated from *Cx_3_cr1^GFP/+^* mice were injected intravenously. Macrophages were sorted from the colon and ileum at days 4, 8 and 12 post-transfer. Experiment was repeated three times, total 3–4 samples from each tissue at each time point. (**B**) Graft-derived macrophages were sorted at days 4, 8 and 12 post transfer based on CD45.1 and CX^3^CR1 (GFP) expression. GFP^+^ cells also express CD64, CD11b and variable levels of CD11c, and lacked Ly6C expression. (**C**) Principal component analysis (PCA) of transcriptomes of BM monocytes and grafted cells from colon and ileum at 4, 8 and 12 days post-transfer. Analysis performed in MATLAB. (**D**) Expression heat map of 4213 genes that show at least four fold change across all samples in the dataset, divided to seven clusters by the unbiased K-means algorithm in MATLAB. (Supplementary file 1, data sets 1,2, 5–11). (**E**) Representative genes from heat map in (**D**). (**F–H**) Double volcano plots of genes that change from monocytes to day 4, day 4 to day 8 and day 8 to day 12 in the colon (green dots) and ileum (blue dots). Blue and green squares indicate genes that are significantly (Student's T-test, p-value<0.05) changed between the different time points. Numbers within blue and green squares represent the number of genes in the square, namely genes that significantly change. Arrows indicate up –or down-regulation.

**Figure 1—figure supplement 1.**
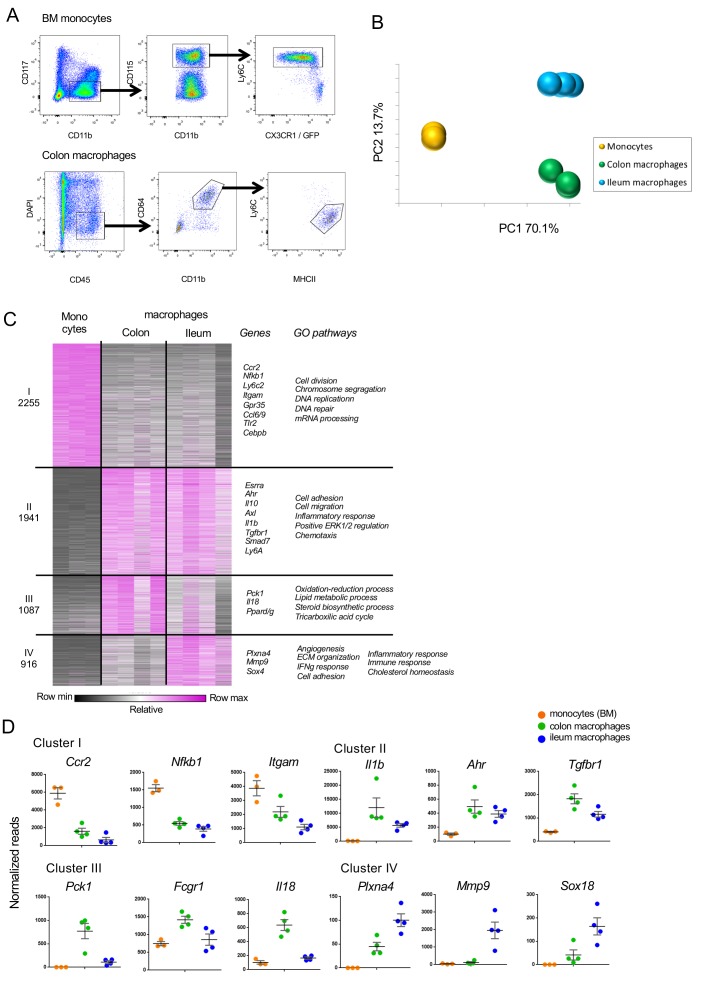
Comparison of gene expression in monocytes and resident colonic and ileal macrophages. (**A**) Sorting schemes for BM Monocytes and resident intestinal macrophages isolated from CX_3_CR1-heterozygous CX_3_CR1^GFP/+^ C57BL/6 mice according to the following surface markers: CD117^-^CD11b^+^ CD115^+^ Ly6C^high^ CX_3_CR1/GFP^int^ (monocytes); DAPI^-^ CD45^+^ CD11b^+^ CD64^+^ Ly6C^-^MHCII^+^ (macrophages). (**B**) Principal component analysis (PCA) of all 12346 genes expressed in BM monocytes and resident macrophages from the colon ad ileum of CX_3_CR1^+/gfp^ mice. Analysis was performed in MATLAB. BM monocytes (n = 3); colon, ileum macrophages (n = 4, each) (Suppl. file 1, data sets 1, 2, 5).) (**C**) Heat map of transcriptomes and representative genes. 6200 genes that show at least two fold change across all samples in the dataset divided to four clusters by the K-means algorithm in MATLAB. Visualization performed in Gene-E. (Suppl. file 1, data sets 1, 2, 5). GO pathway analysis of clusters. (**D**) Example genes for the clusters in (**C**).

**Figure 1—figure supplement 2.**
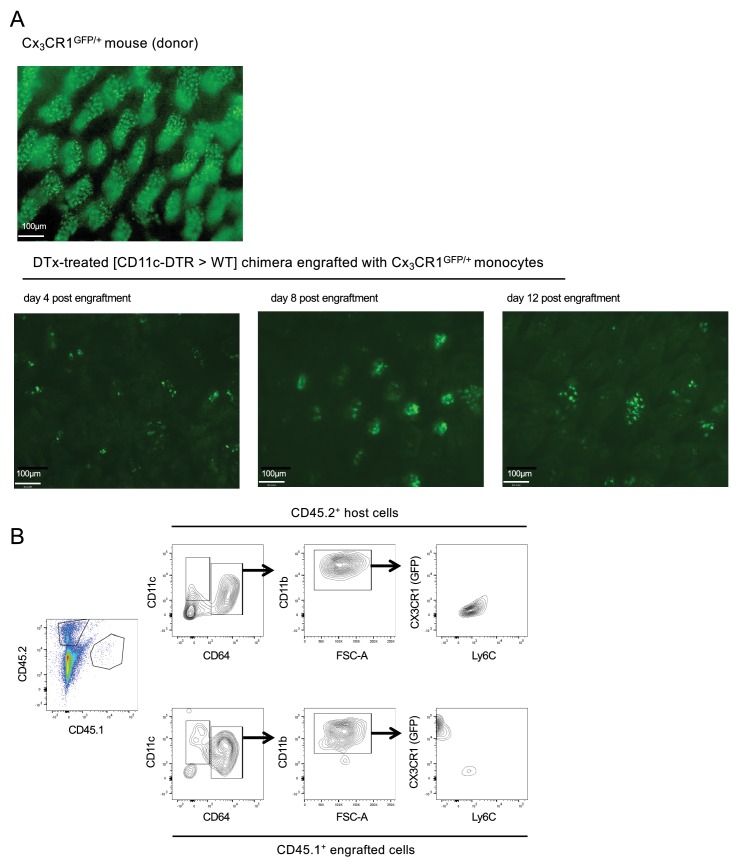
Analysis of host tissue for graft-derived cells. (**A**) Fluorescent images of ileum of CX_3_CR1^GFP/+^ mouse (top) and DTx-treated [CD11c-DTR > WT] BM chimeras engrafted with CX_3_CR1^GFP/+^ monocytes at the indicated days post-transfer. (**B**) Flow cytometric analysis of engrafted (CD45.1) and host (CD45.2) intestinal macrophages in the adoptive transfer model involving monocyte engraftment of DTx-treated [CD11c-DTR > WT] BM chimeras; representative analyzed sample is from day eight post engraftment.

**Figure 1—figure supplement 3.**
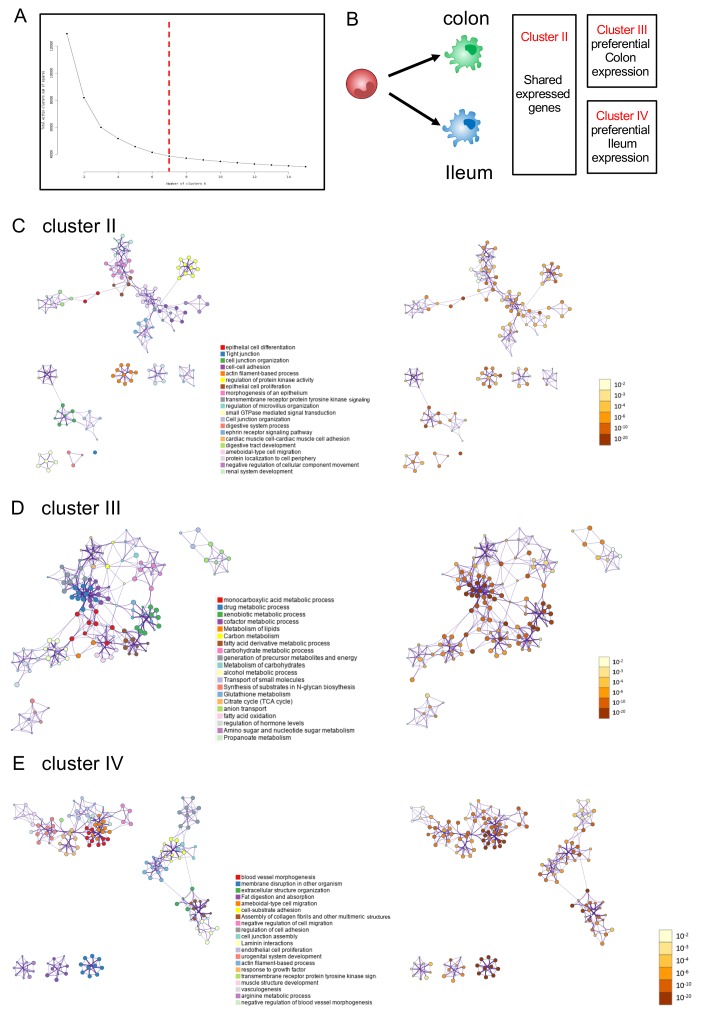
Pathway analysis of graft-derived cells. (**A**) Elbow plot to determine number of clusters. Since the plot was continuous, visual inspection was performed with different cluster numbers; according to cluster homogeneity we selected k = 7. (**B**) Schematic of clusters related to Figure 1D. (**C**) Metascape pathway analysis cluster II, genes shared by colonic and ileal monocyte graft-derived macrophages. (**D**) Metascape pathway analysis of cluster III, genes preferentially expressed by colonic monocyte graft-derived macrophages. (**E**) Metascape pathway analysis of cluster IV, genes preferentially expressed by ileal monocyte graft-derived macrophages.

**Figure 1—figure supplement 4.**
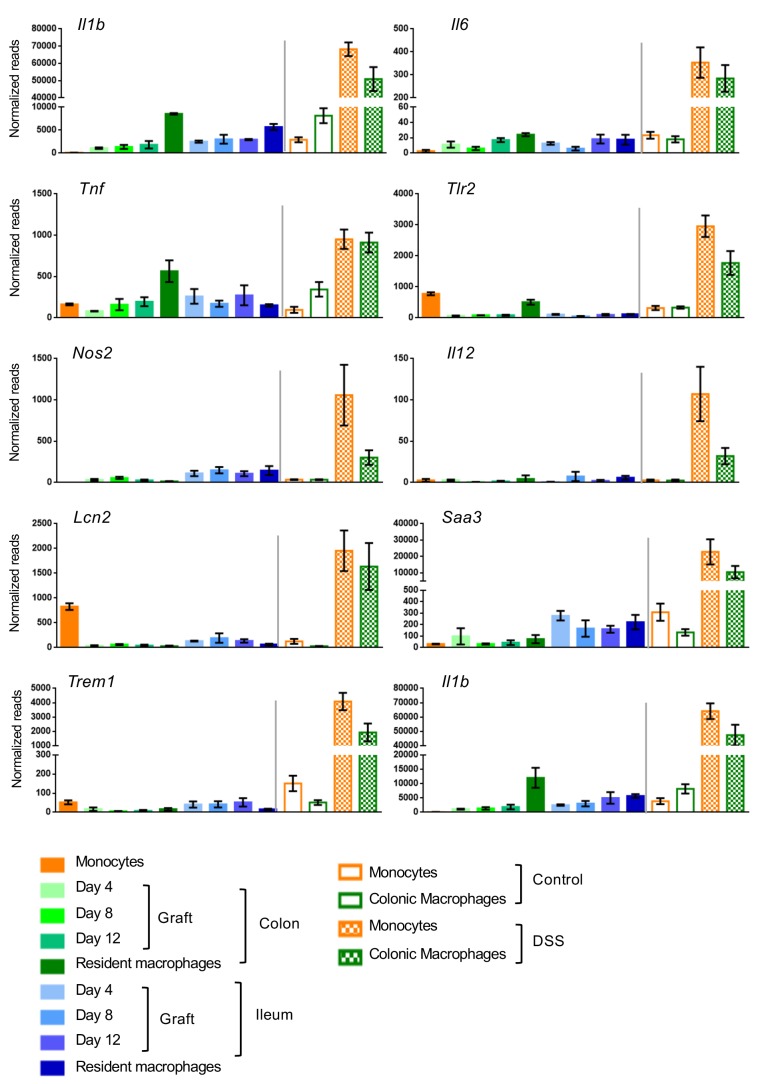
Analysis of expression of pro-inflammatory genes in adoptive transfer model and DSS-induced colitis model. Expression of genes in engrafted colonic and ileal macrophages, resident colonic and ileal macrophages at steady state, infiltrating monocytes and resident macrophages isolated from the colon of mice challenged with 1.5% DSS for 7 days and their respective controls.

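Principal component analysis of log2(normalized reads + 50) was run on the 25 libraries of the monocyte graft and of the colonic and ileal macrophages. Component 1 held 50.4% of the variance and component 2 held 26.2%. Of the alternatives, adding 1 in place of 50 moved component 2 most, to 19.9%, and the 2000 most variable genes moved component 1 most, to 59.3%. With 1 library left out at a time, component 1 held from 46.9 to 53%. The 3 graft libraries scored between -126.1 and -123.4 on component 1, below all 22 engrafted libraries (-36.8 to 51.5). Over the group means, 2647 genes differed more than 4-fold between at least 1 pair of the 7 groups after adding 50 normalized reads, and 5118 after adding 1. To place single libraries, the Euclidean distance of each to the mean of the colonic libraries of days 8 and 12 was divided by its distance to the mean of the ileal libraries of the same days, leaving the library out of its own mean. The ratio was between 0.26 and 0.51 in the 10 colonic libraries and between 1.6 and 2.95 in the 8 ileal libraries of days 8 and 12. In ileum on day 4 it was 0.34 in replicate 1, 0.82 in replicate 2, 2.09 in replicate 3 and 2.51 in replicate 4. The only other ileal library of experiment 1, day 12 replicate 1, had a ratio of 2.11, and colon day 8 replicate 4, also of experiment 1, had 1.07 when it was added. Because the ileum day 4 libraries fell apart by experiment, fits with replicates 3 and 4 alone were added after seeing the data.

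**Figure D1:**
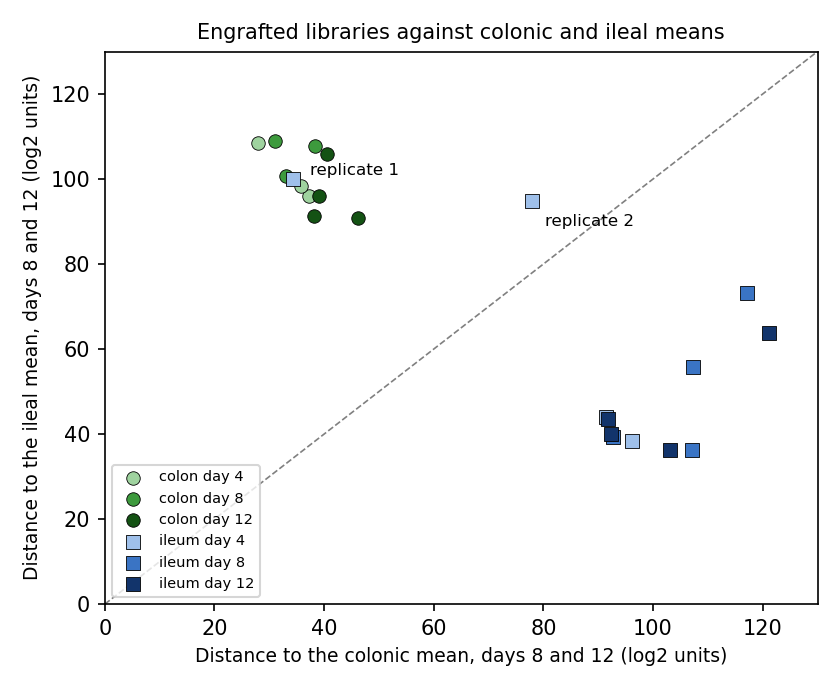
Each point is 1 library, with its distance to the mean of the colonic libraries of days 8 and 12 on the x axis and to that of the ileal libraries on the y axis, both in log2 units. Colonic libraries are green circles, ileal libraries are blue squares, and the dashed line marks equal distances.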

Gene expression profiling revealed robust changes already at day four post engraftment; changes appeared to be tissue- rather than time-specific, with the exception of two day 4 samples of ileal macrophages, which clustered with the colonic samples (Figure 1C, Figure 1—figure supplement 3A). Transcriptomes of the retrieved engrafted macrophages lacked expression of pro-inflammatory genes, such as *Saa3, Lcn2, Il1b*, *Il6* and *Tnf*, as opposed to cells retrieved from colitic animals treated with Dextran Sulfate Sodium (DSS) (Okayasu et al., 1990) (Figure 1—figure supplement 4). This supports the earlier notion that the cell ablation results in a transient tissue response, but the monocyte transfer system mimics cell differentiation close to steady-state conditions (Varol et al., 2009).

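The libraries of colitic animals were not used here. Saa3 (chromosome 7, 53967368 to 53971046) had 31.7 ± 5.82 (SD, n = 3) normalized reads in the graft, 98.4 ± 123 (SD, n = 3) in colon on day 4 and 278 ± 83.7 (SD, n = 4) in ileum on day 4. Saa3 changed from the graft by a log2 fold change of 1.94 in colon on day 4 (standard error 0.76, edgeR adjusted p = 0.0314, higher in 1 of 3 libraries). In ileum, Saa3 had one of 3.55 on day 4 (standard error 0.76, edgeR adjusted p = 0.00037, higher in 4 of 4 libraries). Lcn2 (chromosome 2, 32240157 to 32243259) had 828 ± 116 (SD, n = 3) normalized reads in the graft, 36.2 ± 19.0 (SD, n = 3) in colon on day 4 and 75 ± 66.3 (SD, n = 4) in ileum on day 4. Lcn2 had a log2 fold change from the graft of -4.16 in colon on day 4 (standard error 0.79, edgeR adjusted p = 8.45e-05, lower in 3 of 3 libraries). For Lcn2 in ileum on day 4, it was -3.01 (standard error 0.69, edgeR adjusted p = 0.000678, lower in 4 of 4 libraries). Il1b (chromosome 2, 129190314 to 129196875) had 104 ± 48.2 (SD, n = 3) normalized reads in the graft, 1091 ± 284 (SD, n = 3) in colon on day 4 and 2520.3 ± 489 (SD, n = 4) in ileum on day 4. Il1b changed from the graft by a log2 fold change of 3.77 in colon on day 4 (standard error 0.71, edgeR adjusted p = 8.67e-05, higher in 3 of 3 libraries). In ileum, Il1b had one of 5.04 on day 4 (standard error 0.74, edgeR adjusted p = 4.27e-06, higher in 4 of 4 libraries). Tnf (chromosome 17, 35336312 to 35338952) had 164 ± 18.2 (SD, n = 3) normalized reads in the graft, 81.1 ± 6.93 (SD, n = 3) in colon on day 4 and 260 ± 179 (SD, n = 4) in ileum on day 4. Tnf had a log2 fold change from the graft of -0.68 in colon on day 4 (standard error 0.64, edgeR adjusted p = 0.37, lower in 3 of 3 libraries). For Tnf in ileum on day 4, it was 1.07 (standard error 0.61, edgeR adjusted p = 0.139, higher in 3 of 4 libraries). Il6 (chromosome 5, 30339654 to 30346515) was below the filter on low counts, with 2.68 ± 2.82 (SD, n = 3) normalized reads in the graft, 11.2 ± 7.19 (SD, n = 3) in colon on day 4 and 12.7 ± 3.33 (SD, n = 4) in ileum on day 4. Its highest value in any engrafted library was 56.9, in ileum on day 8. For Saa3 in colon on day 4, the adjusted p ranged from 0.0118 to 0.857 over 32 alternative fits. The value for Saa3 rose above 0.05 without colon day 4 replicate 1 and monocyte graft replicates 1, 2 and 3 in turn (0.0574 to 0.857), with all 4 colon day 8 libraries (0.0687), with scaling to library totals (0.075) and in the equal-variance test per gene. For Tnf in colon on day 4, the adjusted p ranged from 0.0321 to 0.563 over 32 alternative fits. The value for Tnf fell below 0.05 in a fit of the compared groups alone (0.0321) and in the equal-variance test per gene. The mean of Saa3 in colon on day 4 was 27.6 without replicate 1.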

Comparative transcriptome analysis of grafted monocytes, their progeny retrieved from the recipient intestines, and resident ileal and colonic macrophages that were independently retrieved from *Cx_3_cr1^GFP/+^* mice revealed 4213 differentially expressed genes (DEG) (>4 fold differences in any pairwise comparison among a total of 12878 genes) (Figure 1D). 748 genes were exclusively expressed in the monocyte graft, including *Ly6c2*, *Ccl6* and *Cebpe* (Cluster I) (Figure 1D,E). 

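Ly6c2 (chromosome 15, 74938591 to 74942379) had 23630.0 ± 2994 (SD, n = 3) normalized reads in the graft, 82.8 ± 31.8 (SD, n = 3) in colon on day 4 and 449 ± 632 (SD, n = 4) in ileum on day 4. Ly6c2 changed from the graft by a log2 fold change of -7.82 in colon on day 4 (standard error 1.1, edgeR adjusted p = 2.08e-06, lower in 3 of 3 libraries). In ileum, Ly6c2 had one of -5.25 on day 4 (standard error 0.86, edgeR adjusted p = 1.79e-05, lower in 4 of 4 libraries). Ccl6 (chromosome 11, 83401388 to 83406589) had 5210.4 ± 1812 (SD, n = 3) normalized reads in the graft, 1392 ± 215 (SD, n = 3) in colon on day 4 and 1008 ± 328 (SD, n = 4) in ileum on day 4. Ccl6 had a log2 fold change from the graft of -1.57 in colon on day 4 (standard error 0.38, edgeR adjusted p = 0.00119, lower in 3 of 3 libraries). For Ccl6 in ileum on day 4, it was -1.92 (standard error 0.35, edgeR adjusted p = 7.2e-05, lower in 4 of 4 libraries). Cebpe (chromosome 14, 55329200 to 55331011) had 207 ± 25.2 (SD, n = 3) normalized reads in the graft, 0 ± 0 (SD, n = 3) in colon on day 4 and 13.2 ± 13.3 (SD, n = 4) in ileum on day 4. Cebpe was at least 30.5-fold lower in colon on day 4 than in the graft (edgeR adjusted p = 1.73e-07, in 3 of 3 libraries). Cebpe had a log2 fold change from the graft of -3.59 in ileum on day 4 (standard error 0.61, edgeR adjusted p = 4.07e-05, lower in 4 of 4 libraries). Cebpe was one of the genes whose change differed between the segments. For Cebpe, ileum day 4 replicates 1 to 4 had 4.27, 0, 28.5 and 19.8 normalized reads. On day 4, Cebpe was at least 1.90-fold lower in colon than in ileum (edgeR adjusted p = 0.0369, 3 of 3 colonic libraries below the ileal mean). For Cebpe between colon and ileum on day 4, the adjusted p ranged from 0.000591 to 0.234 over 32 alternative fits. The value for Cebpe rose above 0.05 without any 1 of 5 libraries (0.0818 to 0.159), with all 4 colon day 8 libraries (0.0635), in a fit of the compared groups alone (0.234) and in the equal-variance test per gene. The mean of Ly6c2 in ileum on day 4 was 145 without replicate 4, that of Cebpe in ileum on day 4 8.03 without replicate 3.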

793 genes shared expression in graft-derived cells and gut macrophages in colon and ileum (Cluster II). These included *Irf6*, *Gata6*, *Ly6A* and *Smad7*. 

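Gata6 (chromosome 18, 11052508 to 11085633) had 0 ± 0 (SD, n = 3) normalized reads in the graft, 353 ± 72.0 (SD, n = 3) in colon on day 4 and 212 ± 77.5 (SD, n = 4) in ileum on day 4. Gata6 was at least 49.2-fold higher in colon on day 4 than in the graft (edgeR adjusted p = 4.14e-11, in 3 of 3 libraries). In ileum, Gata6 was at least 29.6-fold higher on day 4 (edgeR adjusted p = 1.33e-10, in 4 of 4 libraries). Ly6a (chromosome 15, 74825307 to 74828461) had 33.2 ± 5.35 (SD, n = 3) normalized reads in the graft, 1750.0 ± 299 (SD, n = 3) in colon on day 4 and 2068 ± 985 (SD, n = 4) in ileum on day 4. Ly6a had a log2 fold change from the graft of 6.05 in colon on day 4 (standard error 0.48, edgeR adjusted p = 3.53e-10, higher in 3 of 3 libraries). For Ly6a in ileum on day 4, it was 6.37 (standard error 0.48, edgeR adjusted p = 2.26e-10, higher in 4 of 4 libraries). Smad7 (chromosome 18, 75527019 to 75555588) had 98.1 ± 20.2 (SD, n = 3) normalized reads in the graft, 519 ± 102 (SD, n = 3) in colon on day 4 and 500.4 ± 137 (SD, n = 4) in ileum on day 4. Smad7 changed from the graft by a log2 fold change of 2.74 in colon on day 4 (standard error 0.29, edgeR adjusted p = 3.22e-08, higher in 3 of 3 libraries). In ileum, Smad7 had one of 2.8 on day 4 (standard error 0.28, edgeR adjusted p = 2.01e-08, higher in 4 of 4 libraries).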

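Colonic and ileal macrophages were compared at each day, with the colon day 8 group made of the paper's 3 libraries. Pparg (chromosome 6, 115311162 to 115440419) had 417 ± 35.4 (SD, n = 3) normalized reads in colon on day 4 and 356 ± 254 (SD, n = 4) in ileum on day 4. Pparg in colon differed from ileum on day 4 by a log2 fold change of 0.12 (standard error 0.42, edgeR adjusted p = 0.915, 3 of 3 colonic libraries above the ileal mean). On day 8, Pparg differed by 2.56 (standard error 0.45, edgeR adjusted p = 0.000341, 3 of 3 colonic libraries above the ileal mean). On day 12, Pparg differed by 2.05 (standard error 0.41, edgeR adjusted p = 0.000988, 4 of 4 colonic libraries above the ileal mean). Foxa1 (chromosome 12, 58641619 to 58647108) had 283 ± 89.7 (SD, n = 3) normalized reads in colon on day 4 and 173 ± 136 (SD, n = 4) in ileum on day 4. Foxa1 in colon differed from ileum on day 4 by a log2 fold change of 0.55 (standard error 0.36, edgeR adjusted p = 0.387, 3 of 3 colonic libraries above the ileal mean). On day 8, Foxa1 differed by 2.43 (standard error 0.38, edgeR adjusted p = 0.000212, 3 of 3 colonic libraries above the ileal mean). On day 12, Foxa1 differed by 2.04 (standard error 0.35, edgeR adjusted p = 0.000468, 4 of 4 colonic libraries above the ileal mean). Tlr1 (chromosome 5, 65315919 to 65323938) had 335 ± 118 (SD, n = 3) normalized reads in colon on day 4 and 282 ± 81.0 (SD, n = 4) in ileum on day 4. Tlr1 in colon differed from ileum on day 4 by a log2 fold change of 0.13 (standard error 0.38, edgeR adjusted p = 0.895, 2 of 3 colonic libraries above the ileal mean). On day 8, Tlr1 differed by 1.26 (standard error 0.38, edgeR adjusted p = 0.0126, 3 of 3 colonic libraries above the ileal mean). On day 12, Tlr1 differed by 0.37 (standard error 0.34, edgeR adjusted p = 0.456, 4 of 4 colonic libraries above the ileal mean). For Pparg between colon and ileum on day 4, the adjusted p ranged from 0.0037 to 0.958 over 32 alternative fits and fell below 0.05 with ileum day 4 replicates 3 and 4 alone (0.0037, chosen after seeing the data). Pparg changed sign between colon and ileum on day 4, to a log2 fold change of -0.12 without ileum day 4 replicate 3 and -0.21 without ileum day 4 replicate 4. Foxa1's adjusted p between colon and ileum on day 4 lay between 0.00132 and 0.953 over 32 alternative fits. The value for Foxa1 fell below 0.05 without ileum day 4 replicate 1 (0.00477) and with ileum day 4 replicates 3 and 4 alone (0.00132). Tlr1 changed sign between colon and ileum on day 4, to a log2 fold change of -0.07 without colon day 4 replicate 1 and -0.01 without ileum day 4 replicate 4. Tlr1's adjusted p between colon and ileum on day 8 lay between 0.00374 and 0.0631 over 32 alternative fits and rose above 0.05 without colon day 8 replicate 3 (0.0631). The mean of Foxa1 in ileum on day 4 was 107 without replicate 1.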

Cluster III comprised 634 genes that were either exclusively or preferentially expressed in colonic macrophages, such as *Pparg, Foxa1* and *Tlr1* (Figure 1E). 

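Nos2 (chromosome 11, 78734289 to 78773728) had 32.6 ± 20.9 (SD, n = 3) normalized reads in colon on day 4 and 110.1 ± 66.7 (SD, n = 4) in ileum on day 4. Nos2 in colon differed from ileum on day 4 by a log2 fold change of -1.76 (standard error 0.6, edgeR adjusted p = 0.09, 3 of 3 colonic libraries below the ileal mean). On day 8, Nos2 differed by -1.63 (standard error 0.56, edgeR adjusted p = 0.0286, 3 of 3 colonic libraries below the ileal mean). On day 12, Nos2 differed by -2.1 (standard error 0.54, edgeR adjusted p = 0.00545, 4 of 4 colonic libraries below the ileal mean). Sox4 (chromosome 13, 29042599 to 29045551) had 564 ± 134 (SD, n = 3) normalized reads in colon on day 4 and 744 ± 355 (SD, n = 4) in ileum on day 4. Sox4 in colon differed from ileum on day 4 by a log2 fold change of -0.5 (standard error 0.34, edgeR adjusted p = 0.406, 3 of 3 colonic libraries below the ileal mean). On day 8, Sox4 differed by -1.09 (standard error 0.34, edgeR adjusted p = 0.0163, 3 of 3 colonic libraries below the ileal mean). On day 12, Sox4 differed by -0.7 (standard error 0.31, edgeR adjusted p = 0.0853, 4 of 4 colonic libraries below the ileal mean). Mmp9 (chromosome 2, 164773719 to 164781349) had 313 ± 156 (SD, n = 3) normalized reads in colon on day 4 and 2181 ± 1565 (SD, n = 4) in ileum on day 4. Mmp9 in colon differed from ileum on day 4 by a log2 fold change of -2.85 (standard error 0.86, edgeR adjusted p = 0.0617, 3 of 3 colonic libraries below the ileal mean). On day 8, Mmp9 differed by -3.76 (standard error 0.9, edgeR adjusted p = 0.00311, 3 of 3 colonic libraries below the ileal mean). On day 12, Mmp9 differed by -2.62 (standard error 0.76, edgeR adjusted p = 0.011, 4 of 4 colonic libraries below the ileal mean). Between the segments, a list of 14 pan-leukocyte genes had median log2 differences of -1.96, -2.2 and -2.42 on days 4, 8 and 12. Differences no larger than these, as for Nos2 and Sox4, are not told apart from less leukocyte RNA in colon. For Nos2 between colon and ileum on day 4, the adjusted p ranged from 0.00878 to 0.266 over 32 alternative fits. The value for Nos2 fell below 0.05 without ileum day 4 replicate 1 (0.0153), with DESeq2 (0.0378) and with ileum day 4 replicates 3 and 4 alone (0.00878, chosen after seeing the data). Nos2's adjusted p between colon and ileum on day 8 lay between 0.0138 and 0.108 over 32 alternative fits. The value for Nos2 rose above 0.05 without colon day 8 replicates 1 and 2 and ileum day 8 replicate 3 in turn (0.0666 to 0.108), with scaling to library totals (0.0802) and in the equal-variance test per gene. Sox4's adjusted p between colon and ileum on day 4 lay between 0.0436 and 0.886 over 32 alternative fits and fell below 0.05 with ileum day 4 replicates 3 and 4 alone (0.0436). For Sox4 between colon and ileum on day 8, the adjusted p ranged from 0.00525 to 0.0939 over 32 alternative fits. The value for Sox4 rose above 0.05 without colon day 8 replicates 1 and 2 in turn (0.0593 to 0.0725) and with scaling to library totals (0.0939). Sox4's adjusted p between colon and ileum on day 12 lay between 0.0284 and 0.211 over 32 alternative fits. The value for Sox4 fell below 0.05 without ileum day 12 replicate 2 (0.0284) and with ileum day 4 replicates 3 and 4 alone (0.043). For Mmp9 between colon and ileum on day 4, the adjusted p ranged from 0.00784 to 0.224 over 32 alternative fits. The value for Mmp9 fell below 0.05 without colon day 12 replicate 2, ileum day 12 replicate 2 and ileum day 4 replicate 1 in turn (0.0154 to 0.0418), with DESeq2 (0.00789), with experiment as a replicate block (0.0448), with ileum day 4 replicates 3 and 4 alone (0.00784) and in the equal-variance test per gene. Mmp9's adjusted p between colon and ileum on day 8 lay between 1.45e-05 and 0.17 over 32 alternative fits and rose above 0.05 with all 4 colon day 8 libraries (0.17). For Mmp9 between colon and ileum on day 12, the adjusted p ranged from 0.00114 to 0.0778 over 32 alternative fits and rose above 0.05 without ileum day 12 replicate 2 (0.0778).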

Cluster IV comprised 539 genes exclusively or preferentially expressed in ileal macrophages, such as *Nos2*, *Sox4* and *Mmp9* (Figure 1E). Metascape analysis (Zhou et al., 2019) highlighted that genes associated with cluster II, II and IV were associated with distinct pathways, particularly with respect to epithelial cell communication and cell metabolism (Figure 1—figure supplement 3B). We also identified genes that differed in expression between engrafted and resident macrophages. Specifically, 796 and 467 genes displayed high or low expression levels in monocytes, respectively, were highly expressed in resident colonic macrophages, but either low or absent in the graft-derived cells (Cluster V and VI). Finally, cluster VII comprised 236 genes that were expressed in monocytes, and down-regulated in resident gut macrophages, but not in the grafted cells.

Volcano plot analysis revealed that early monocyte differentiation (graft vs day 4) was characterized by abundant changes in gene expression in both colon and ileum. 

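From the graft to day 4, 4252 genes were higher and 2897 lower in colonic macrophages, and 4287 were higher and 2431 lower in ileal macrophages, at an edgeR adjusted p under 0.05. Of the alternatives, scaling to library totals moved the split to 3527 higher and 3763 lower in colon and 3447 and 3814 in ileum, and the equal-variance test per gene without adjustment to 3667 and 4124 in colon and 2413 and 3822 in ileum. With library totals, the share of higher genes among those past the threshold went from 59.5% with TMM to 48.4% in colon and from 63.8 to 47.5% in ileum. Of the genes lower with TMM, all 2897 in colon and all 2431 in ileum were also lower with the library totals. With experiment as a replicate block, 4218 and 2889 genes passed in colon and 4244 and 2419 in ileum. Leaving out each library in turn gave 3883 (without monocyte graft replicate 3) to 4341 (without ileum day 4 replicate 2) higher genes and 2556 (without colon day 4 replicate 3) to 3016 (without ileum day 4 replicate 2) lower genes in colon.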

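Among genes past the threshold with at least 200 normalized reads in the higher group and no overlap between the libraries of the 2 groups, the 3 largest fitted falls from the graft to colon on day 4 were those of Serpinb10, Galnt9 and Chil3 and the 3 largest rises those of Ckmt1, Oit1 and Tspan1. In ileum the 3 largest falls were those of Ctsg, Galnt9 and Nfe2 and the 3 largest rises those of Reg3b, Ckmt1 and Tspan1. Serpinb10 (chromosome 1, 109425580 to 109445848) had 751 ± 187 (SD, n = 3) normalized reads in the graft, 0 ± 0 (SD, n = 3) in colon on day 4 and 1.36 ± 1.64 (SD, n = 4) in ileum on day 4. Serpinb10 was at least 111-fold lower in colon on day 4 than in the graft (edgeR adjusted p = 3.35e-08, in 3 of 3 libraries). Galnt9 (chromosome 5, 111032524 to 111050402) had 591 ± 66.9 (SD, n = 3) normalized reads in the graft, 0 ± 0 (SD, n = 3) in colon on day 4 and 0 ± 0 (SD, n = 4) in ileum on day 4. Galnt9 was at least 87.0-fold lower in colon on day 4 than in the graft (edgeR adjusted p = 2.57e-07, in 3 of 3 libraries). In ileum, Galnt9 was at least 36.2-fold lower on day 4 (edgeR adjusted p = 3.31e-07, in 4 of 4 libraries). Chil3 (chromosome 3, 105950472 to 105970482) had 9126 ± 1239.8 (SD, n = 3) normalized reads in the graft, 4.42 ± 3.87 (SD, n = 3) in colon on day 4 and 29.6 ± 33.8 (SD, n = 4) in ileum on day 4. Chil3 had a log2 fold change from the graft of -10.45 in colon on day 4 (standard error 1.19, edgeR adjusted p = 9.29e-08, lower in 3 of 3 libraries). Ckmt1 (chromosome 2, 121184377 to 121189473) had 0 ± 0 (SD, n = 3) normalized reads in the graft, 21683 ± 1634 (SD, n = 3) in colon on day 4 and 8305 ± 6904 (SD, n = 4) in ileum on day 4. Ckmt1 was at least 3026-fold higher in colon on day 4 than in the graft (edgeR adjusted p = 1.67e-10, in 3 of 3 libraries). In ileum, Ckmt1 was at least 1159-fold higher on day 4 (edgeR adjusted p = 4.86e-10, in 4 of 4 libraries). Oit1 (chromosome 14, 9181462 to 9211277) had 0 ± 0 (SD, n = 3) normalized reads in the graft, 16246 ± 3252 (SD, n = 3) in colon on day 4 and 5720.5 ± 5209 (SD, n = 4) in ileum on day 4. Oit1 was at least 2267-fold higher in colon on day 4 than in the graft (edgeR adjusted p = 3.65e-10, in 3 of 3 libraries). Tspan1 (chromosome 4, 115834486 to 115840203) had 0 ± 0 (SD, n = 3) normalized reads in the graft, 14482 ± 1518 (SD, n = 3) in colon on day 4 and 6905 ± 6862 (SD, n = 4) in ileum on day 4. Tspan1 was at least 2021-fold higher in colon on day 4 than in the graft (edgeR adjusted p = 1.18e-09, in 3 of 3 libraries). In ileum, Tspan1 was at least 964-fold higher on day 4 (edgeR adjusted p = 2.73e-09, in 4 of 4 libraries). Ctsg (chromosome 14, 56718722 to 56721411) had 714 ± 280.1 (SD, n = 3) normalized reads in the graft, 0.99 ± 1.71 (SD, n = 3) in colon on day 4 and 0 ± 0 (SD, n = 4) in ileum on day 4. Ctsg was at least 43.7-fold lower in ileum on day 4 than in the graft (edgeR adjusted p = 8.08e-08, in 4 of 4 libraries). Nfe2 (chromosome 15, 103078643 to 103088834) had 2293 ± 101 (SD, n = 3) normalized reads in the graft, 4.53 ± 1.24 (SD, n = 3) in colon on day 4 and 0.53 ± 1.07 (SD, n = 4) in ileum on day 4. Nfe2 was at least 140.3-fold lower in ileum on day 4 than in the graft (edgeR adjusted p = 1.85e-10, in 4 of 4 libraries). Reg3b (chromosome 6, 78320879 to 78323460) had 0 ± 0 (SD, n = 3) normalized reads in the graft, 828 ± 404 (SD, n = 3) in colon on day 4 and 12917 ± 8679 (SD, n = 4) in ileum on day 4. Reg3b was at least 1802-fold higher in ileum on day 4 than in the graft (edgeR adjusted p = 7.32e-07, in 4 of 4 libraries). For scale, 17 marker genes of the intestinal epithelium, none of which is named above, together took up 0.0007% of the reads on genes in the graft, 2.9% in colon on day 4 and 1.66% in ileum on day 4. The mean of Chil3 in ileum on day 4 was 15.7 without replicate 3, that of Ckmt1 in ileum on day 4 5515 without replicate 1, that of Oit1 in ileum on day 4 3533 without replicate 1, that of Tspan1 in ileum on day 4 3831 without replicate 1.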

In the colon 3407 genes were up- and 3608 genes were down-regulated; in the ileum 2975 genes were up- and 3206 genes were down-regulated, with up to 10 fold change (Figure 1F). Later time points (day 4 to day 8 and day 8 to day 12) were characterized by less pronounced alterations, both with respect to the number of DEG and their fold change (Figure 1G,H). In the colon 289 genes (66% of all significantly-changed genes) were induced between day 4 and 8 and only 111 genes (19%) were up-regulated between day 8 and 12. 

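Between days 4 and 8 in colon, 0 genes passed an edgeR adjusted p of 0.05 in either direction, with the paper's 3 day 8 libraries. At an unadjusted p under 0.05, 85 genes were higher and 119 lower on day 8. Between days 8 and 12, 0 genes passed, and 212 were higher and 117 lower on day 12 at an unadjusted p under 0.05. The equal-variance test per gene, also without adjustment, gave 385 higher and 191 lower genes from day 4 to day 8 and 152 and 548 from day 8 to day 12. Adding replicate 4 to the day 8 group left the adjusted counts at 0.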

In the ileum this trend was reversed, with 95 genes (21%) up-regulated between day 4 and 8, but 321 genes (85%) induced between day 8 and 12. Collectively, this establishes that monocytes that enter distinct gut segments rapidly acquire characteristic transcriptomic signatures.

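In ileum, 85 genes were higher and 523 lower on day 8 than on day 4 at an edgeR adjusted p under 0.05. These counts rested on the day 4 libraries and were 0 (without ileum day 4 replicate 1, 530 at an unadjusted p under 0.05) to 365 (without ileum day 4 replicate 4) for the higher genes and 0 (without ileum day 4 replicate 1, 892 at an unadjusted p under 0.05) to 983 (without ileum day 4 replicate 4) for the lower genes with 1 library left out at a time. With experiment as a replicate block, 0 genes passed in either direction (563 higher and 946 lower at an unadjusted p under 0.05). With ileum day 4 replicates 3 and 4 alone, a setting chosen after seeing the data, 0 passed (560 and 480 unadjusted). At an unadjusted p under 0.05 without the block, 971 genes were higher and 1612 lower. From day 8 to day 12, 0 genes passed the adjusted threshold, with 447 higher and 349 lower at an unadjusted p under 0.05. The equal-variance test per gene without adjustment gave 216 higher and 634 lower genes from day 4 to day 8 and 434 and 91 from day 8 to day 12. The difference in the change over time between the segments was tested as an interaction. It passed for 0 genes from day 4 to day 8 (1469 at an unadjusted p under 0.05, and up to 249 adjusted without ileum day 4 replicate 4) and for 0 from day 8 to day 12 (496 unadjusted). From the changes between the graft and day 4 and the smaller ones after it, the paper concludes that monocytes entering different gut segments soon take on transcriptomes characteristic of these segments.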

### Transcriptomes of engrafted cells differ from resident macrophages

Our experimental set up allows us to focus on cells that entered the gut in a defined time window. Interestingly, even by day 12, monocyte graft-derived cells differed in expression profiles when compared to resident ileal and colonic macrophages (Figure 2A). Differences included genes absent from, and exclusively expressed by engrafted cells (Figure 1D clusters V - VII, Figure 2B–D). These differences might be attributable to incomplete macrophage maturation or to the recently reported heterogeneity of the intestinal macrophage compartment (Shaw et al., 2018; De Schepper et al., 2018). Notably, the majority of the cells we retrieve likely comprise lamina propria/mucosa resident macrophages, rather than the less abundant macrophages of the submucosa or muscularis layer (Shaw et al., 2018; De Schepper et al., 2018). Generation of a CD4^+^ Timd4^+^ subpopulation of lamina propria macrophages was reported to require prolonged residence in the tissue (Shaw et al., 2018). Although grafted cells in both colon and ileum acquired with time some expression of a hallmark of the long-lived cells, the phosphatidyl serine receptor Timd4 (Tim4) (Figure 2B, Figure 1D cluster VI), other signature genes, such as *Cd209f*, *C2* and *Rusc2* (Shaw et al., 2018), were not expressed in the time frame analyzed here (Figure 2B). 

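Timd4 (chromosome 11, 46624301 to 46657835) had 0 ± 0 (SD, n = 3) normalized reads in the graft, 37.6 ± 50.0 (SD, n = 4) in colon on day 12 and 118 ± 101 (SD, n = 4) in ileum on day 12. Timd4 was at least 5.30-fold higher in colon on day 12 than in the graft (edgeR adjusted p = 0.000952, in 4 of 4 libraries). In ileum, Timd4 was at least 16.4-fold higher on day 12 (edgeR adjusted p = 4.29e-05, in 4 of 4 libraries). C2 (chromosome 17, 34999547 to 35019045) had 0 ± 0 (SD, n = 3) normalized reads in the graft, 15.3 ± 18.6 (SD, n = 4) in colon on day 12 and 82.4 ± 53.9 (SD, n = 4) in ileum on day 12. C2 was at least 2.10-fold higher in colon on day 12 than in the graft (edgeR adjusted p = 0.00321, in 4 of 4 libraries). In ileum, C2 was at least 11.5-fold higher on day 12 (edgeR adjusted p = 3.9e-05, in 4 of 4 libraries). Rusc2 (chromosome 4, 43394854 to 43439964) had 44.4 ± 13.8 (SD, n = 3) normalized reads in the graft, 44.9 ± 19.6 (SD, n = 4) in colon on day 12 and 82.8 ± 31.4 (SD, n = 4) in ileum on day 12. Rusc2 changed from the graft by a log2 fold change of 0.35 in colon on day 12 (standard error 0.55, edgeR adjusted p = 0.596, higher in 2 of 4 libraries). In ileum, Rusc2 had one of 1.36 on day 12 (standard error 0.55, edgeR adjusted p = 0.0391, higher in 3 of 4 libraries). Cd209f (chromosome 8, 4102793 to 4105764) did not pass the filter on low counts, with 0 counts in the 3 graft libraries and at most 28.0 normalized reads (colon day 12 replicate 4) in an engrafted library. Timd4 did not reach 0.05 in colon on day 12 in the equal-variance test per gene. C2 did not reach 0.05 in colon on day 12 in the equal-variance test per gene. Rusc2 changed sign in colon on day 12, to a log2 fold change of -0.01 in the equal-variance test per gene. Rusc2's adjusted p in ileum on day 12 lay between 0.00393 and 0.169 over 32 alternative fits. The value for Rusc2 rose above 0.05 without any 1 of 5 libraries (0.0514 to 0.121), with scaling to library totals (0.169) and in the equal-variance test per gene. The mean of Timd4 in colon on day 12 was 12.8 without replicate 2, that of Timd4 in ileum on day 12 69.5 without replicate 2, that of C2 in colon on day 12 6.13 without replicate 4.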

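H2-Ab1 (chromosome 17, 34400172 to 34406363) had 1320.5 ± 806 (SD, n = 3) normalized reads in the graft, 4813 ± 2808 (SD, n = 3) in colon on day 4, 10961 ± 4507 (SD, n = 4) in ileum on day 4, 10351 ± 7491 (SD, n = 3) in colon on day 8, 25051 ± 13505 (SD, n = 4) in ileum on day 8, 8646 ± 5840.1 (SD, n = 4) in colon on day 12 and 31802 ± 21238 (SD, n = 4) in ileum on day 12. Colon day 8 replicate 4, which the paper did not use, had 71924 normalized reads and took that group's mean to 25744 ± 31388 (SD, n = 4). H2-Ab1 had a log2 fold change from the graft of 2.26 in colon on day 4 (standard error 0.73, edgeR adjusted p = 0.00999, higher in 3 of 3 libraries). For H2-Ab1 in ileum on day 4, it was 3.5 (standard error 0.75, edgeR adjusted p = 0.000348, higher in 4 of 4 libraries). H2-Ab1 changed from the graft by a log2 fold change of 3.03 in colon on day 12 (standard error 0.73, edgeR adjusted p = 0.000958, higher in 4 of 4 libraries). In ileum, H2-Ab1 had one of 5.13 on day 12 (standard error 0.81, edgeR adjusted p = 1.21e-05, higher in 4 of 4 libraries). For H2-Ab1 in colon on day 4, the adjusted p ranged from 0.000478 to 0.072 over 32 alternative fits. The value for H2-Ab1 rose above 0.05 without colon day 4 replicate 3 and monocyte graft replicate 1 in turn (0.0539 to 0.072) and in the equal-variance test per gene. The mean of H2-Ab1 in colon on day 8 was 6478 without replicate 1.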

The hypothesis that 12 days were insufficient for engrafted macrophages to acquire the full gene expression profile of resident cells was furthermore corroborated by the delayed onset of MHCII (encoded by *H2-ab1*) expression, one of the markers for intestinal macrophage maturation (Tamoutounour et al., 2012; Schridde et al., 2017) (Figure 2C). Engrafted macrophages were also characterized by lack of expression of *Irf1* and the member of the TAM receptor kinase family *Axl* (Figure 2C).

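Irf1 (chromosome 11, 53583516 to 53590826) had 753 ± 66.9 (SD, n = 3) normalized reads in the graft, 660.2 ± 173 (SD, n = 4) in colon on day 12 and 1433 ± 215 (SD, n = 4) in ileum on day 12. Irf1 had a log2 fold change from the graft of 0.15 in colon on day 12 (standard error 0.32, edgeR adjusted p = 0.712, higher in 1 of 4 libraries). For Irf1 in ileum on day 12, it was 1.39 (standard error 0.33, edgeR adjusted p = 0.00111, higher in 4 of 4 libraries). Axl (chromosome 7, 26541519 to 26573752) had 141 ± 48.4 (SD, n = 3) normalized reads in the graft, 353 ± 132 (SD, n = 4) in colon on day 12 and 882 ± 333 (SD, n = 4) in ileum on day 12. Axl changed from the graft by a log2 fold change of 1.64 in colon on day 12 (standard error 0.39, edgeR adjusted p = 0.000841, higher in 4 of 4 libraries). In ileum, Axl had one of 3.15 on day 12 (standard error 0.41, edgeR adjusted p = 9.11e-07, higher in 4 of 4 libraries). Irf1 changed sign in colon on day 12, to a log2 fold change of -0.21 in the equal-variance test per gene and -0.19 with scaling to library totals.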

**Figure 2.**
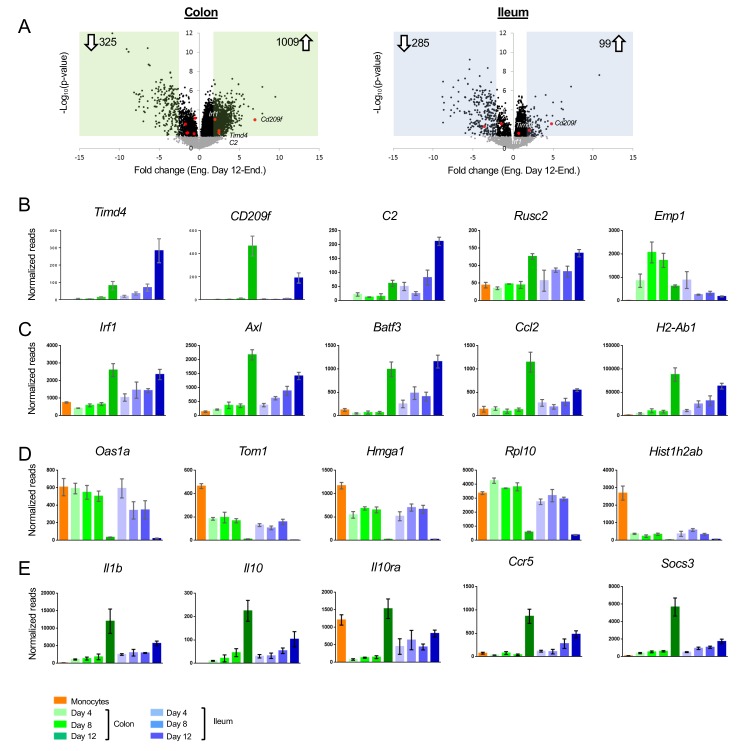
Differences between acute monocyte graft -derived macrophages and resident intestinal macrophages. (**A**) Volcano plots of genes that change from engrafted macrophages at day 12 and resident macrophages in the colon (left) and ileum (right). Gray dots represent genes that do not significantly change (p-value>0.05), black dots represent genes that significantly change (p-value<0.05). Green and blue squares mark genes with at least 2-fold log fold change (equals 4-fold read change). Numbers inside squares indicate number of genes in square, namely genes that significantly change. Arrows indicate up- or down-regulated genes in resident macrophages compared to engrafted macrophages at day 12 post transfer. (**B**) Example genes characterizing long-lived intestinal macrophages according to Shaw et al. (**C**) Example genes highly expressed in resident macrophages compared to engrafted cells. (**D**) Example genes highly expressed in engrafted cells compared to long-lived macrophages. (**E**) Example genes participating in IL10/IL10R axis.

**Figure 2—figure supplement 1.**
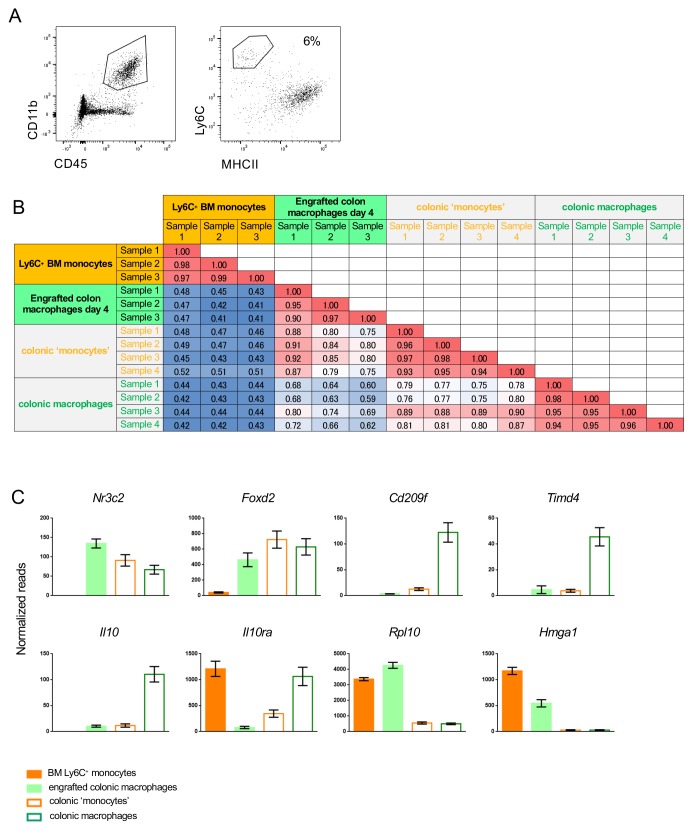
Comparison of graft and engrafted cells to recent monocytic infiltrates in the colon, identified by their Ly6C surface expression. (**A**) Representative flow cytometric analysis of colonic myeloid cells. Recent monocytic infiltrates and macrophages in the colon were defined as CD45^+^ CD11b^+^ Ly6C^+^ MHCII^-^ and CD45^+^ CD11b^+^CD64^+^ Ly6C^-^ MHCII^+^ cells, respectively and sorted accordingly for RNAseq. (**B**) Representative correlation coefficients between indicated cell populations (Suppl. file 1, data sets 3, 4, 5, 6). (**C**) Representative genes differentially expressed between monocyte graft, engrafted cells (d4), early monocyte infiltrates and resident macrophages.

**Figure 2—figure supplement 2.**
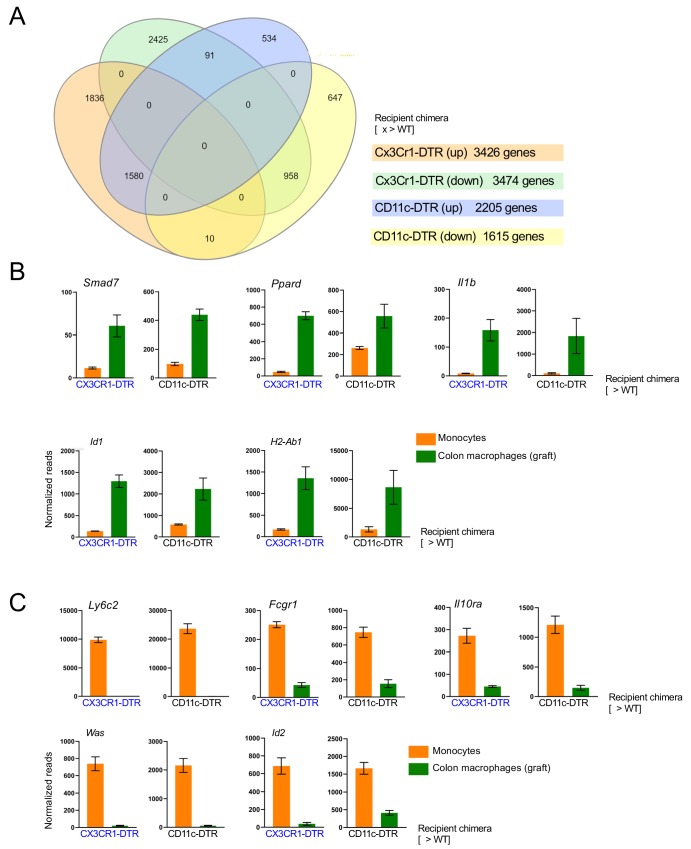
Comparison of colonic macrophages generated upon monocyte transfer into [CD11c-DTR > WT] and [CX3CR1-DTR > WT] BM chimeras treated with DTx. (**A**) Venn diagrams of gene lists up- and downregulated as compared to the monocyte graft. (**B**) Representative upregulated genes similarly expressed between the colonic macrophages as compared to the monocyte graft; engrafted cells isolated from [CD11c-DTR > WT] mice (d12); engrafted cells isolated from [CX3CR1-DTR > WT] mice (d14). (**C**) Representative downregulated genes similarly expressed between the colonic macrophages as compared to the monocyte graft; engrafted cells isolated from [CD11c-DTR > WT] mice (d12); engrafted cells isolated from [CX^3^CR1-DTR > WT] mice (d14).

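Rpl10, which encodes a ribosomal protein, and Hist1h2ab and Hmga1, which encode chromatin proteins, were measured in the graft and in the engrafted cells. The resident macrophages were not analysed here. Rpl10 (chromosome X, 71516155 to 71518474) had 3370.2 ± 179 (SD, n = 3) normalized reads in the graft, 3823 ± 575 (SD, n = 4) in colon on day 12 and 2953 ± 257 (SD, n = 4) in ileum on day 12. Rpl10 had a log2 fold change from the graft of 0.56 in colon on day 12 (standard error 0.21, edgeR adjusted p = 0.0273, higher in 3 of 4 libraries). For Rpl10 in ileum on day 12, it was 0.29 (standard error 0.21, edgeR adjusted p = 0.257, higher in 0 of 4 libraries). Hist1h2ab (chromosome 13, 23842957 to 23843461) had 2699 ± 696 (SD, n = 3) normalized reads in the graft, 345 ± 135 (SD, n = 4) in colon on day 12 and 331 ± 125 (SD, n = 4) in ileum on day 12. Hist1h2ab changed from the graft by a log2 fold change of -2.58 in colon on day 12 (standard error 0.45, edgeR adjusted p = 3.13e-05, lower in 4 of 4 libraries). In ileum, Hist1h2ab had one of -2.56 on day 12 (standard error 0.45, edgeR adjusted p = 4.45e-05, lower in 4 of 4 libraries). Hmga1 (chromosome 17, 27693549 to 27700617) had 1170.1 ± 121 (SD, n = 3) normalized reads in the graft, 650.4 ± 127 (SD, n = 4) in colon on day 12 and 664 ± 173 (SD, n = 4) in ileum on day 12. Hmga1 had a log2 fold change from the graft of -0.51 in colon on day 12 (standard error 0.24, edgeR adjusted p = 0.0722, lower in 4 of 4 libraries). For Hmga1 in ileum on day 12, it was -0.36 (standard error 0.25, edgeR adjusted p = 0.219, lower in 4 of 4 libraries). Oas1a (chromosome 5, 121346266 to 121357534) had 608 ± 171 (SD, n = 3) normalized reads in the graft, 504 ± 117 (SD, n = 4) in colon on day 12 and 348 ± 209.9 (SD, n = 4) in ileum on day 12. Oas1a changed from the graft by a log2 fold change of 0.07 in colon on day 12 (standard error 0.4, edgeR adjusted p = 0.897, higher in 1 of 4 libraries). In ileum, Oas1a had one of -0.31 on day 12 (standard error 0.4, edgeR adjusted p = 0.542, lower in 3 of 4 libraries). Tom1 (chromosome 8, 77557585 to 77594020) had 465 ± 35.6 (SD, n = 3) normalized reads in the graft, 168 ± 35.7 (SD, n = 4) in colon on day 12 and 158 ± 45.5 (SD, n = 4) in ileum on day 12. Tom1 had a log2 fold change from the graft of -1.12 in colon on day 12 (standard error 0.26, edgeR adjusted p = 0.000618, lower in 4 of 4 libraries). For Tom1 in ileum on day 12, it was -1.06 (standard error 0.26, edgeR adjusted p = 0.00128, lower in 4 of 4 libraries). For Rpl10 in colon on day 12, the adjusted p ranged from 0.006 to 0.469 over 32 alternative fits. The value for Rpl10 rose above 0.05 without colon day 12 replicates 3 and 4 and monocyte graft replicates 2 and 3 in turn (0.0689 to 0.106), with scaling to library totals (0.469), in a fit of the compared groups alone (0.0635) and in the equal-variance test per gene. Rpl10 changed sign in ileum on day 12, to a log2 fold change of -0.19 in the equal-variance test per gene and -0.19 with scaling to library totals. For Hmga1 in colon on day 12, the adjusted p ranged from 0.00831 to 0.191 over 32 alternative fits. The value for Hmga1 fell below 0.05 with DESeq2 (0.0498), with ileum day 4 replicates 3 and 4 alone (0.0438, chosen after seeing the data), with scaling to library totals (0.00831), in a fit of the compared groups alone (0.0138) and in the equal-variance test per gene. Hmga1's adjusted p in ileum on day 12 lay between 0.0111 and 0.474 over 32 alternative fits. The value for Hmga1 fell below 0.05 with scaling to library totals (0.0111) and in the equal-variance test per gene. Oas1a changed sign in colon on day 12, to a log2 fold change of -0.06 without colon day 12 replicate 4, -0.13 without monocyte graft replicate 2, -0.24 in the equal-variance test per gene and -0.27 with scaling to library totals. Oas1a's adjusted p in ileum on day 12 lay between 0.0497 and 0.87 over 32 alternative fits and fell below 0.05 without ileum day 12 replicate 2 (0.0497).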

Genes, whose expression was low to absent in resident macrophages from both colon and ileum, but prominent in the engrafted cells (Figure 1D cluster VII), included the ones encoding ribosome-associated proteins and histones (Figure 2D). As previously shown (Varol et al., 2009), the reconstitution of emptied intestinal tissue with monocyte-derived cells involves clonal expansion, that is less likely to occur in physiological setting. In line with this notion, out of the 6383 genes significantly differing between engrafted and resident macrophages from either colon or ileum, 897 were annotated with a Gene Ontology (GO) term associated with ‘proliferation’ and ‘cell cycle’; 99 of these DEG were low to absent in resident macrophages from both tissues retrieved from non-engrafted *Cx_3_cr1^GFP/+^* mice, such as *Hmga1* (Figure 1D).

We recently reported the requirement of IL10Ra on colonic macrophages for gut homeostasis. Mice lacking this cytokine receptor on intestinal macrophages develop severe gut inflammation in the colon, but not the ileum (Zigmond et al., 2014; Bernshtein et al., 2019), as do children that harbor an IL10RA deficiency (Glocker et al., 2009). 

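The receptor gene Il10ra (chromosome 9, 45061922 to 45077229) had 1211 ± 255 (SD, n = 3) normalized reads in the graft, 79.7 ± 38.8 (SD, n = 3) in colon on day 4, 451 ± 445 (SD, n = 4) in ileum on day 4, 148 ± 83.6 (SD, n = 4) in colon on day 12 and 439 ± 170.4 (SD, n = 4) in ileum on day 12. For Il10ra, ileum day 4 replicates 1 to 4 had 109, 1106, 285 and 304 normalized reads. Il10ra had a log2 fold change from the graft of -3.59 in colon on day 4 (standard error 0.73, edgeR adjusted p = 0.000194, lower in 3 of 3 libraries). For Il10ra in ileum on day 4, it was -0.99 (standard error 0.61, edgeR adjusted p = 0.175, lower in 4 of 4 libraries). Il10ra changed from the graft by a log2 fold change of -2.73 in colon on day 12 (standard error 0.62, edgeR adjusted p = 0.000579, lower in 4 of 4 libraries). In ileum, Il10ra had one of -0.95 on day 12 (standard error 0.6, edgeR adjusted p = 0.179, lower in 4 of 4 libraries). Il10ra in colon differed from ileum on day 4 by a log2 fold change of -2.6 (standard error 0.7, edgeR adjusted p = 0.0453, 3 of 3 colonic libraries below the ileal mean). On day 12, Il10ra differed by -1.78 (standard error 0.59, edgeR adjusted p = 0.0237, 4 of 4 colonic libraries below the ileal mean). Il10ra's adjusted p in ileum on day 4 lay between 0.00408 and 0.395 over 32 alternative fits. The value for Il10ra fell below 0.05 without ileum day 4 replicate 2 (0.00408), with ileum day 4 replicates 3 and 4 alone (0.0293, chosen after seeing the data) and with scaling to library totals (0.0375). Il10ra's adjusted p in ileum on day 12 lay between 0.0367 and 0.33 over 32 alternative fits. The value for Il10ra fell below 0.05 with scaling to library totals (0.0367), in a fit of the compared groups alone (0.039) and in the equal-variance test per gene. For Il10ra between colon and ileum on day 4, the adjusted p ranged from 0.00327 to 0.215 over 32 alternative fits. The value for Il10ra rose above 0.05 without any 1 of 18 libraries (0.0502 to 0.197), with all 4 colon day 8 libraries (0.105), with scaling to library totals (0.0599), without the filter on low counts (0.0563), in a fit of the compared groups alone (0.215) and in the equal-variance test per gene. Il10ra's adjusted p between colon and ileum on day 12 lay between 0.00401 and 0.084 over 32 alternative fits and rose above 0.05 without colon day 12 replicates 1 and 3 and ileum day 12 replicates 2 and 4 in turn (0.0519 to 0.084). The mean of Il10ra in ileum on day 4 was 233 without replicate 2. A list of 14 pan-leukocyte genes had median log2 fold changes from the graft of -4.27 in colon and -2.01 in ileum on day 4. On day 12 they were -3.84 and -1.41, and in colon against ileum the medians were -1.96 on day 4 and -2.42 on day 12. Il10ra exceeded them only in colon against ileum on day 4, within 1 standard error. Less leukocyte RNA therefore stays a candidate explanation.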

Interestingly, *Il10ra* was not induced in engrafted colonic macrophages, even 12 days after tissue entry, while engrafted ileal macrophages displayed *Il10ra* transcripts as early as day 4 (Figure 2E). Expression of the cytokine IL10 itself was almost absent from monocytes and engrafted macrophages in both tissues, but significantly present in resident macrophages retrieved from non-engrafted *Cx_3_cr1^GFP/+^* mice, to a larger extent in the colon than the ileum (Figure 2E). 

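Il10 (chromosome 1, 132916422 to 132921547) had 0 ± 0 (SD, n = 3) normalized reads in the graft, 45.6 ± 33.9 (SD, n = 4) in colon on day 12 and 53.7 ± 23.6 (SD, n = 4) in ileum on day 12. Il10 was at least 6.40-fold higher in colon on day 12 than in the graft (edgeR adjusted p = 0.000197, in 4 of 4 libraries). In ileum, Il10 was at least 7.50-fold higher on day 12 (edgeR adjusted p = 9.27e-05, in 4 of 4 libraries). The resident macrophages of the same figure panel were not analysed here.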

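Il1b had 1842 ± 1626 (SD, n = 4) normalized reads in colon on day 12 and 5008 ± 4097 (SD, n = 4) in ileum on day 12. Il1b had a log2 fold change from the graft of 4.45 in colon on day 12 (standard error 0.72, edgeR adjusted p = 1.14e-05, higher in 4 of 4 libraries). For Il1b in ileum on day 12, it was 6.11 (standard error 0.78, edgeR adjusted p = 6.32e-07, higher in 4 of 4 libraries). The mean of Il1b in colon on day 12 was 1126 without replicate 2, that of Il1b in ileum on day 12 2961 without replicate 2.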

Of note, *Il1b* expression displayed a similar pattern in line with an earlier suggestion that IL1 might induce macrophage IL-10 expression (Foey et al., 1998). Likewise, genes induced following macrophage exposure to Il10, such as *Ccr5* (Houle et al., 1999) and *Socs3* (Cassatella et al., 1999) displayed similar expression patterns. This suggests that in our model the IL10/IL10R axis is inactive in newly differentiated macrophages and established only after further maturation in the tissue.

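Socs3 (chromosome 11, 117827401 to 117830680) had 89.1 ± 31 (SD, n = 3) normalized reads in the graft, 614 ± 153 (SD, n = 4) in colon on day 12 and 1079 ± 254 (SD, n = 4) in ileum on day 12. Socs3 changed from the graft by a log2 fold change of 3.13 in colon on day 12 (standard error 0.33, edgeR adjusted p = 2.58e-08, higher in 4 of 4 libraries). In ileum, Socs3 had one of 4.08 on day 12 (standard error 0.34, edgeR adjusted p = 1.4e-09, higher in 4 of 4 libraries).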

Flow cytometric analysis of colon tissue of WT C57BL/6 mice identifies a small population of CD11b^+^ Ly6C^+^ MHCII^-^ cells that likely represent recent monocyte immigrants into the tissue (Figure 2—figure supplement 1A). These rare cells probably entered the lamina propria to maintain the steady state macrophage pool of the intestine, before differentiating and have been referred to as P1 population of a ‘monocyte waterfall’ (Tamoutounour et al., 2012). Global RNAseq analysis of this population, alongside the Ly6C^+^ MHCII^-^ macrophages revealed that, like the day four graft, these endogenous gut immigrants down-regulated monocyte markers and gained a gut macrophage signature, including expression of the Forkhead transcription factor (TF) FoxD2 and the nuclear receptor Nr3c2 (Figure 2—figure supplement 1B,C). Endogenous gut immigrants did not display a signature indicating proliferation, such as *Rpl10* or *Hmga1*. However, like the grafted cells, these early colonic immigrants lacked signature genes associated with long-lived gut macrophages, including *Timd4* and *CD209f*, as well as expression of *Il10ra* and *Il10*.

To further corroborate our data, we used a distinct cell ablation model and performed adoptive monocyte transfers into DTx-treated [CX^3^CR1-DTR > WT] BM chimeras (Diehl et al., 2013; Aychek et al., 2015). 

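In the second depletion model, the CX3CR1-DTR chimeras, graft-derived colonic macrophages were collected on day 14. The second deposited table holds 6 libraries labelled with this condition, whereas the paper's list of data sets gives 4, and all 6 were used here because the labels do not tell which 4 are meant. Between 1223772 and 4218027 reads per library were counted on genes (median 2236963). The table gives no totals, so normalized reads of these libraries and of those compared with them were computed on the reads counted on genes. The table names no graft library of its own. Both recipients were therefore compared with the 3 graft libraries of the CD11c-DTR experiment, and the transfer and the sequencing of the 2 models differ together with the depletion itself. A separate edgeR fit of the graft, the CD11c-DTR day 12 colonic libraries (4) and the CX3CR1-DTR libraries covered 11718 genes, and a gene was taken as changed at an adjusted p under 0.05 and at least a 2-fold change.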

The gene lists of upregulated and down regulated genes in macrophages retrieved from engrafted [CD11c-DTR > WT] and [CX^3^CR1-DTR > WT] chimeras showed with 71% and 59%, respectively, considerable overlap (Figure 2—figure supplement 2). 

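Relative to the graft, 4026 genes were higher and 1797 lower in CD11c-DTR recipients on day 12, and 4006 were higher and 3839 lower in CX3CR1-DTR recipients on day 14. The lists shared 3093 higher and 1397 lower genes, that is 76.8% of the higher and 77.7% of the lower genes of the CD11c-DTR recipients, and 77.2% and 36.4% of those of the CX3CR1-DTR recipients. With 1 library left out at a time the shares of the CD11c-DTR lists ran from 75.3 to 79.7% and from 75.3 to 78.5%. The median log2 fold change of all genes was 0.4 in CD11c-DTR and 0.13 in CX3CR1-DTR recipients with TMM and 0.09 and -0.15 with library totals. Both comparisons use the same 3 graft libraries. In 10 simulations without any change from the graft, the shared libraries alone gave 0 shared genes at an adjusted p under 0.05. That count follows from drawing no change. At an unadjusted p under 0.05 without a fold threshold, 29.26% of the higher and 21.96% of the lower genes were shared. These shares are not on the scale of the observed ones. Smad7 had a mean of 306 ± 163 (SD, n = 6) normalized reads in CX3CR1-DTR recipients and log2 fold changes of 2.68 in CD11c-DTR recipients (standard error 0.48, edgeR adjusted p = 0.000216, higher in 4 of 4 libraries) and 1.43 in CX3CR1-DTR recipients (standard error 0.44, edgeR adjusted p = 0.0084, higher in 5 of 6 libraries). The mean of Ppard was 3431 ± 367 (SD, n = 6) normalized reads in CX3CR1-DTR recipients, with log2 fold changes of 1.58 in CD11c-DTR recipients (standard error 0.22, edgeR adjusted p = 2.36e-05, higher in 4 of 4 libraries) and 3.47 in CX3CR1-DTR recipients (standard error 0.23, edgeR adjusted p = 7.56e-09, higher in 6 of 6 libraries). Il1b had a mean of 800.0 ± 453 (SD, n = 6) normalized reads in CX3CR1-DTR recipients and log2 fold changes of 4.64 in CD11c-DTR recipients (standard error 0.96, edgeR adjusted p = 0.000782, higher in 4 of 4 libraries) and 2.73 in CX3CR1-DTR recipients (standard error 0.86, edgeR adjusted p = 0.00982, higher in 5 of 6 libraries). The mean of H2-Ab1 was 6803 ± 3302 (SD, n = 6) normalized reads in CX3CR1-DTR recipients, with log2 fold changes of 3.2 in CD11c-DTR recipients (standard error 0.7, edgeR adjusted p = 0.00125, higher in 4 of 4 libraries) and 2.13 in CX3CR1-DTR recipients (standard error 0.64, edgeR adjusted p = 0.00767, higher in 5 of 6 libraries). Ly6c2 had a mean of 206 ± 75.5 (SD, n = 6) normalized reads in CX3CR1-DTR recipients and log2 fold changes of -6.93 in CD11c-DTR recipients (standard error 0.41, edgeR adjusted p = 4.57e-09, lower in 4 of 4 libraries) and -7.1 in CX3CR1-DTR recipients (standard error 0.35, edgeR adjusted p = 4.75e-10, lower in 6 of 6 libraries). The mean of Fcgr1 was 208 ± 84.2 (SD, n = 6) normalized reads in CX3CR1-DTR recipients, with log2 fold changes of -1.78 in CD11c-DTR recipients (standard error 0.39, edgeR adjusted p = 0.00129, lower in 4 of 4 libraries) and -2.11 in CX3CR1-DTR recipients (standard error 0.35, edgeR adjusted p = 8.05e-05, lower in 6 of 6 libraries). Il10ra had a mean of 222 ± 49.2 (SD, n = 6) normalized reads in CX3CR1-DTR recipients and log2 fold changes of -2.54 in CD11c-DTR recipients (standard error 0.37, edgeR adjusted p = 4.15e-05, lower in 4 of 4 libraries) and -2.69 in CX3CR1-DTR recipients (standard error 0.33, edgeR adjusted p = 4.08e-06, lower in 6 of 6 libraries). The mean of Was was 97.2 ± 50.8 (SD, n = 6) normalized reads in CX3CR1-DTR recipients, with log2 fold changes of -4.8 in CD11c-DTR recipients (standard error 0.42, edgeR adjusted p = 2.54e-07, lower in 4 of 4 libraries) and -4.78 in CX3CR1-DTR recipients (standard error 0.36, edgeR adjusted p = 2.92e-08, lower in 6 of 6 libraries). Over 16 alternative fits, Id1 rose by 2.12 to 2.56 in CD11c-DTR and by 2.94 to 3.29 in CX3CR1-DTR recipients. Id2 changed by -1.81 to -1.36 in CD11c-DTR and by -4.07 to -3.11 in CX3CR1-DTR recipients. In CD11c-DTR recipients Id2 passed 0.05, but its edgeR adjusted p rose above it without any 1 of 9 libraries (0.0592 to 0.128). In both recipients, 17 marker genes of the intestinal epithelium held more reads than in the graft (2.53% and 2.82% against 0.0007%). A list of 14 pan-leukocyte genes fell by medians of -3.65 and -4.81. Epithelial RNA and less leukocyte RNA in both could also put genes on both lists, which was not tested. From the overlap of these lists, the paper proposes that the transfer approach is robust across the depletion models.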

While our adoptive transfer inherently aims at the reconstitution of ablated cells which differ in the two models, the observed coherence suggests robustness of the approach.

Collectively, these data show that despite some differences, monocyte graft-derived cells recapitulate the ‘monocyte waterfall’ (Tamoutounour et al., 2012).

### Monocyte differentiation into gut segment-specific macrophages

We next focused on factors that might be involved in the generation of segment-specific macrophages, that is genes whose expression differed between colonic and ileal macrophages.

458 genes were up-regulated during monocyte differentiation in a segment-specific manner – 351 in colonic macrophages and 107 in ileal macrophages (Figure 3A). 

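Colonic and ileal macrophages were compared directly at each day. At an edgeR adjusted p under 0.05, 62 genes were higher and 315 lower in colon than in ileum on day 4, 1981 and 2163 on day 8 and 1808 and 2038 on day 12. The day 4 counts rested on single libraries, and were 0 (without colon day 4 replicate 1, 765 at an unadjusted p under 0.05) to 814 (without ileum day 4 replicate 1) for the higher and 0 (without colon day 4 replicate 1, 1218 at an unadjusted p under 0.05) to 1276 (without ileum day 4 replicate 1) for the lower genes. They were 508 and 757 with experiment as a replicate block, 950 and 1636 at an unadjusted p under 0.05, and 1529 and 1540 with ileum day 4 replicates 3 and 4 alone (chosen after seeing the data). On day 8 the lower genes numbered 1223 without colon day 8 replicate 3, and scaling to library totals took the share of higher genes among those past the threshold from 47.8 to 66.2%, with all 1428 genes lower under that scaling also lower under TMM. On day 12 library totals took this share from 47.0 to 56.0%, with 2067 genes higher and 1622 lower. The equal-variance test per gene without adjustment gave 3148 and 1230 on day 8 and 2677 and 1844 on day 12. A gene was taken as induced in 1 segment when it rose from the graft to day 4 in that segment alone and the segments differed on each of days 4, 8 and 12, a reading of the legend of Figure 3. With this definition, 11 genes were induced in colonic macrophages and 63 in ileal macrophages. The counts moved most with ileum day 4 replicates 3 and 4 alone, to 291 and 229, and with experiment as a replicate block they were 61 and 142. Leaving out 1 library gave 0 (without colon day 4 replicate 1, 71 at an unadjusted p under 0.05) to 137 (without ileum day 4 replicate 1) genes in colon and 0 (without colon day 4 replicate 1, 172 at an unadjusted p under 0.05) to 208 (without ileum day 4 replicate 1) in ileum. With scaling to library totals 8 and 29 genes qualified, of which 4 and 26 also did with TMM. All 14 genes of a pan-leukocyte list were at least 2-fold lower in colon on each day. Their median log2 differences were -1.96, -2.2 and -2.42 on days 4, 8 and 12. Genes lower in colon by no more than this are not told apart from less leukocyte RNA there.

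**Figure D2:**
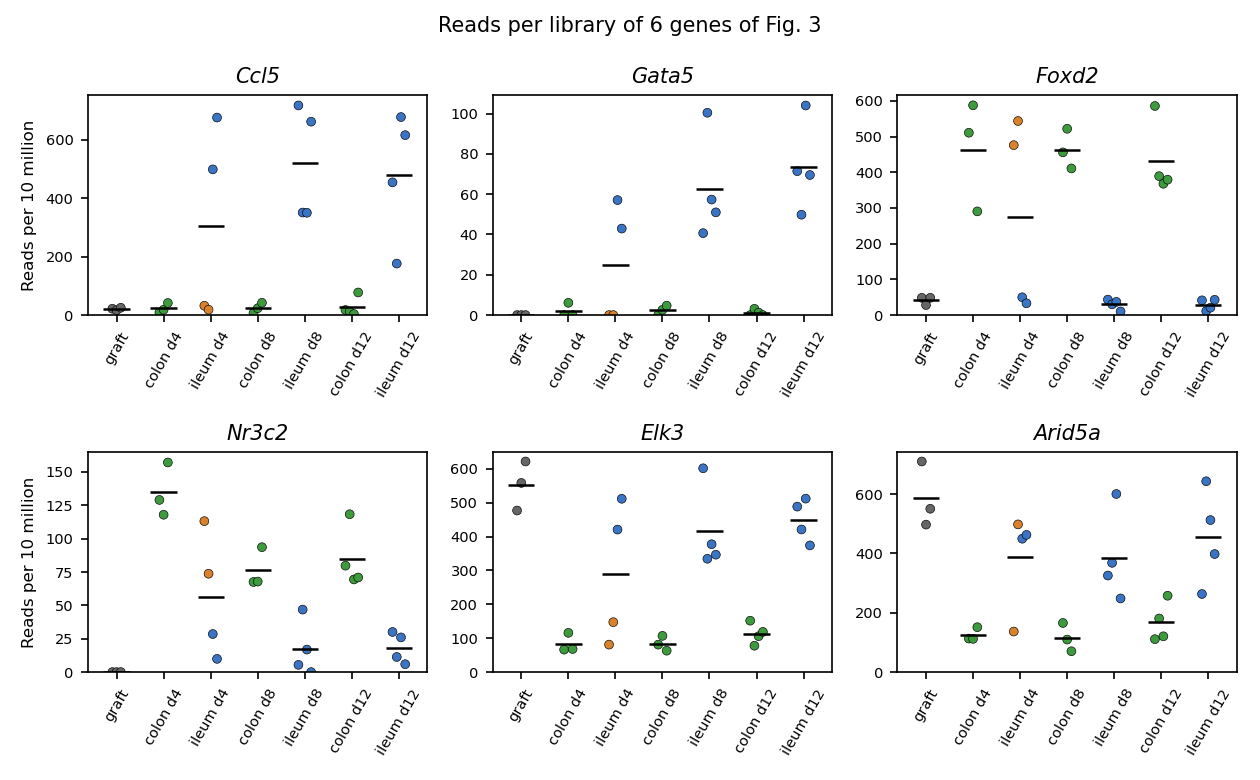
Normalized reads (per 10000000 reads) of Ccl5, Gata5, Foxd2, Nr3c2, Elk3 and Arid5a are plotted for each library of the graft (grey), colon (green) and ileum (blue) by day, with bars at the group means and the ileum day 4 libraries of experiment 1 in orange. In ileum on day 4, both libraries of experiment 1 lie below both of experiment 2 for Ccl5, Gata5 and Elk3 and above both for Foxd2 and Nr3c2.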

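Gata5 (chromosome 2, 180059793 to 180069384) had 0 ± 0 (SD, n = 3) normalized reads in the graft, 2.03 ± 3.52 (SD, n = 3) in colon on day 4 and 25 ± 29.4 (SD, n = 4) in ileum on day 4. Gata5 had 0 and 0 normalized reads in ileum day 4 replicates 1 and 2 (experiment 1) and 57.1 and 42.9 in replicates 3 and 4 (experiment 2). Gata5 was at or under 3 counts in every library of colon on day 4 and of the graft, so that no fold is given for colon. In ileum, Gata5 was at least 3.50-fold higher on day 4 (edgeR adjusted p = 0.00144, in 2 of 4 libraries). On day 4, Gata5 was at least 3.70-fold lower in colon than in ileum (edgeR adjusted p = 0.0914, 3 of 3 colonic libraries below the ileal mean). Hoxb3 (chromosome 11, 96205083 to 96209244) had 15.6 ± 8.73 (SD, n = 3) normalized reads in the graft, 10.8 ± 10.2 (SD, n = 3) in colon on day 4 and 30.9 ± 21.9 (SD, n = 4) in ileum on day 4. For Hoxb3, ileum day 4 replicates 1 to 4 had 14.9, 9.22, 49.9 and 49.5 normalized reads. Hoxb3 had a log2 fold change from the graft of -0.19 in colon on day 4 (standard error 0.68, edgeR adjusted p = 0.824, lower in 2 of 3 libraries). For Hoxb3 in ileum on day 4, it was 1.36 (standard error 0.63, edgeR adjusted p = 0.0678, higher in 2 of 4 libraries). Hoxb3 in colon differed from ileum on day 4 by a log2 fold change of -1.55 (standard error 0.65, edgeR adjusted p = 0.161, 3 of 3 colonic libraries below the ileal mean). Ccl5 (chromosome 11, 83339281 to 83344020) had 21.3 ± 4.20 (SD, n = 3) normalized reads in the graft, 22.9 ± 16.8 (SD, n = 3) in colon on day 4 and 307 ± 333 (SD, n = 4) in ileum on day 4. For Ccl5, ileum day 4 replicates 1 to 4 had 32.0, 18.4, 499 and 677 normalized reads. Ccl5 had a log2 fold change from the graft of 0.33 in colon on day 4 (standard error 1.18, edgeR adjusted p = 0.821, higher in 1 of 3 libraries). For Ccl5 in ileum on day 4, it was 4.24 (standard error 1.01, edgeR adjusted p = 0.00106, higher in 3 of 4 libraries). Ccl5 in colon differed from ileum on day 4 by a log2 fold change of -3.9 (standard error 1.01, edgeR adjusted p = 0.0435, 3 of 3 colonic libraries below the ileal mean). Ccr9 (chromosome 9, 123676329 to 123692575) had 0 ± 0 (SD, n = 3) normalized reads in the graft, 21.0 ± 17.5 (SD, n = 3) in colon on day 4 and 254 ± 269.9 (SD, n = 4) in ileum on day 4. For Ccr9, ileum day 4 replicates 1 to 4 had 14.9, 55.3, 357 and 588 normalized reads. Ccr9 was at least 2.90-fold higher in colon on day 4 than in the graft (edgeR adjusted p = 0.0244, in 3 of 3 libraries). In ileum, Ccr9 was at least 35.4-fold higher on day 4 (edgeR adjusted p = 6.28e-05, in 4 of 4 libraries). Ccr9 in colon differed from ileum on day 4 by a log2 fold change of -3.71 (standard error 1, edgeR adjusted p = 0.0463, 3 of 3 colonic libraries below the ileal mean). Gata5's adjusted p in ileum on day 4 lay between 1.81e-05 and 0.0507 over 32 alternative fits. The value for Gata5 rose above 0.05 in a fit of the compared groups alone (0.0507) and in the equal-variance test per gene. For Gata5 between colon and ileum on day 4, the adjusted p ranged from 0.00106 to 0.37 over 32 alternative fits. The value for Gata5 fell below 0.05 without ileum day 4 replicate 1 (0.00792), with DESeq2 (0.0368), with experiment as a replicate block (0.0396) and with ileum day 4 replicates 3 and 4 alone (0.00106, chosen after seeing the data). Hoxb3 changed sign in colon on day 4, to a log2 fold change of 0.1 without colon day 4 replicate 1, 0.14 without colon day 4 replicate 3 and 0.12 without monocyte graft replicate 1. For Hoxb3 in ileum on day 4, the adjusted p ranged from 0.013 to 0.279 over 32 alternative fits. The value for Hoxb3 fell below 0.05 without ileum day 4 replicates 1 and 2 in turn (0.0307 to 0.0433) and with ileum day 4 replicates 3 and 4 alone (0.013). Hoxb3's adjusted p between colon and ileum on day 4 lay between 0.0177 and 0.523 over 32 alternative fits and fell below 0.05 with ileum day 4 replicates 3 and 4 alone (0.0177). Ccl5 changed sign in colon on day 4, to a log2 fold change of -0.4 without colon day 4 replicate 3 and -0.03 with experiment as a replicate block. Ccl5 did not reach 0.05 in ileum on day 4 in the equal-variance test per gene. For Ccl5 between colon and ileum on day 4, the adjusted p ranged from 0.000241 to 0.215 over 32 alternative fits. The value for Ccl5 rose above 0.05 without any 1 of 10 libraries (0.0518 to 0.187), with all 4 colon day 8 libraries (0.0954), without the filter on low counts (0.0502), in a fit of the compared groups alone (0.215) and in the equal-variance test per gene. Ccr9's adjusted p in colon on day 4 lay between 0.000636 and 0.106 over 32 alternative fits. The value for Ccr9 rose above 0.05 without colon day 4 replicate 2 and monocyte graft replicates 1 and 3 in turn (0.0546 to 0.106) and in the equal-variance test per gene. Ccr9 did not reach 0.05 in ileum on day 4 in the equal-variance test per gene. Ccr9's adjusted p between colon and ileum on day 4 lay between 0.000401 and 0.225 over 32 alternative fits. The value for Ccr9 rose above 0.05 without any 1 of 18 libraries (0.0502 to 0.225), with all 4 colon day 8 libraries (0.0954), with scaling to library totals (0.0561), without the filter on low counts (0.0562), in a fit of the compared groups alone (0.219) and in the equal-variance test per gene. The mean of Gata5 in ileum on day 4 was 14.3 without replicate 3, that of Hoxb3 in colon on day 4 5.07 without replicate 2, that of Ccl5 in colon on day 4 13.6 without replicate 3, that of Ccl5 in ileum on day 4 183 without replicate 4. The mean of Ccr9 in colon on day 4 was 12.2 without replicate 2, that of Ccr9 in ileum on day 4 142 without replicate 4.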

Monocyte differentiation into ileal macrophages was accompanied by induction of Gata and Hbox TF family members, such as *Gata5* and *Hbox3* (Figure 3A), as well as genes encoding the chemokine Ccl5 and the chemokine receptor CCR9. 

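Foxd2 (chromosome 4, 114578885 to 114581503) had 41.6 ± 11.8 (SD, n = 3) normalized reads in the graft, 463 ± 154 (SD, n = 3) in colon on day 4 and 276 ± 272 (SD, n = 4) in ileum on day 4. Foxd2 had 476 and 544 normalized reads in ileum day 4 replicates 1 and 2 (experiment 1) and 49.9 and 33.0 in replicates 3 and 4 (experiment 2). Foxd2 changed from the graft by a log2 fold change of 3.76 in colon on day 4 (standard error 0.69, edgeR adjusted p = 5.62e-05, higher in 3 of 3 libraries). In ileum, Foxd2 had one of 3.14 on day 4 (standard error 0.67, edgeR adjusted p = 0.000347, higher in 3 of 4 libraries). Foxd2 in colon differed from ileum on day 4 by a log2 fold change of 0.62 (standard error 0.56, edgeR adjusted p = 0.563, 3 of 3 colonic libraries above the ileal mean). Nr3c2 (chromosome 8, 79426407 to 79767538) had 0 ± 0 (SD, n = 3) normalized reads in the graft, 135 ± 20.2 (SD, n = 3) in colon on day 4 and 56.3 ± 46.4 (SD, n = 4) in ileum on day 4. Nr3c2 had 113 and 73.7 normalized reads in ileum day 4 replicates 1 and 2 (experiment 1) and 28.5 and 9.91 in replicates 3 and 4 (experiment 2). Nr3c2 was at least 18.8-fold higher in colon on day 4 than in the graft (edgeR adjusted p = 3.43e-06, in 3 of 3 libraries). In ileum, Nr3c2 was at least 7.90-fold higher on day 4 (edgeR adjusted p = 3.68e-05, in 4 of 4 libraries). Nr3c2 in colon differed from ileum on day 4 by a log2 fold change of 1.13 (standard error 0.63, edgeR adjusted p = 0.306, 3 of 3 colonic libraries above the ileal mean). Id2 (chromosome 12, 25778664 to 25780957) had 1664 ± 288 (SD, n = 3) normalized reads in the graft, 382 ± 178 (SD, n = 3) in colon on day 4 and 478 ± 135 (SD, n = 4) in ileum on day 4. For Id2, ileum day 4 replicates 1 to 4 had 352, 369, 592 and 598 normalized reads. Id2 had a log2 fold change from the graft of -1.79 in colon on day 4 (standard error 0.36, edgeR adjusted p = 0.000178, lower in 3 of 3 libraries). For Id2 in ileum on day 4, it was -1.37 (standard error 0.33, edgeR adjusted p = 0.00114, lower in 4 of 4 libraries). Id2 in colon differed from ileum on day 4 by a log2 fold change of -0.42 (standard error 0.34, edgeR adjusted p = 0.51, 2 of 3 colonic libraries below the ileal mean). Id1 (chromosome 2, 152561987 to 152563146) had 584 ± 50.4 (SD, n = 3) normalized reads in the graft, 2227 ± 489.7 (SD, n = 3) in colon on day 4 and 975 ± 478 (SD, n = 4) in ileum on day 4. Id1 changed from the graft by a log2 fold change of 2.26 in colon on day 4 (standard error 0.38, edgeR adjusted p = 1.94e-05, higher in 3 of 3 libraries). In ileum, Id1 had one of 1.18 on day 4 (standard error 0.35, edgeR adjusted p = 0.00612, higher in 4 of 4 libraries). Foxd2's adjusted p in ileum on day 4 lay between 3.13e-06 and 0.65 over 32 alternative fits. The value for Foxd2 rose above 0.05 with ileum day 4 replicates 3 and 4 alone (0.65, chosen after seeing the data) and in the equal-variance test per gene. For Foxd2 between colon and ileum on day 4, the adjusted p ranged from 2.7e-05 to 0.899 over 32 alternative fits and fell below 0.05 with ileum day 4 replicates 3 and 4 alone (2.7e-05). Nr3c2 did not reach 0.05 in ileum on day 4 in the equal-variance test per gene. Nr3c2's adjusted p between colon and ileum on day 4 lay between 0.0118 and 0.635 over 32 alternative fits and fell below 0.05 with ileum day 4 replicates 3 and 4 alone (0.0118). Id1's adjusted p in ileum on day 4 lay between 0.00211 and 0.274 over 32 alternative fits. The value for Id1 rose above 0.05 with ileum day 4 replicates 3 and 4 alone (0.274), with scaling to library totals (0.103) and in the equal-variance test per gene. The mean of Nr3c2 in ileum on day 4 was 37.4 without replicate 1.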

Monocytes that entered colon tissue preferentially up-regulated Foxd2, the nuclear receptor Nr3c2, and the dominant negative helix-loop-helix protein Id2 (Figure 3A).

**Figure 3.**
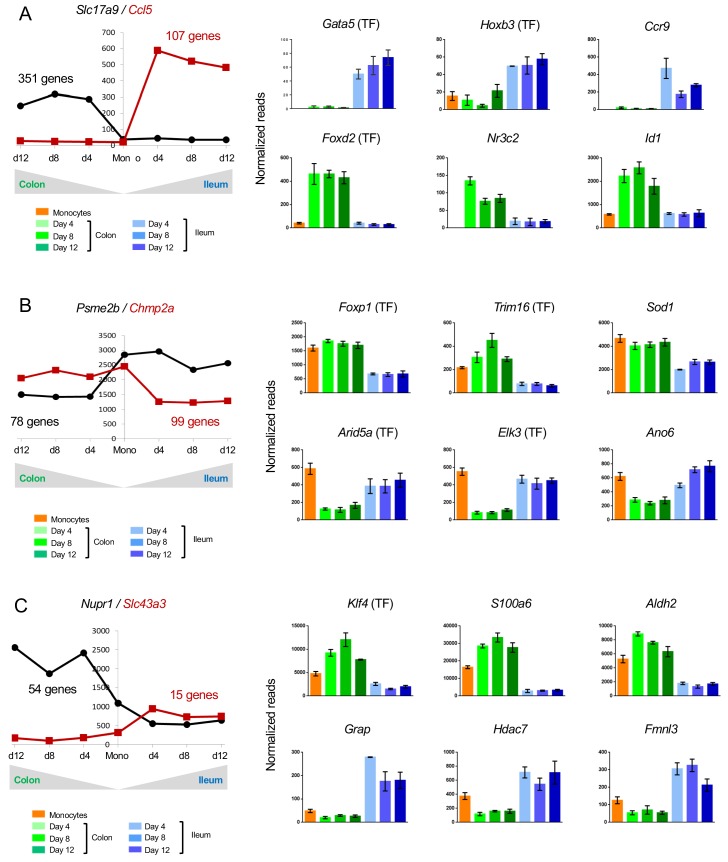
Changes in gene expression during conversion of monocytes into colonic or ileal macrophages. (**A**) Example genes that are significantly up-regulated in intestinal macrophages from monocytes to day 4: either up-regulated in the colon but do not change in the ileum, or significantly up-regulated in the ileum but do not change in the colon. Numbers indicate number of genes to follow the trend. Only genes which have significantly different levels between colonic and ileal macrophages at all time points (monocytes > day 4, day4 > day8, day8 > day12) were selected. (**B**) Example genes that are significantly down-regulated from monocytes to day four in intestinal macrophages: either down-regulated in the colon but do not change in the ileum, or significantly down-regulated in the ileum but do not change in the colon. Numbers indicate number of genes to follow the trend. (**C**) Example genes that are either up-regulated in the colon from monocytes to day four and down-regulated in the ileum from monocytes to day four or vice versa.

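By the same definition, 77 genes fell from the graft to day 4 in colonic macrophages only and 4 in ileal macrophages only. The 4 ileal genes, named after their values were seen, were Cux1, Rab3d, Ramp1 and Unc119. Leaving out 1 library gave 0 (without colon day 4 replicate 1, 182 at an unadjusted p under 0.05) to 298 (without ileum day 4 replicate 1) genes in colon and 0 (without colon day 4 replicate 1, 20 at an unadjusted p under 0.05) to 38 (without ileum day 4 replicate 1) in ileum. With experiment as a replicate block the counts were 169 and 12, and with ileum day 4 replicates 3 and 4 alone, a setting chosen after seeing the data, they were 388 and 62. Scaling to library totals gave 24 and 7, of which 20 and 3 also qualified with TMM.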

Of the genes, which were specifically down-regulated in only one intestinal segment, 78 genes followed this trend in colonic and 99 in ileal macrophages. 

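Foxp1 (chromosome 6, 98875336 to 99385339) had 1604 ± 185 (SD, n = 3) normalized reads in the graft, 1858 ± 103 (SD, n = 3) in colon on day 4 and 918 ± 276 (SD, n = 4) in ileum on day 4. Foxp1 had 1185 and 1124 normalized reads in ileum day 4 replicates 1 and 2 (experiment 1) and 649 and 713 in replicates 3 and 4 (experiment 2). Foxp1 changed from the graft by a log2 fold change of 0.55 in colon on day 4 (standard error 0.27, edgeR adjusted p = 0.079, higher in 3 of 3 libraries). In ileum, Foxp1 had one of -0.35 on day 4 (standard error 0.25, edgeR adjusted p = 0.238, lower in 4 of 4 libraries). Foxp1 in colon differed from ileum on day 4 by a log2 fold change of 0.9 (standard error 0.25, edgeR adjusted p = 0.0482, 3 of 3 colonic libraries above the ileal mean). Trim16 (chromosome 11, 62633755 to 62656450) had 217 ± 16.4 (SD, n = 3) normalized reads in the graft, 306 ± 77.8 (SD, n = 3) in colon on day 4 and 189 ± 159.8 (SD, n = 4) in ileum on day 4. Trim16 had 416 and 184 normalized reads in ileum day 4 replicates 1 and 2 (experiment 1) and 64.2 and 92.5 in replicates 3 and 4 (experiment 2). Trim16 changed from the graft by a log2 fold change of 0.83 in colon on day 4 (standard error 0.41, edgeR adjusted p = 0.0855, higher in 3 of 3 libraries). In ileum, Trim16 had one of 0.3 on day 4 (standard error 0.4, edgeR adjusted p = 0.548, higher in 1 of 4 libraries). Trim16 in colon differed from ileum on day 4 by a log2 fold change of 0.53 (standard error 0.39, edgeR adjusted p = 0.451, 3 of 3 colonic libraries above the ileal mean). Arid5a (chromosome 1, 36364578 to 36380874) had 586 ± 111 (SD, n = 3) normalized reads in the graft, 125 ± 22.4 (SD, n = 3) in colon on day 4 and 386 ± 168 (SD, n = 4) in ileum on day 4. Arid5a had 137 and 498 normalized reads in ileum day 4 replicates 1 and 2 (experiment 1) and 449 and 462 in replicates 3 and 4 (experiment 2). Arid5a changed from the graft by a log2 fold change of -1.89 in colon on day 4 (standard error 0.45, edgeR adjusted p = 0.000944, lower in 3 of 3 libraries). In ileum, Arid5a had one of -0.18 on day 4 (standard error 0.41, edgeR adjusted p = 0.721, lower in 4 of 4 libraries). Arid5a in colon differed from ileum on day 4 by a log2 fold change of -1.7 (standard error 0.44, edgeR adjusted p = 0.0432, 3 of 3 colonic libraries below the ileal mean). Elk3 (chromosome 10, 92710161 to 92773904) had 553 ± 72.6 (SD, n = 3) normalized reads in the graft, 83.5 ± 28.1 (SD, n = 3) in colon on day 4 and 290.3 ± 208 (SD, n = 4) in ileum on day 4. Elk3 had 81.1 and 147 normalized reads in ileum day 4 replicates 1 and 2 (experiment 1) and 421 and 512 in replicates 3 and 4 (experiment 2). Elk3 changed from the graft by a log2 fold change of -2.39 in colon on day 4 (standard error 0.44, edgeR adjusted p = 5.99e-05, lower in 3 of 3 libraries). In ileum, Elk3 had one of -0.5 on day 4 (standard error 0.38, edgeR adjusted p = 0.277, lower in 4 of 4 libraries). Elk3 in colon differed from ileum on day 4 by a log2 fold change of -1.88 (standard error 0.43, edgeR adjusted p = 0.0326, 3 of 3 colonic libraries below the ileal mean). For Foxp1 in colon on day 4, the adjusted p ranged from 0.0119 to 0.508 over 32 alternative fits. The value for Foxp1 fell below 0.05 with DESeq2 (0.0479), with experiment as a replicate block (0.0389), with ileum day 4 replicates 3 and 4 alone (0.0364, chosen after seeing the data) and in a fit of the compared groups alone (0.0119). Foxp1's adjusted p in ileum on day 4 lay between 0.00834 and 0.54 over 32 alternative fits. The value for Foxp1 fell below 0.05 with ileum day 4 replicates 3 and 4 alone (0.0108), with scaling to library totals (0.00834) and in the equal-variance test per gene. For Foxp1 between colon and ileum on day 4, the adjusted p ranged from 0.000718 to 0.235 over 32 alternative fits. The value for Foxp1 rose above 0.05 without any 1 of 19 libraries (0.0512 to 0.187), with all 4 colon day 8 libraries (0.114), without the filter on low counts (0.0563) and in a fit of the compared groups alone (0.235). Trim16's adjusted p in colon on day 4 lay between 0.00573 and 0.313 over 32 alternative fits. The value for Trim16 fell below 0.05 without ileum day 4 replicates 1 and 3 in turn (0.0248 to 0.0475), with experiment as a replicate block (0.016), with ileum day 4 replicates 3 and 4 alone (0.00942) and in a fit of the compared groups alone (0.00573). Trim16 changed sign in ileum on day 4, to a log2 fold change of -0.52 without ileum day 4 replicate 1, -0.38 in the equal-variance test per gene, -1.02 with ileum day 4 replicates 3 and 4 alone and -0.13 with scaling to library totals. Trim16's adjusted p between colon and ileum on day 4 lay between 0.000616 and 0.809 over 32 alternative fits. The value for Trim16 fell below 0.05 without ileum day 4 replicate 1 (0.0115) and with ileum day 4 replicates 3 and 4 alone (0.000616). Arid5a changed sign in ileum on day 4, to a log2 fold change of 0.13 without ileum day 4 replicate 1, 0.01 without monocyte graft replicate 1 and 0.02 with ileum day 4 replicates 3 and 4 alone. For Arid5a between colon and ileum on day 4, the adjusted p ranged from 0.00218 to 0.196 over 32 alternative fits. The value for Arid5a rose above 0.05 without any 1 of 11 libraries (0.0511 to 0.175), with all 4 colon day 8 libraries (0.149), with scaling to library totals (0.0546), without the filter on low counts (0.0536) and in a fit of the compared groups alone (0.196). For Elk3 in ileum on day 4, the adjusted p ranged from 0.0268 to 0.71 over 32 alternative fits. The value for Elk3 fell below 0.05 without ileum day 4 replicate 4 (0.0268) and with scaling to library totals (0.048). Elk3 changed sign in ileum on day 4, to a log2 fold change of 0.16 with ileum day 4 replicates 3 and 4 alone. Elk3's adjusted p between colon and ileum on day 4 lay between 7.73e-06 and 0.218 over 32 alternative fits. The value for Elk3 rose above 0.05 without any 1 of 5 libraries (0.0834 to 0.159), with all 4 colon day 8 libraries (0.0647), in a fit of the compared groups alone (0.218) and in the equal-variance test per gene. The mean of Trim16 in ileum on day 4 was 114 without replicate 1.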

The latter down-regulated genes included 7 TFs, such as *Foxp1* and *Trim16*, while *Arid5a* and *Elk3* were specifically down-regulated in the colon (Figure 3B).

Many genes related to immune reaction and response to challenge displayed higher expression in ileal macrophages than their colonic counterparts. Examples are: *Arid5a*, whose gene product regulates IL6 (Masuda et al., 2016); *Elk3*, which encodes a member of the ETS TF family and was reported to modulate the phagocytosis of bacteria by macrophages (Tsoyi et al., 2015) and *Ano6*, that is down-regulated in colonic macrophages (Figure 3B), and reportedly supports microbiocidal activity of macrophages involving P2X_7_ receptor signaling (Ousingsawat et al., 2015). In contrast, the enzyme Sod1, which was reported to impair macrophage-related parasite killing in cutaneous Leishmaniasis (Khouri et al., 2009), showed lower expression in ileal macrophages (Figure 3B).

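Arid5a in colon differed from ileum on day 8 by a log2 fold change of -2.04 (standard error 0.44, edgeR adjusted p = 0.00153, 3 of 3 colonic libraries below the ileal mean). On day 12, Arid5a differed by -1.55 (standard error 0.38, edgeR adjusted p = 0.00386, 4 of 4 colonic libraries below the ileal mean). Elk3 in colon differed from ileum on day 8 by a log2 fold change of -2.63 (standard error 0.43, edgeR adjusted p = 0.000236, 3 of 3 colonic libraries below the ileal mean). On day 12, Elk3 differed by -2.09 (standard error 0.37, edgeR adjusted p = 0.000503, 4 of 4 colonic libraries below the ileal mean). Ano6 (chromosome 15, 95621274 to 95805903) had 622 ± 96.3 (SD, n = 3) normalized reads in the graft, 287 ± 57.6 (SD, n = 3) in colon on day 4 and 391 ± 147 (SD, n = 4) in ileum on day 4. Ano6 had 188 and 387 normalized reads in ileum day 4 replicates 1 and 2 (experiment 1) and 528 and 462 in replicates 3 and 4 (experiment 2). Ano6 changed from the graft by a log2 fold change of -0.78 in colon on day 4 (standard error 0.31, edgeR adjusted p = 0.0341, lower in 3 of 3 libraries). In ileum, Ano6 had one of -0.25 on day 4 (standard error 0.29, edgeR adjusted p = 0.479, lower in 4 of 4 libraries). Ano6 in colon differed from ileum on day 4 by a log2 fold change of -0.53 (standard error 0.3, edgeR adjusted p = 0.314, 3 of 3 colonic libraries below the ileal mean). On day 8, Ano6 differed by -1.9 (standard error 0.31, edgeR adjusted p = 0.000225, 3 of 3 colonic libraries below the ileal mean). On day 12, Ano6 differed by -1.57 (standard error 0.27, edgeR adjusted p = 0.000452, 4 of 4 colonic libraries below the ileal mean). The 14 pan-leukocyte genes had median log2 differences of -2.2 on day 8 and -2.42 on day 12. Arid5a and Ano6 differed by less on both days, and Elk3 on day 12. These differences are not told apart from less leukocyte RNA in colon. For Arid5a between colon and ileum on day 8, the adjusted p ranged from 4.3e-05 to 0.278 over 32 alternative fits and rose above 0.05 with all 4 colon day 8 libraries (0.278). For Ano6 in colon on day 4, the adjusted p ranged from 0.00403 to 0.134 over 32 alternative fits and rose above 0.05 without colon day 4 replicates 1 and 3 and monocyte graft replicates 1 and 3 in turn (0.0667 to 0.134). Ano6's adjusted p in ileum on day 4 lay between 0.0477 and 0.99 over 32 alternative fits and fell below 0.05 with scaling to library totals (0.0477). Ano6 changed sign in ileum on day 4, to a log2 fold change of 0.01 without ileum day 4 replicate 1 and 0.05 with ileum day 4 replicates 3 and 4 alone (chosen after seeing the data). For Ano6 between colon and ileum on day 4, the adjusted p ranged from 0.0382 to 0.626 over 32 alternative fits. The value for Ano6 fell below 0.05 without ileum day 4 replicate 1 (0.0431) and with ileum day 4 replicates 3 and 4 alone (0.0382).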

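Sod1 (chromosome 16, 90220987 to 90226569) had 4676 ± 574 (SD, n = 3) normalized reads in the graft, 4038 ± 531 (SD, n = 3) in colon on day 4 and 2701 ± 857 (SD, n = 4) in ileum on day 4. Sod1 had 3019 and 3769 normalized reads in ileum day 4 replicates 1 and 2 (experiment 1) and 2039.8 and 1978 in replicates 3 and 4 (experiment 2). Sod1 changed from the graft by a log2 fold change of 0.13 in colon on day 4 (standard error 0.27, edgeR adjusted p = 0.702, higher in 0 of 3 libraries). In ileum, Sod1 had one of -0.34 on day 4 (standard error 0.26, edgeR adjusted p = 0.27, lower in 4 of 4 libraries). Sod1 in colon differed from ileum on day 4 by a log2 fold change of 0.47 (standard error 0.26, edgeR adjusted p = 0.292, 3 of 3 colonic libraries above the ileal mean). On day 8, Sod1 differed by 0.33 (standard error 0.26, edgeR adjusted p = 0.331, 3 of 3 colonic libraries above the ileal mean). On day 12, Sod1 differed by 0.62 (standard error 0.24, edgeR adjusted p = 0.0491, 4 of 4 colonic libraries above the ileal mean). Sod1 changed sign in colon on day 4, to a log2 fold change of -0.21 in the equal-variance test per gene and -0.21 with scaling to library totals. Sod1's adjusted p in ileum on day 4 lay between 0.00552 and 0.58 over 32 alternative fits. The value for Sod1 fell below 0.05 without ileum day 4 replicate 2 (0.0316), with ileum day 4 replicates 3 and 4 alone (0.00869, chosen after seeing the data), with scaling to library totals (0.00552) and in the equal-variance test per gene. For Sod1 between colon and ileum on day 4, the adjusted p ranged from 0.00727 to 0.615 over 32 alternative fits and fell below 0.05 with ileum day 4 replicates 3 and 4 alone (0.00727). Sod1's adjusted p between colon and ileum on day 8 lay between 0.0369 and 0.556 over 32 alternative fits. The value for Sod1 fell below 0.05 with scaling to library totals (0.0369) and in the equal-variance test per gene. For Sod1 between colon and ileum on day 12, the adjusted p ranged from 0.0131 to 0.144 over 32 alternative fits. The value for Sod1 rose above 0.05 without any 1 of 18 libraries (0.0508 to 0.144) and with all 4 colon day 8 libraries (0.0535).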

Another interesting group of genes are those, which are expressed in monocytes, but further up-regulated in one tissue upon differentiation and down-regulated in the other. These genes might encode factors whose expression is incompatible with segment-specific macrophage fates. 

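From the graft to day 4, 0 genes rose in colon and fell in ileum past an edgeR adjusted p of 0.05 in both (0 at an unadjusted p under 0.05). The reverse held for 2 genes, Pla2g7 and Renbp, named after their values were seen. With 1 library left out the counts were up to 3 (without ileum day 4 replicate 1) and 0 (without colon day 4 replicate 1, 2 at an unadjusted p under 0.05) to 10 (without ileum day 4 replicate 1). They were 1 and 3 with experiment as a replicate block, 0 and 0 with scaling to library totals, and 19 and 18 with ileum day 4 replicates 3 and 4 alone, a setting chosen after seeing the data.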

54 such genes were expressed in colonic engrafted macrophages and silenced in their ileal counterparts; 15 genes followed an opposite trend (Figure 3C). Only one TF was found in both groups, KLF4 (Figure 3C). 

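Klf4 (chromosome 4, 55540009 to 55545347) had 4780.5 ± 828 (SD, n = 3) normalized reads in the graft, 9235 ± 1241 (SD, n = 3) in colon on day 4 and 5666 ± 3890.2 (SD, n = 4) in ileum on day 4. Klf4 had 10651 and 6838 normalized reads in ileum day 4 replicates 1 and 2 (experiment 1) and 2924 and 2252 in replicates 3 and 4 (experiment 2). Klf4 changed from the graft by a log2 fold change of 1.28 in colon on day 4 (standard error 0.39, edgeR adjusted p = 0.00697, higher in 3 of 3 libraries). In ileum, Klf4 had one of 0.7 on day 4 (standard error 0.37, edgeR adjusted p = 0.11, higher in 2 of 4 libraries). Klf4 in colon differed from ileum on day 4 by a log2 fold change of 0.59 (standard error 0.36, edgeR adjusted p = 0.35, 3 of 3 colonic libraries above the ileal mean). Klf4's adjusted p in ileum on day 4 lay between 0.018 and 0.578 over 32 alternative fits and fell below 0.05 without ileum day 4 replicates 3 and 4 in turn (0.018 to 0.0277). Klf4 changed sign in ileum on day 4, to a log2 fold change of -0.01 in the equal-variance test per gene and -0.51 with ileum day 4 replicates 3 and 4 alone (chosen after seeing the data). For Klf4 between colon and ileum on day 4, the adjusted p ranged from 9.21e-05 to 0.72 over 32 alternative fits. The value for Klf4 fell below 0.05 without ileum day 4 replicate 1 (0.0357) and with ileum day 4 replicates 3 and 4 alone (9.21e-05).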

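Aldh2 (chromosome 5, 122016036 to 122043833) had 5275 ± 937 (SD, n = 3) normalized reads in the graft, 8869 ± 523 (SD, n = 3) in colon on day 4 and 3526 ± 2639.7 (SD, n = 4) in ileum on day 4. Aldh2 had 7368 and 3124 normalized reads in ileum day 4 replicates 1 and 2 (experiment 1) and 1983 and 1628 in replicates 3 and 4 (experiment 2). Aldh2 changed from the graft by a log2 fold change of 1.08 in colon on day 4 (standard error 0.39, edgeR adjusted p = 0.0193, higher in 3 of 3 libraries). In ileum, Aldh2 had one of -0.16 on day 4 (standard error 0.36, edgeR adjusted p = 0.732, lower in 3 of 4 libraries). Aldh2 in colon differed from ileum on day 4 by a log2 fold change of 1.24 (standard error 0.36, edgeR adjusted p = 0.0538, 3 of 3 colonic libraries above the ileal mean). For Aldh2 in colon on day 4, the adjusted p ranged from 0.000179 to 0.111 over 32 alternative fits. The value for Aldh2 rose above 0.05 without monocyte graft replicates 2 and 3 in turn (0.0558 to 0.0732) and with scaling to library totals (0.111). Aldh2's adjusted p in ileum on day 4 lay between 0.00192 and 0.973 over 32 alternative fits. The value for Aldh2 fell below 0.05 without ileum day 4 replicate 1 (0.0343) and with ileum day 4 replicates 3 and 4 alone (0.00192, chosen after seeing the data). Aldh2 changed sign in ileum on day 4, to a log2 fold change of 0.06 without ileum day 4 replicate 3, 0.08 without ileum day 4 replicate 4 and 0.02 without monocyte graft replicate 1. For Aldh2 between colon and ileum on day 4, the adjusted p ranged from 3.72e-05 to 0.295 over 32 alternative fits. The value for Aldh2 fell below 0.05 without ileum day 12 replicate 2 and ileum day 4 replicate 1 in turn (0.000712 to 0.0457), with DESeq2 (0.0145), with experiment as a replicate block (0.0137), with ileum day 4 replicates 3 and 4 alone (3.72e-05) and in the equal-variance test per gene. The mean of Aldh2 in ileum on day 4 was 2245 without replicate 1.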

Aldh2 encoded by *Aldh2*, mostly known for its role in alcohol detoxification, was recently reported to play a role in repression of ATP6V0E2, which is critical for proper lysosomal function, autophagy, and degradation of oxidized LDL (Zhong et al., 2019) (Figure 3C). 

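Hdac7 (chromosome 15, 97623095 to 97645294) had 375 ± 84.3 (SD, n = 3) normalized reads in the graft, 118 ± 42.7 (SD, n = 3) in colon on day 4 and 399.9 ± 368 (SD, n = 4) in ileum on day 4. Hdac7 had 61.9 and 111 normalized reads in ileum day 4 replicates 1 and 2 (experiment 1) and 635 and 792 in replicates 3 and 4 (experiment 2). Hdac7 changed from the graft by a log2 fold change of -1.33 in colon on day 4 (standard error 0.59, edgeR adjusted p = 0.0541, lower in 3 of 3 libraries). In ileum, Hdac7 had one of 0.51 on day 4 (standard error 0.54, edgeR adjusted p = 0.44, higher in 2 of 4 libraries). Hdac7 in colon differed from ileum on day 4 by a log2 fold change of -1.84 (standard error 0.58, edgeR adjusted p = 0.0683, 3 of 3 colonic libraries below the ileal mean). For Hdac7 in colon on day 4, the adjusted p ranged from 0.000812 to 0.178 over 32 alternative fits. The value for Hdac7 fell below 0.05 without ileum day 12 replicate 2 and ileum day 4 replicates 1, 2 and 4 in turn (0.0148 to 0.0485), with DESeq2 (0.0473), with experiment as a replicate block (0.0309), with ileum day 4 replicates 3 and 4 alone (0.00279, chosen after seeing the data), with scaling to library totals (0.0207), in a fit of the compared groups alone (0.000812) and in the equal-variance test per gene. Hdac7's adjusted p in ileum on day 4 lay between 0.00613 and 0.885 over 32 alternative fits and fell below 0.05 with ileum day 4 replicates 3 and 4 alone (0.00613). Hdac7 changed sign in ileum on day 4, to a log2 fold change of -0.17 without ileum day 4 replicate 4 and -0.39 in the equal-variance test per gene. For Hdac7 between colon and ileum on day 4, the adjusted p ranged from 8.36e-05 to 0.347 over 32 alternative fits. The value for Hdac7 fell below 0.05 without ileum day 4 replicates 1 and 2 in turn (0.00339 to 0.0425), with DESeq2 (0.0242), with experiment as a replicate block (0.0437) and with ileum day 4 replicates 3 and 4 alone (8.36e-05).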

Hdac7 encoded by *Hdac7* and up-regulated in ileal macrophages and down-regulated in colonic macrophages, was reported to interfere with the myeloid gene expression pattern and to inhibited macrophage-specific functions (Barneda-Zahonero et al., 2013) (Figure 3C). Finally, *Fmnl3* participates in filopodia generation (Harris et al., 2010) (Figure 3C).

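Fmnl3 (chromosome 15, 99147643 to 99200913) had 126 ± 34.1 (SD, n = 3) normalized reads in the graft, 54.7 ± 19.9 (SD, n = 3) in colon on day 4 and 181 ± 147 (SD, n = 4) in ileum on day 4. Fmnl3 had 40.6 and 73.7 normalized reads in ileum day 4 replicates 1 and 2 (experiment 1) and 271 and 340.1 in replicates 3 and 4 (experiment 2). Fmnl3 changed from the graft by a log2 fold change of -0.87 in colon on day 4 (standard error 0.55, edgeR adjusted p = 0.178, lower in 3 of 3 libraries). In ileum, Fmnl3 had one of 0.95 on day 4 (standard error 0.51, edgeR adjusted p = 0.118, higher in 2 of 4 libraries). Fmnl3 in colon differed from ileum on day 4 by a log2 fold change of -1.82 (standard error 0.54, edgeR adjusted p = 0.059, 3 of 3 colonic libraries below the ileal mean). The other genes shown in Figure 3 were measured in the same way. S100a6 (chromosome 3, 90416816 to 90418336) had a log2 fold change from the graft of 1.14 in colon on day 4 (standard error 0.57, edgeR adjusted p = 0.0858, higher in 3 of 3 libraries). For S100a6 in ileum on day 4, it was 0.13 (standard error 0.53, edgeR adjusted p = 0.847, higher in 2 of 4 libraries). Nupr1 (chromosome 7, 133766760 to 133768984) changed from the graft by a log2 fold change of 1.49 in colon on day 4 (standard error 0.36, edgeR adjusted p = 0.0011, higher in 3 of 3 libraries). In ileum, Nupr1 had one of 0.28 on day 4 (standard error 0.33, edgeR adjusted p = 0.49, higher in 1 of 4 libraries). Grap (chromosome 11, 61466823 to 61486279) had a log2 fold change from the graft of -0.98 in colon on day 4 (standard error 0.69, edgeR adjusted p = 0.223, lower in 3 of 3 libraries). For Grap in ileum on day 4, it was 2.1 (standard error 0.6, edgeR adjusted p = 0.00438, higher in 2 of 4 libraries). Slc17a9 (chromosome 2, 180460044 to 180476983) changed from the graft by a log2 fold change of 3.23 in colon on day 4 (standard error 0.63, edgeR adjusted p = 0.000112, higher in 3 of 3 libraries). In ileum, Slc17a9 had one of 2.76 on day 4 (standard error 0.62, edgeR adjusted p = 0.000544, higher in 3 of 4 libraries). Psme2b (chromosome 11, 48758851 to 48759912) had a log2 fold change from the graft of -0.66 in colon on day 4 (standard error 0.25, edgeR adjusted p = 0.0261, lower in 3 of 3 libraries). For Psme2b in ileum on day 4, it was 0.09 (standard error 0.23, edgeR adjusted p = 0.751, higher in 2 of 4 libraries). Chmp2a (chromosome 7, 13617355 to 13620126) changed from the graft by a log2 fold change of 0.11 in colon on day 4 (standard error 0.3, edgeR adjusted p = 0.762, higher in 0 of 3 libraries). In ileum, Chmp2a had one of -0.53 on day 4 (standard error 0.28, edgeR adjusted p = 0.11, lower in 4 of 4 libraries). Slc43a3 (chromosome 2, 84776803 to 84798666) had a log2 fold change from the graft of -0.46 in colon on day 4 (standard error 0.63, edgeR adjusted p = 0.546, lower in 3 of 3 libraries). For Slc43a3 in ileum on day 4, it was 1.19 (standard error 0.6, edgeR adjusted p = 0.0955, higher in 2 of 4 libraries). For Fmnl3 in colon on day 4, the adjusted p ranged from 0.0349 to 0.427 over 32 alternative fits. The value for Fmnl3 fell below 0.05 in a fit of the compared groups alone (0.0349) and in the equal-variance test per gene. Fmnl3's adjusted p in ileum on day 4 lay between 0.00192 and 0.628 over 32 alternative fits. The value for Fmnl3 fell below 0.05 without ileum day 4 replicate 1 (0.0133) and with ileum day 4 replicates 3 and 4 alone (0.00192, chosen after seeing the data). For Fmnl3 between colon and ileum on day 4, the adjusted p ranged from 0.00028 to 0.318 over 32 alternative fits. The value for Fmnl3 fell below 0.05 without ileum day 12 replicate 2 and ileum day 4 replicates 1 and 2 in turn (0.0033 to 0.0491), with DESeq2 (0.0189), with experiment as a replicate block (0.0391) and with ileum day 4 replicates 3 and 4 alone (0.00028). For S100a6 in colon on day 4, the adjusted p ranged from 7.54e-05 to 0.215 over 32 alternative fits. The value for S100a6 fell below 0.05 without ileum day 4 replicate 4 (0.0265), with experiment as a replicate block (0.015), with ileum day 4 replicates 3 and 4 alone (0.000959), in a fit of the compared groups alone (7.54e-05) and in the equal-variance test per gene. S100a6 changed sign in ileum on day 4, to a log2 fold change of -0.35 without ileum day 4 replicate 1, -0.28 without ileum day 4 replicate 2, -1.04 in the equal-variance test per gene, -0.41 with experiment as a replicate block, -2.16 with ileum day 4 replicates 3 and 4 alone and -0.33 with scaling to library totals. Nupr1 changed sign in ileum on day 4, to a log2 fold change of -0.29 without ileum day 4 replicate 1, -0.35 in the equal-variance test per gene, -0.62 with ileum day 4 replicates 3 and 4 alone and -0.14 with scaling to library totals. Grap reached 0.05 in colon on day 4 in the equal-variance test per gene. Grap did not reach 0.05 in ileum on day 4 in the equal-variance test per gene. Slc17a9's adjusted p in ileum on day 4 lay between 8.83e-06 and 0.404 over 32 alternative fits. The value for Slc17a9 rose above 0.05 with ileum day 4 replicates 3 and 4 alone (0.404) and in the equal-variance test per gene. For Psme2b in colon on day 4, the adjusted p ranged from 0.00364 to 0.151 over 32 alternative fits and rose above 0.05 without colon day 4 replicates 1 and 2 and monocyte graft replicate 1 in turn (0.066 to 0.151). Psme2b changed sign in ileum on day 4, to a log2 fold change of -0.08 without ileum day 4 replicate 4, -0.37 in the equal-variance test per gene and -0.32 with scaling to library totals. Chmp2a changed sign in colon on day 4, to a log2 fold change of -0.03 without colon day 4 replicate 3, -0.22 in the equal-variance test per gene and -0.23 with scaling to library totals. Chmp2a's adjusted p in ileum on day 4 lay between 0.00179 and 0.33 over 32 alternative fits. The value for Chmp2a fell below 0.05 without ileum day 4 replicate 1 (0.0304), with ileum day 4 replicates 3 and 4 alone (0.00862), with scaling to library totals (0.00179) and in the equal-variance test per gene. Slc43a3 reached 0.05 in colon on day 4 in the equal-variance test per gene. Slc43a3's adjusted p in ileum on day 4 lay between 0.000939 and 0.611 over 32 alternative fits. The value for Slc43a3 fell below 0.05 without ileum day 4 replicates 1 and 2 in turn (0.0172 to 0.0348) and with ileum day 4 replicates 3 and 4 alone (0.000939).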

Collectively, these data establish that monocytes establish gut segment specific gene expression patterns, likely under the influence of local cues.

### Monocyte differentiation into generic tissue macrophages

Transcriptomes of colonic and ileal macrophages 4 days after monocyte tissue entry were alike, with many genes sharing expression in both tissues when compared to their monocyte progenitors. Overall, by day 4, expression of 2007 genes was down-regulated more than 2-fold in the monocyte graft following differentiation into macrophages in both tissues (out of 12485 genes expressed). 

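In both colonic and ileal macrophages, 1506 of the 11842 genes tested were lower on day 4 than in the graft by at least 2-fold at an edgeR adjusted p under 0.05. Scaling to library totals moved this count most, to 2390, and all 1506 genes called with TMM were among them. Leaving out 1 library gave 1330 (without ileum day 4 replicate 1) to 1576 (without ileum day 4 replicate 3) genes.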

2404 genes were induced in both the colon and ileum, arguably as part of a generic transcriptome signature of intestinal macrophages (Figure 4A).

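By the same criteria, 3333 genes were higher in both tissues on day 4. The count was 2872 with scaling to library totals, all of them also called with TMM, and 1537 in the equal-variance test per gene without adjustment. With 1 library left out it was 3163 (without monocyte graft replicate 1) to 3364 (without ileum day 12 replicate 2). The comparisons of the 2 tissues share the 3 graft libraries. In 10 simulations without any change, 0 genes were shared at an adjusted p under 0.05, which follows from drawing no change. At an unadjusted p under 0.05, 53.3 genes were shared. The correlation of the fold changes across genes was 0.45 against 0.97 in the libraries. Genes are not independent replicates.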

**Figure 4.**
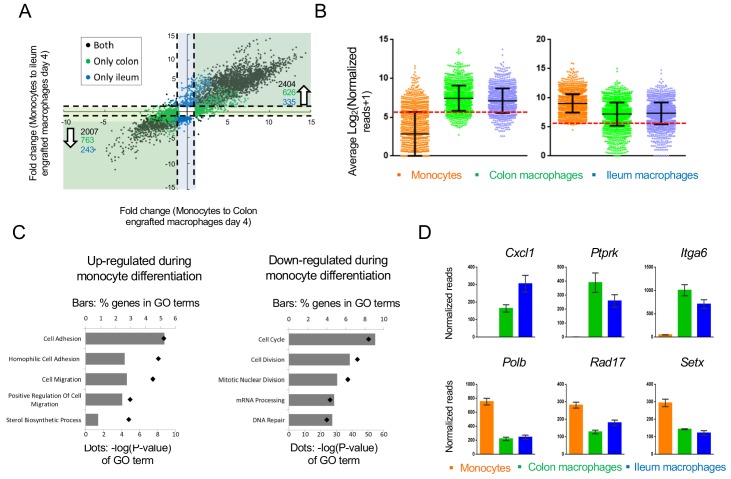
Changes in gene expression during conversion of monocytes into generic intestinal macrophages. (**A**) Dot plot for genes whose expression changes at least 2-fold between both monocytes to engrafted colonic macrophages at day four and monocytes to engrafted ileal macrophages at day 4. Black dots: genes that significantly change in the transition to both tissues. Blue dots: genes that significantly change in monocytes to engrafted ileum macrophages only. Green dots: genes that significantly change from monocytes to engrafted colon macrophages only. Only genes that significantly changed from monocytes to both colonic and ileal macrophages at day 4, but expression levels not distinct between colon and ileum at day 4, were selected. (**B**) Log averages of all genes that are up-regulated (left) or down-regulated (right) in generic intestinal macrophages compared to monocytes. Red line marks threshold (50 reads, 5.672 in log_2_) of very low/no expression levels. (**C**) Top 5 GO pathways that are related to genes that are 'selectively expressed in generic intestinal macrophages compared with monocytes (left) or selectively expressed in monocytes compared with macrophages (right). Bars show percent of genes (out of total genes) that are related to each GO term, red markers illustrate the p-value of each GO term. (**D**) Example genes from GO pathways. Bars indicate mean normalized reads, error bars represent SEM.

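Of the genes higher in both colonic and ileal macrophages on day 4, 2505 had a mean under 50 normalized reads in the graft. With 1 library left out this count was 2368 (without monocyte graft replicate 3) to 2528 (without ileum day 12 replicate 2), and in the equal-variance test per gene without adjustment it was 1254.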

Notably, 919 of the genes induced during monocyte differentiation into generic intestinal macrophages displayed very low prior expression in monocytes – below 50 reads (Figure 4B). In contrast, expression of fewer transcripts (183) seemed to be actively silenced during the differentiation process, as seen in the violin blot in Figure 4B. This implies that monocytes actively acquire macrophage identities by de novo mRNA synthesis, while much of the monocytic gene expression is compatible with the differentiation process.

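Of the genes lower in both tissues, 319 had a mean under 50 normalized reads in colonic and in ileal macrophages on day 4. Leaving out 1 library gave 260 (without ileum day 4 replicate 1) to 363 (without ileum day 4 replicate 3), and ileum day 4 replicates 3 and 4 alone, a setting chosen after seeing the data, gave 209.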

The top 5 GO-terms associated with genes up-regulated in intestinal macrophages related to *cell adhesion and migration* processes (Figure 4C), including the chemokine Cxcl1, Ptprk which regulates cell contact and adhesion, and the integrin Itga6 (Figure 4D). 

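Cxcl1 (chromosome 5, 91320271 to 91322141) had 0 ± 0 (SD, n = 3) normalized reads in the graft, 165 ± 36.7 (SD, n = 3) in colon on day 4 and 306 ± 96.2 (SD, n = 4) in ileum on day 4. Cxcl1 was at least 23.0-fold higher in colon on day 4 than in the graft (edgeR adjusted p = 2.79e-07, in 3 of 3 libraries). In ileum, Cxcl1 was at least 42.7-fold higher on day 4 (edgeR adjusted p = 3.88e-08, in 4 of 4 libraries). Ptprk (chromosome 10, 27794626 to 28317203) had 0.65 ± 1.1 (SD, n = 3) normalized reads in the graft, 390.2 ± 121 (SD, n = 3) in colon on day 4 and 259 ± 90.0 (SD, n = 4) in ileum on day 4. Ptprk was at least 54.4-fold higher in colon on day 4 than in the graft (edgeR adjusted p = 5.66e-10, in 3 of 3 libraries). In ileum, Ptprk was at least 36.1-fold higher on day 4 (edgeR adjusted p = 1.53e-09, in 4 of 4 libraries). Itga6 (chromosome 2, 71624996 to 71696484) had 50.6 ± 5.64 (SD, n = 3) normalized reads in the graft, 1007 ± 208 (SD, n = 3) in colon on day 4 and 709.6 ± 187 (SD, n = 4) in ileum on day 4. Itga6 changed from the graft by a log2 fold change of 4.62 in colon on day 4 (standard error 0.27, edgeR adjusted p = 8.42e-12, higher in 3 of 3 libraries). In ileum, Itga6 had one of 4.22 on day 4 (standard error 0.26, edgeR adjusted p = 2.27e-11, higher in 4 of 4 libraries).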

The top 5 GO-terms associated with down-regulated genes in macrophages included *cell cycle and division*, as well as *mRNA processing* and *DNA repair* (Figure 4C,D), for example DNA polymerase beta (*Polb*), a cell cycle checkpoint regulator (*Rad17*) and an RNA helicase (*Setx*). Collectively, these data are in line with the transformation of circulating monocytes into non-migratory tissue resident cells and suggest a role for DNA damage-associated molecules during the differentiation process.

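Polb (chromosome 8, 23738591 to 23763909) had 754 ± 82.2 (SD, n = 3) normalized reads in the graft, 221 ± 42.7 (SD, n = 3) in colon on day 4 and 245 ± 59.7 (SD, n = 4) in ileum on day 4. Polb had a log2 fold change from the graft of -1.44 in colon on day 4 (standard error 0.27, edgeR adjusted p = 6.34e-05, lower in 3 of 3 libraries). For Polb in ileum on day 4, it was -1.19 (standard error 0.25, edgeR adjusted p = 0.000281, lower in 4 of 4 libraries). Rad17 (chromosome 13, 101387119 to 101421016) had 282 ± 29.0 (SD, n = 3) normalized reads in the graft, 128 ± 18.4 (SD, n = 3) in colon on day 4 and 147 ± 70.8 (SD, n = 4) in ileum on day 4. Rad17 changed from the graft by a log2 fold change of -0.8 in colon on day 4 (standard error 0.27, edgeR adjusted p = 0.0134, lower in 3 of 3 libraries). In ileum, Rad17 had one of -0.47 on day 4 (standard error 0.25, edgeR adjusted p = 0.117, lower in 4 of 4 libraries). Rad17's adjusted p in ileum on day 4 lay between 0.00903 and 0.304 over 32 alternative fits. The value for Rad17 fell below 0.05 without ileum day 4 replicate 1 (0.0451) and with scaling to library totals (0.00903).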

Gene expression changes are driven by TFs. In the case of intestinal macrophages, three major TF families seem to participate in monocyte-macrophage differentiation: CCAAT-enhancer-binding proteins (C/EBPs), E2 transcription factors (E2F) and early growth response TFs (Egr). Four of the Cebp family members (*Cebpa, b, d, g*) and 5 E2F family members (*E2f2, 4, 6, 7, 8*) were significantly down-regulated upon monocyte differentiation into macrophages (Figure 5A). In contrast, *Egr1, 2 and 3* were up-regulated. 

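Cebpa (chromosome 7, 35904312 to 35906947) had 448 ± 101 (SD, n = 3) normalized reads in the graft, 114 ± 27.2 (SD, n = 3) in colon on day 4 and 96.1 ± 52.9 (SD, n = 4) in ileum on day 4. Cebpa had a log2 fold change from the graft of -1.65 in colon on day 4 (standard error 0.43, edgeR adjusted p = 0.00212, lower in 3 of 3 libraries). For Cebpa in ileum on day 4, it was -1.81 (standard error 0.42, edgeR adjusted p = 0.000724, lower in 4 of 4 libraries). Cebpb (chromosome 2, 167514415 to 167515932) changed from the graft by a log2 fold change of -3.57 in colon on day 4 (standard error 0.68, edgeR adjusted p = 9.56e-05, lower in 3 of 3 libraries). In ileum, Cebpb had one of -1.79 on day 4 (standard error 0.58, edgeR adjusted p = 0.0113, lower in 4 of 4 libraries). Cebpd (chromosome 16, 15887379 to 15889638) had a log2 fold change from the graft of -0.44 in colon on day 4 (standard error 0.27, edgeR adjusted p = 0.158, lower in 3 of 3 libraries). For Cebpd in ileum on day 4, it was -0.91 (standard error 0.25, edgeR adjusted p = 0.00342, lower in 4 of 4 libraries). Cebpg (chromosome 7, 35831441 to 35841585) changed from the graft by a log2 fold change of -0.54 in colon on day 4 (standard error 0.21, edgeR adjusted p = 0.0279, lower in 3 of 3 libraries). In ileum, Cebpg had one of -0.42 on day 4 (standard error 0.2, edgeR adjusted p = 0.07, lower in 4 of 4 libraries). E2f2 (chromosome 4, 135728189 to 135751971) had a log2 fold change from the graft of -3.31 in colon on day 4 (standard error 0.43, edgeR adjusted p = 6.93e-07, lower in 3 of 3 libraries). For E2f2 in ileum on day 4, it was -3.57 (standard error 0.4, edgeR adjusted p = 8.95e-08, lower in 4 of 4 libraries). E2f4 (chromosome 8, 107821563 to 107829270) changed from the graft by a log2 fold change of -0.75 in colon on day 4 (standard error 0.29, edgeR adjusted p = 0.0307, lower in 3 of 3 libraries). In ileum, E2f4 had one of -0.8 on day 4 (standard error 0.28, edgeR adjusted p = 0.0171, lower in 4 of 4 libraries). E2f6 (chromosome 12, 16817771 to 16833558) had a log2 fold change from the graft of -0.93 in colon on day 4 (standard error 0.29, edgeR adjusted p = 0.00761, lower in 3 of 3 libraries). For E2f6 in ileum on day 4, it was -0.97 (standard error 0.28, edgeR adjusted p = 0.00473, lower in 4 of 4 libraries). E2f7 (chromosome 10, 110182521 to 110224440) changed from the graft by a log2 fold change of -3.33 in colon on day 4 (standard error 0.53, edgeR adjusted p = 1.03e-05, lower in 3 of 3 libraries). In ileum, E2f7 had one of -2.58 on day 4 (standard error 0.5, edgeR adjusted p = 0.000123, lower in 4 of 4 libraries). E2f8 (chromosome 7, 56121799 to 56136411) had a log2 fold change from the graft of -3.1 in colon on day 4 (standard error 0.46, edgeR adjusted p = 4.26e-06, lower in 3 of 3 libraries). For E2f8 in ileum on day 4, it was -2.65 (standard error 0.42, edgeR adjusted p = 1.32e-05, lower in 4 of 4 libraries). A list of 14 pan-leukocyte genes had median log2 fold changes from the graft of -4.27 in colon and -2.01 in ileum on day 4. Falls no larger than these could also come from less leukocyte RNA in the engrafted libraries. Cebpb's adjusted p in ileum on day 4 lay between 2.81e-05 and 0.0644 over 32 alternative fits and rose above 0.05 in a fit of the compared groups alone (0.0644). For Cebpd in colon on day 4, the adjusted p ranged from 0.0239 to 0.446 over 32 alternative fits. The value for Cebpd fell below 0.05 without colon day 4 replicate 2 (0.0463) and with scaling to library totals (0.0239). For Cebpg in colon on day 4, the adjusted p ranged from 0.00122 to 0.112 over 32 alternative fits. The value for Cebpg rose above 0.05 without colon day 4 replicates 1 and 2 and monocyte graft replicate 1 in turn (0.0695 to 0.112) and with experiment as a replicate block (0.0522). Cebpg's adjusted p in ileum on day 4 lay between 0.000929 and 0.211 over 32 alternative fits. The value for Cebpg fell below 0.05 without ileum day 4 replicate 1 (0.0371), with scaling to library totals (0.000929) and in the equal-variance test per gene. For E2f4 in colon on day 4, the adjusted p ranged from 0.00618 to 0.14 over 32 alternative fits. The value for E2f4 rose above 0.05 without colon day 4 replicates 1 and 3 and monocyte graft replicates 1 and 3 in turn (0.057 to 0.14) and with all 4 colon day 8 libraries (0.0625). E2f4's adjusted p in ileum on day 4 lay between 0.0049 and 0.0669 over 32 alternative fits. The value for E2f4 rose above 0.05 without monocyte graft replicate 3 (0.0556) and with ileum day 4 replicates 3 and 4 alone (0.0669, chosen after seeing the data). E2f6's adjusted p in ileum on day 4 lay between 0.000341 and 0.0589 over 32 alternative fits and rose above 0.05 with ileum day 4 replicates 3 and 4 alone (0.0589).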

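Egr1 (chromosome 18, 35020861 to 35024610) had 18.8 ± 6.84 (SD, n = 3) normalized reads in the graft, 3399 ± 359 (SD, n = 3) in colon on day 4 and 4219 ± 2349 (SD, n = 4) in ileum on day 4. Egr1 changed from the graft by a log2 fold change of 7.84 in colon on day 4 (standard error 0.64, edgeR adjusted p = 6.36e-10, higher in 3 of 3 libraries). In ileum, Egr1 had one of 8.3 on day 4 (standard error 0.65, edgeR adjusted p = 4.06e-10, higher in 4 of 4 libraries). Egr2 (chromosome 10, 67000617 to 67004936) had 0.94 ± 1.62 (SD, n = 3) normalized reads in the graft, 82.0 ± 26.6 (SD, n = 3) in colon on day 4 and 139 ± 102 (SD, n = 4) in ileum on day 4. Egr2 was at least 11.4-fold higher in colon on day 4 than in the graft (edgeR adjusted p = 4.74e-06, in 3 of 3 libraries). In ileum, Egr2 was at least 19.4-fold higher on day 4 (edgeR adjusted p = 7.55e-07, in 4 of 4 libraries). Egr3 (chromosome 14, 70477252 to 70482420) had 0.81 ± 1.40 (SD, n = 3) normalized reads in the graft, 28.1 ± 4.66 (SD, n = 3) in colon on day 4 and 48.9 ± 23.0 (SD, n = 4) in ileum on day 4. Egr3 was at least 3.90-fold higher in colon on day 4 than in the graft (edgeR adjusted p = 0.00685, in 3 of 3 libraries). In ileum, Egr3 was at least 6.80-fold higher on day 4 (edgeR adjusted p = 0.00159, in 4 of 4 libraries). The mean of Egr2 in ileum on day 4 was 89.9 without replicate 2.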

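Spi1 (chromosome 2, 90936954 to 90955913) had 2911 ± 365 (SD, n = 3) normalized reads in the graft, 163 ± 53 (SD, n = 3) in colon on day 4 and 557 ± 397 (SD, n = 4) in ileum on day 4. Spi1 had a log2 fold change from the graft of -3.81 in colon on day 4 (standard error 0.68, edgeR adjusted p = 4.56e-05, lower in 3 of 3 libraries). For Spi1 in ileum on day 4, it was -2 (standard error 0.58, edgeR adjusted p = 0.00485, lower in 4 of 4 libraries). Bach1 (chromosome 16, 87699199 to 87733591) changed from the graft by a log2 fold change of -0.99 in colon on day 4 (standard error 0.28, edgeR adjusted p = 0.00453, lower in 3 of 3 libraries). In ileum, Bach1 had one of -0.98 on day 4 (standard error 0.27, edgeR adjusted p = 0.00362, lower in 4 of 4 libraries). Bcl6 (chromosome 16, 23965138 to 23988698) had a log2 fold change from the graft of -2.24 in colon on day 4 (standard error 0.45, edgeR adjusted p = 0.000172, lower in 3 of 3 libraries). For Bcl6 in ileum on day 4, it was -1.58 (standard error 0.42, edgeR adjusted p = 0.00274, lower in 4 of 4 libraries). Irf9 (chromosome 14, 56222822 to 56228867) changed from the graft by a log2 fold change of -2.53 in colon on day 4 (standard error 0.5, edgeR adjusted p = 0.000138, lower in 3 of 3 libraries). In ileum, Irf9 had one of -2.13 on day 4 (standard error 0.45, edgeR adjusted p = 0.000352, lower in 4 of 4 libraries). Nfatc3 (chromosome 8, 108583503 to 108654437) had a log2 fold change from the graft of -0.42 in colon on day 4 (standard error 0.21, edgeR adjusted p = 0.0915, lower in 3 of 3 libraries). For Nfatc3 in ileum on day 4, it was -0.54 (standard error 0.2, edgeR adjusted p = 0.0282, lower in 4 of 4 libraries). Nfkb1 (chromosome 3, 135247619 to 135354511) changed from the graft by a log2 fold change of -2.5 in colon on day 4 (standard error 0.29, edgeR adjusted p = 1e-07, lower in 3 of 3 libraries). In ileum, Nfkb1 had one of -2.29 on day 4 (standard error 0.26, edgeR adjusted p = 1.19e-07, lower in 4 of 4 libraries). Rela (chromosome 19, 5637490 to 5648130) had a log2 fold change from the graft of -1 in colon on day 4 (standard error 0.32, edgeR adjusted p = 0.00966, lower in 3 of 3 libraries). For Rela in ileum on day 4, it was -0.23 (standard error 0.3, edgeR adjusted p = 0.536, lower in 3 of 4 libraries). Stat3 (chromosome 11, 100748120 to 100800854) changed from the graft by a log2 fold change of -0.66 in colon on day 4 (standard error 0.25, edgeR adjusted p = 0.0255, lower in 3 of 3 libraries). In ileum, Stat3 had one of -0.48 on day 4 (standard error 0.23, edgeR adjusted p = 0.0836, lower in 4 of 4 libraries). Elf4 (chromosome X, 45764226 to 45816309) had a log2 fold change from the graft of -1.76 in colon on day 4 (standard error 0.3, edgeR adjusted p = 2.95e-05, lower in 3 of 3 libraries). For Elf4 in ileum on day 4, it was -1.81 (standard error 0.28, edgeR adjusted p = 1.02e-05, lower in 4 of 4 libraries). For Nfatc3 in colon on day 4, the adjusted p ranged from 0.0116 to 0.243 over 32 alternative fits. The value for Nfatc3 fell below 0.05 with scaling to library totals (0.0116) and in the equal-variance test per gene. Nfatc3's adjusted p in ileum on day 4 lay between 0.00128 and 0.166 over 32 alternative fits. The value for Nfatc3 rose above 0.05 without ileum day 4 replicate 2 and monocyte graft replicates 2 and 3 in turn (0.0529 to 0.11), with experiment as a replicate block (0.0542), with ileum day 4 replicates 3 and 4 alone (0.166, chosen after seeing the data) and in a fit of the compared groups alone (0.0763). Rela's adjusted p in ileum on day 4 lay between 0.0416 and 0.875 over 32 alternative fits and fell below 0.05 without ileum day 4 replicate 2 (0.0416). Spi1's adjusted p in ileum on day 4 lay between 0.00097 and 0.0711 over 32 alternative fits and rose above 0.05 with ileum day 4 replicates 3 and 4 alone (0.0711). For Stat3 in colon on day 4, the adjusted p ranged from 0.00261 to 0.139 over 32 alternative fits. The value for Stat3 rose above 0.05 without colon day 4 replicate 3 and monocyte graft replicates 1 and 3 in turn (0.0562 to 0.139), with all 4 colon day 8 libraries (0.0568) and with experiment as a replicate block (0.056). Stat3's adjusted p in ileum on day 4 lay between 0.00207 and 0.227 over 32 alternative fits. The value for Stat3 fell below 0.05 without ileum day 4 replicate 2 (0.0114), with ileum day 4 replicates 3 and 4 alone (0.0237), with scaling to library totals (0.00207) and in the equal-variance test per gene. The mean of Spi1 in ileum on day 4 was 367 without replicate 3. The falls of Spi1 were no larger than the medians of 14 pan-leukocyte genes, -4.27 in colon and -2.01 in ileum on day 4. Falls up to that size are not told apart from less leukocyte RNA in the engrafted libraries.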

Other down-regulated TFs included the regulators of immune response *Bach1*, *Bcl6*, *Irf9*, *Nfatc3*, *Nfkb1* and *Rela*, as well as the master macrophage TF *Spi1* (PU.1) (Figure 5B). The list of induced genes was enriched with homeobox TFs such as *Sox13*, *Pbx1*, *Foxa1* and others (Figure 5C). In addition, this group comprised TFs that had previously been reported to be critical for the development of other tissue macrophages, such as the nuclear receptor LXRα encoded by *Nr1h3* for splenic macrophages and Gata6 for peritoneal macrophages (Varol et al., 2015; Rosas et al., 2014).

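Sox13 (chromosome 1, 135278877 to 135320789) had 14.5 ± 2.70 (SD, n = 3) normalized reads in the graft, 211 ± 28.8 (SD, n = 3) in colon on day 4 and 199 ± 35.0 (SD, n = 4) in ileum on day 4. Sox13 changed from the graft by a log2 fold change of 4.14 in colon on day 4 (standard error 0.33, edgeR adjusted p = 3.64e-10, higher in 3 of 3 libraries). In ileum, Sox13 had one of 4.14 on day 4 (standard error 0.32, edgeR adjusted p = 4.51e-10, higher in 4 of 4 libraries). Foxa1 was at least 39.5-fold higher in colon on day 4 than in the graft (edgeR adjusted p = 1.26e-09, in 3 of 3 libraries). In ileum, Foxa1 was at least 24.2-fold higher on day 4 (edgeR adjusted p = 4.13e-09, in 4 of 4 libraries). Hes1 (chromosome 16, 30065443 to 30067882) had a log2 fold change from the graft of 6.51 in colon on day 4 (standard error 0.44, edgeR adjusted p = 4.73e-11, higher in 3 of 3 libraries). For Hes1 in ileum on day 4, it was 6.71 (standard error 0.44, edgeR adjusted p = 4.49e-11, higher in 4 of 4 libraries). Ppara (chromosome 15, 85565994 to 85637281) was at least 20.5-fold higher in colon on day 4 than in the graft (edgeR adjusted p = 2.37e-08, in 3 of 3 libraries). In ileum, Ppara was at least 19.2-fold higher on day 4 (edgeR adjusted p = 2.71e-08, in 4 of 4 libraries). Isx (chromosome 8, 77397073 to 77417405) was at least 13.1-fold higher in colon on day 4 than in the graft (edgeR adjusted p = 8.21e-06, in 3 of 3 libraries). In ileum, Isx was at least 28.5-fold higher on day 4 (edgeR adjusted p = 7.5e-07, in 4 of 4 libraries). Hoxa5 (chromosome 6, 52151753 to 52154586) was at least 35.7-fold higher in colon on day 4 than in the graft (edgeR adjusted p = 2.64e-08, in 3 of 3 libraries). In ileum, Hoxa5 was at least 27.7-fold higher on day 4 (edgeR adjusted p = 5.07e-08, in 4 of 4 libraries). In the same comparison, 24 of 24 epithelial and goblet cell marker genes were at least 2-fold higher in both segments.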

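Nr1h3 (chromosome 2, 91024218 to 91035192) had 11.6 ± 7.75 (SD, n = 3) normalized reads in the graft, 249.8 ± 35.5 (SD, n = 3) in colon on day 4 and 356 ± 143 (SD, n = 4) in ileum on day 4. Nr1h3 changed from the graft by a log2 fold change of 4.66 in colon on day 4 (standard error 0.63, edgeR adjusted p = 1.28e-06, higher in 3 of 3 libraries). In ileum, Nr1h3 had one of 5.22 on day 4 (standard error 0.63, edgeR adjusted p = 2.75e-07, higher in 4 of 4 libraries).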

**Figure 5.**
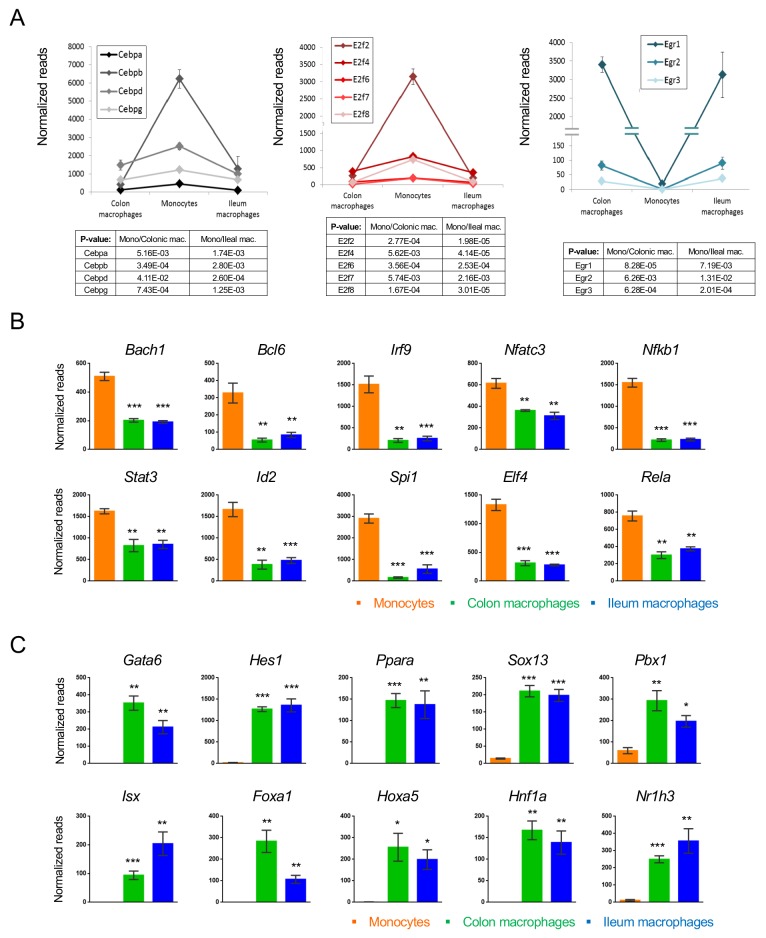
Transcription factors which change during intestinal macrophage differentiation. (**A**) Expression graphs of 3 TF families: Cebp (left), E2f (middle) and Egr (right). Lines mark average normalized reads, error bars represent SEM. (**B**) Representative TFs that are down-regulated in generic intestinal macrophages. (**C**) Representative TFs that are up-regulated in generic intestinal macrophages.

### Comparison of tissue-resident and vasculature-resident monocyte-derived cells

Monocytes are generated in the BM to be subsequently disseminated throughout the body via blood vessels. Under inflammation, the cells are rapidly recruited to the site of injury. In absence of challenges, Ly6C^+^ monocytes can have distinct fates. A fraction of them gives rise to vasculature-resident Ly6C^-^ ‘patrolling’ cells (Auffray et al., 2007). Other cells contribute to the homeostatic replenishment of selective tissue macrophage compartments (Figure 6A). To gauge the impact of the blood environment, as compared to a solid tissue such as the intestine, on the differentiation process, we next compared transcriptomes of Ly6C^-^ blood cells and gut macrophages to their Ly6C^+^ monocyte precursors (Figure 6—figure supplement 1). A heat map of all 1303 genes, whose expression significantly differed between Ly6C^+^ monocytes compared to blood- and gut tissue-resident cells (day 4), revealed five clusters (Figure 6B). Monocyte progeny, whether in vasculature or tissue shared signatures, showed considerable similarities as reflected in the expression pattern of two thirds of the genes (66.7%). Specifically, clusters I and II comprised 780 genes that were down-regulated upon Ly6C^+^ monocyte differentiation, including hallmark monocyte markers, such as *Ly6c, Ccr2* and *Mmp8* and *Myd88* (Figure 6B,C). 

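Only the gut side of this comparison was analysed here, and the blood cells were not. Ccr2 (chromosome 9, 124016922 to 124023879) had 5888 ± 1106 (SD, n = 3) normalized reads in the graft, 113 ± 72.8 (SD, n = 3) in colon on day 4 and 297 ± 221 (SD, n = 4) in ileum on day 4. Ccr2 had a log2 fold change from the graft of -5.35 in colon on day 4 (standard error 0.81, edgeR adjusted p = 5.01e-06, lower in 3 of 3 libraries). For Ccr2 in ileum on day 4, it was -3.9 (standard error 0.67, edgeR adjusted p = 3.3e-05, lower in 4 of 4 libraries). Mmp8 (chromosome 9, 7558429 to 7568486) had 1357 ± 612 (SD, n = 3) normalized reads in the graft, 1.59 ± 1.49 (SD, n = 3) in colon on day 4 and 8.46 ± 3.76 (SD, n = 4) in ileum on day 4. Mmp8 was at least 199.8-fold lower in colon on day 4 than in the graft (edgeR adjusted p = 5.17e-10, in 3 of 3 libraries). Mmp8 had a log2 fold change from the graft of -6.92 in ileum on day 4 (standard error 0.56, edgeR adjusted p = 1.39e-09, lower in 4 of 4 libraries). Myd88 (chromosome 9, 119245106 to 119249158) had 1469 ± 298 (SD, n = 3) normalized reads in the graft, 323 ± 37.7 (SD, n = 3) in colon on day 4 and 488 ± 138 (SD, n = 4) in ileum on day 4. Myd88 changed from the graft by a log2 fold change of -1.85 in colon on day 4 (standard error 0.34, edgeR adjusted p = 6.72e-05, lower in 3 of 3 libraries). In ileum, Myd88 had one of -1.17 on day 4 (standard error 0.31, edgeR adjusted p = 0.00268, lower in 4 of 4 libraries). The mean of Ccr2 in colon on day 4 was 71.3 without replicate 3.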

160 genes were induced in both blood- and tissue resident monocyte-derived cells, albeit to different extend, including as *Pparg*, *Ets2* and *Tgfbr2* (Cluster III) (Figure 6B,D). 

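Ets2 (chromosome 16, 95924014 to 95942656) had 56.5 ± 29.3 (SD, n = 3) normalized reads in the graft, 1054 ± 151 (SD, n = 3) in colon on day 4 and 1026 ± 322 (SD, n = 4) in ileum on day 4. Ets2 had a log2 fold change from the graft of 4.56 in colon on day 4 (standard error 0.35, edgeR adjusted p = 2.45e-10, higher in 3 of 3 libraries). For Ets2 in ileum on day 4, it was 4.64 (standard error 0.34, edgeR adjusted p = 2.2e-10, higher in 4 of 4 libraries). Tgfbr2 (chromosome 9, 115996813 to 116084481) had 204 ± 54.0 (SD, n = 3) normalized reads in the graft, 311 ± 33.0 (SD, n = 3) in colon on day 4 and 422 ± 235 (SD, n = 4) in ileum on day 4. Tgfbr2 changed from the graft by a log2 fold change of 0.95 in colon on day 4 (standard error 0.39, edgeR adjusted p = 0.0419, higher in 3 of 3 libraries). In ileum, Tgfbr2 had one of 1.47 on day 4 (standard error 0.38, edgeR adjusted p = 0.00222, higher in 3 of 4 libraries). Pparg had a log2 fold change from the graft of 4.1 in colon on day 4 (standard error 0.54, edgeR adjusted p = 7.51e-07, higher in 3 of 3 libraries). For Pparg in ileum on day 4, it was 3.98 (standard error 0.53, edgeR adjusted p = 1.08e-06, higher in 4 of 4 libraries). For Tgfbr2 in colon on day 4, the adjusted p ranged from 0.00239 to 0.183 over 32 alternative fits. The value for Tgfbr2 rose above 0.05 without any 1 of 5 libraries (0.0549 to 0.147), with experiment as a replicate block (0.081), with scaling to library totals (0.183) and in the equal-variance test per gene. Tgfbr2 did not reach 0.05 in ileum on day 4 in the equal-variance test per gene.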

Cluster IV and V spanned one third of the genes differentially expressed by Ly6C^+^ monocytes and their progenies, but distinct in tissue and vascular resident cells. Specifically, cluster IV comprised 253 genes up-regulated in blood-resident cells and down-regulated in gut macrophages. This included *Csf2ra*, *Nfkb1*, *Il10ra* and *Spi1* (PU.1). 

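Csf2ra (chromosome 19, 61300305 to 61304321) had 2015 ± 247 (SD, n = 3) normalized reads in the graft, 181 ± 37.8 (SD, n = 3) in colon on day 4 and 375 ± 159 (SD, n = 4) in ileum on day 4. Csf2ra changed from the graft by a log2 fold change of -3.13 in colon on day 4 (standard error 0.67, edgeR adjusted p = 0.000309, lower in 3 of 3 libraries). In ileum, Csf2ra had one of -2.02 on day 4 (standard error 0.58, edgeR adjusted p = 0.00504, lower in 4 of 4 libraries). The medians of 14 pan-leukocyte genes were -4.27 in colon and -2.01 in ileum on day 4. Less leukocyte RNA in the engrafted libraries could therefore also give the falls of Csf2ra. Csf2ra's adjusted p in ileum on day 4 lay between 0.00134 and 0.0559 over 32 alternative fits and rose above 0.05 with ileum day 4 replicates 3 and 4 alone (0.0559, chosen after seeing the data).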

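Ppargc1b (chromosome 18, 61457790 to 61560085) had 44.1 ± 5.55 (SD, n = 3) normalized reads in the graft, 534 ± 117 (SD, n = 3) in colon on day 4 and 441 ± 292 (SD, n = 4) in ileum on day 4. Ppargc1b had a log2 fold change from the graft of 3.93 in colon on day 4 (standard error 0.44, edgeR adjusted p = 6.69e-08, higher in 3 of 3 libraries). For Ppargc1b in ileum on day 4, it was 3.76 (standard error 0.43, edgeR adjusted p = 1.16e-07, higher in 4 of 4 libraries). Adam19 (chromosome 11, 45869486 to 45960849) had 81.8 ± 10.6 (SD, n = 3) normalized reads in the graft, 40.4 ± 9.41 (SD, n = 3) in colon on day 4 and 139 ± 71.6 (SD, n = 4) in ileum on day 4. Adam19 changed from the graft by a log2 fold change of -0.68 in colon on day 4 (standard error 0.68, edgeR adjusted p = 0.397, lower in 3 of 3 libraries). In ileum, Adam19 had one of 1.15 on day 4 (standard error 0.63, edgeR adjusted p = 0.125, higher in 3 of 4 libraries). Adam19 reached 0.05 in colon on day 4 in the equal-variance test per gene.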

Cluster V comprised 110 genes induced in gut macrophages but not vasculature-resident cells, such as the mitochondrial master regulator *Ppargc1b* and the metalloprotease *Adam19* (Figure 6B). 

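Cebpa had a log2 fold change from the graft of -1.54 in colon on day 12 (standard error 0.39, edgeR adjusted p = 0.00159, lower in 4 of 4 libraries). For Cebpa in ileum on day 12, it was -0.51 (standard error 0.39, edgeR adjusted p = 0.275, lower in 4 of 4 libraries). Cebpb changed from the graft by a log2 fold change of -3.16 in colon on day 12 (standard error 0.6, edgeR adjusted p = 7.76e-05, lower in 4 of 4 libraries). In ileum, Cebpb had one of -1.81 on day 12 (standard error 0.58, edgeR adjusted p = 0.00991, lower in 4 of 4 libraries). Cebpd had a log2 fold change from the graft of -0.76 in colon on day 12 (standard error 0.25, edgeR adjusted p = 0.0113, lower in 4 of 4 libraries). For Cebpd in ileum on day 12, it was -0.86 (standard error 0.25, edgeR adjusted p = 0.0053, lower in 4 of 4 libraries). Cebpa reached 0.05 in ileum on day 12 in the equal-variance test per gene. For Cebpd in colon on day 12, the adjusted p ranged from 0.000187 to 0.0538 over 32 alternative fits and rose above 0.05 without monocyte graft replicate 3 (0.0538).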

Concerning TFs, *Cebpb* was induced in Ly6C^-^ blood monocytes, as was previously reported (Mildner et al., 2017), while *Cebpa* and *Cebpd* were down-regulated in both blood- and gut-resident cells (Figure 6E). Irf family members 7, 8 and 9 were down-regulated during Ly6C^+^ monocyte differentiation in blood and gut.

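Irf7 (chromosome 7, 148449082 to 148452323) had 2339 ± 412 (SD, n = 3) normalized reads in the graft, 259.9 ± 46.3 (SD, n = 3) in colon on day 4 and 618 ± 189 (SD, n = 4) in ileum on day 4. Irf7 changed from the graft by a log2 fold change of -2.83 in colon on day 4 (standard error 0.4, edgeR adjusted p = 1.9e-06, lower in 3 of 3 libraries). In ileum, Irf7 had one of -1.48 on day 4 (standard error 0.35, edgeR adjusted p = 0.000901, lower in 4 of 4 libraries). Irf8 (chromosome 8, 123260258 to 123280592) had 4842 ± 161 (SD, n = 3) normalized reads in the graft, 758 ± 112 (SD, n = 3) in colon on day 4 and 1021 ± 276 (SD, n = 4) in ileum on day 4. Irf8 had a log2 fold change from the graft of -2.34 in colon on day 4 (standard error 0.42, edgeR adjusted p = 5.23e-05, lower in 3 of 3 libraries). For Irf8 in ileum on day 4, it was -1.82 (standard error 0.38, edgeR adjusted p = 0.000297, lower in 4 of 4 libraries). These falls of Irf7 and Irf8 were smaller than the medians of 14 pan-leukocyte genes, -4.27 in colon and -2.01 in ileum. They are not told apart from less leukocyte RNA in the engrafted libraries. For Irf7, ileum day 4 replicates 1 to 4 had 374, 728, 571 and 799 normalized reads. Irf7 in colon differed from ileum on day 4 by a log2 fold change of -1.36 (standard error 0.37, edgeR adjusted p = 0.0462, 3 of 3 colonic libraries below the ileal mean). Irf9 had a log2 fold change from the graft of -3 in colon on day 12 (standard error 0.46, edgeR adjusted p = 5.45e-06, lower in 4 of 4 libraries). For Irf9 in ileum on day 12, it was -1.97 (standard error 0.44, edgeR adjusted p = 0.000604, lower in 4 of 4 libraries). For Irf7 between colon and ileum on day 4, the adjusted p ranged from 0.00684 to 0.196 over 32 alternative fits. The value for Irf7 rose above 0.05 without any 1 of 19 libraries (0.0511 to 0.19), with all 4 colon day 8 libraries (0.0989), with scaling to library totals (0.0693), without the filter on low counts (0.0607) and in a fit of the compared groups alone (0.196).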

**Figure 6.**
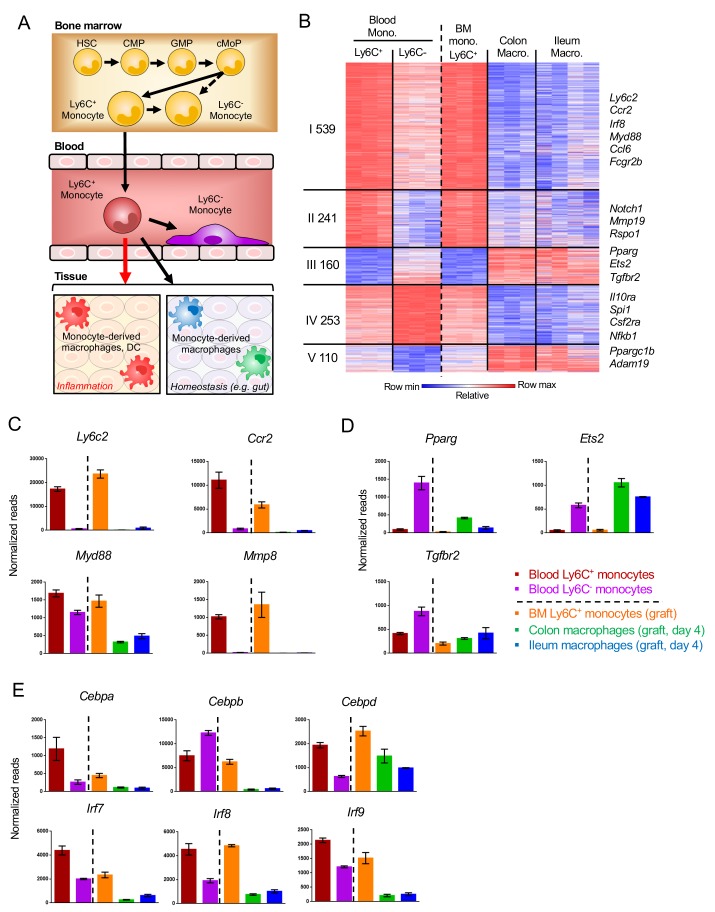
Gene expression changes in Ly6C^+^ monocytes after differentiating to tissue-resident cells. (**A**) Scheme of monocyte development and fates during physiology and inflammation. (**B**) Fold change heat map of all 1303 genes that significantly change during the transition of Ly6C^+^ blood monocytes to Ly6C^-^ blood monocytes and BM Ly6C^+^ monocytes to engrafted intestinal macrophages at day 4. Colors represent fold change between tissue-resident cells and their respective precursor cells. (Supplementary file 1, data sets 1, 2, 5, 12,13). (**C**) Representative monocyte-related genes. (**D**) Representative genes related to monocyte-derived cells. (**E**) Expression of TFs of the *Cebp* and *Irf* gene families.

**Figure 6—figure supplement 1.**
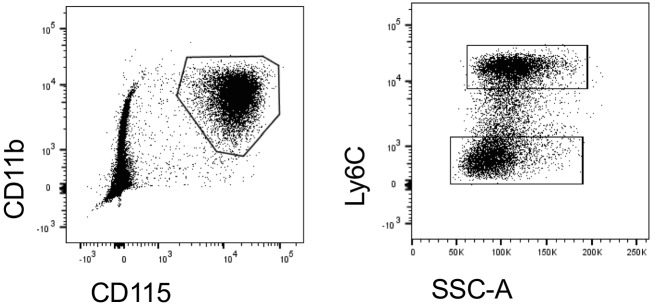
Gating strategy for sorting of Ly6C^+^ and Ly6C^-^ blood monocytes. Representative flow cytometric analysis indicating gates used for isolation of blood monocyte subsets.

Collectively, these data establish that vasculature-resident Ly6C^-^ monocytes and gut macrophages that derive both from Ly6C^+^ monocytes display considerable overlap in transcriptomic signatures, but also display gene expression patterns that are likely associated with their specific environments.

## Discussion

Adult tissue macrophages can derive from distinct origins (Ginhoux and Guilliams, 2016; Varol et al., 2015). Most tissue macrophages are currently believed to be generated in the embryo from EMP via a fetal liver monocyte intermediate and subsequently maintain themselves through self-renewal. Selected macrophages residing in barrier tissues, such as gut and skin, however rely on constant replenishment from blood monocytes. Here we report the study of this macrophage generation from monocyte precursors.

Following tissue damage and infection, classical monocytes, defined as CD14^+^ cells in humans, and Ly6C^+^ cells in mice critically contribute to inflammatory reactions by promoting and resolving acute challenges (Ginhoux and Jung, 2014; Mildner et al., 2016). At the sites of injury, monocytes can give rise to cells with both macrophage and DC features. Monocyte differentiation during inflammation has been studied in various pathophysiological settings, including experimental auto-immune encephalitis (Yamasaki et al., 2014; Masuda et al., 2016), colitis (Rivollier et al., 2012; Zigmond et al., 2012) and others (Avraham-Davidi et al., 2013). To study less well understood physiological monocyte differentiation in absence of overt inflammation, we took advantage of an experimental system that allows synchronized reconstitution of macrophage compartments by monocyte engraftment (Varol et al., 2007; Varol et al., 2009).

The majority of changes in gene expression, both in fold change and numbers, occurred in the transition from monocytes to either colonic or ileal macrophages at day four post transfer, that is immediately after extravasation. Engrafted colonic and ileal macrophages segregated in gene expression according to tissue. Tissue-specific macrophage imprinting occurs hence early during development, shortly after tissue infiltration. Interestingly, two samples of engrafted ileal macrophages clustered with the colonic samples rather than the ileal ones, suggesting that the colonic signature is default. Colonic macrophages at day 12 post engraftment were also more distinct from endogenous colonic macrophages, compared to their ileal counterparts, which implies that the mature colonic gene signature might take longer time to develop or could be more heterogeneous. Recent studies have noted heterogeneity within murine blood monocytes, in particular with respect to an intermediate between the Ly6C^+^ and Ly6^-^ populations (Mildner et al., 2017). While we currently cannot formally rule out that, colonic and ileal macrophages could hence derive from distinct precursors, we consider this however unlikely.

Mowat and colleagues have reported a transcriptome analysis of monocytes and colonic macrophages, including intermediates of the ‘waterfall’ (Schridde et al., 2017). The authors highlighted the critical role of TGFb in the differentiation process. While a comparison of these data to ours confirmed the late onset of genes that characterize long-lived gut macrophages, the use of the distinct platforms and distinct experimental set up precluded further direct alignment. Of note, monocyte-derived cells are in our system synchronized with respect to development and therefore allow additional temporal resolution, especially with respect to final population of the scheme (P4), which comprises in the cited study (Schridde et al., 2017) a heterogeneous conglomerate.

With their extended half-life, Ly6C^-^ monocytes that patrol the endothelium, have been proposed to represent vasculature-resident macrophages (Ginhoux and Jung, 2014). Indeed, these cells shared gene signatures with the gut resident macrophages, such as the reduction in IRF TFs following monocyte differentiation and induction of characteristic macrophage genes, such as PPARg and TGFbR. However, the comparison of these blood-resident cells to gut tissue-resident macrophages revealed also considerable differences likely associated with the residence in vasculature and the solid tissue, respectively.

Though anatomically close, the small and large intestine represent very distinct tissues, including structural dissimilarities, such as the extended ileal villi and Peyer’s Patches, characteristic distinct abundance of immune cells, as well as different luminal microbiome content (Mowat and Agace, 2014). Highlighting these differences, ileum and colon display also unique susceptibility to perturbations, as for instance to a IL10R deficiency (Zigmond et al., 2014; Bernshtein et al., 2019). Our comparative analysis of colonic and ileal macrophages, including their generation from monocytes, might provide critical insights into the mechanism underlying segment-specific pathology resistance or - susceptibility in the gut. Together with earlier reports (Mildner et al., 2017; Schridde et al., 2017), our data sets can provide a starting point for hypothesis-driven experiments.

To conclude, we characterized here monocyte-derived intestinal macrophages generated under conditions avoiding overt inflammation. We highlight specific genes and TFs which are regulated following monocyte differentiation to generic or segment-specific intestinal macrophages. By comparing transcriptomes of early intestinal macrophages and blood-resident Ly6C^-^ cells, we show that the populations which share a common ancestor – the Ly6C^+^ blood monocytes – show considerable overlap in gene expression, while they also display adaptation to their specific environments. Our data provide a gateway and reference point to further studies on monocyte differentiation to macrophages.

## Materials and methods

### Mice

Mice were kept in a specific-pathogen-free (SPF), temperature-controlled (22 ± 1°C) facility on a reverse 12 hr light/dark cycle at the Weizmann Institute of Science. Food and water were given ad libitum. Mice were fed regular chow diet (Harlan Biotech Israel Ltd, Rehovot, Israel). The following mice strains all on C57BL6 background were used: *Cx3cr1^gfp/+^* mice (Jung et al., 2000), CD11c-DTR transgenic mice (B6.FVB-Tg [Itgax-DTR/GFP] 57Lan/J) (Jung et al., 2002) and CX3CR1-DTR transgenic mice (Diehl et al., 2013). BM chimeras were generated by engraftment of 7–10 weeks old recipient mice that were irradiated the day before with a single dose of 950 cGy using a XRAD 320 machine (Precision X-Ray (PXI). Femurs and tibiae of donor mice were removed and BM was flushed with cold PBS. BM was washed with cold PBS twice and filtered by 100 μm filter. BM cells were suspended in PBS and 5 × 10^6^ cells were injected IV into irradiated recipient. Mice were handled and experiments were performed under protocols approved by the Weizmann Institute Animal Care Committee (IACUC) in accordance with international guidelines.

### Isolation of BM monocyte grafts and monocyte transfers

Femurs and tibias of donor mice were removed and BM was flushed with cold PBS. BM was washed with cold PBS twice and filtered by 100 μm filter. Cells were suspended with PBS and loaded on equal amount of Ficoll (GE healthcare). Tubes were centrifuged 920 g in room temperature for 20 min without breaks and Buffy coats were collected and washed with cold PBS. CD11c-DTR > wt]. Cells were stained and sorted according to the following markers: CD117^-^ CD11b^+^ CD115^+^ Ly6C^+^ GFP^int^. BM chimeras were treated with 18 ng / gram bodyweight Diphtheria toxin (DTx) (Sigma-Aldrich, Cat # D0564) for two consecutive days before transfer. At the day of transfer mice were injected with 10^6^ BM monocytes IV. At days 1, 3, 5, 7 and 9 after transfer mice were injected with 9 ng / gr bodyweight DTx.

### Isolation of intestinal lamina propria cells

Intestines were removed and fecal content flushed out with PBS; tubes were opened longitudinally and cut into 0.5 cm sections. Pieces were placed in 5ml/sample (up to 300gr of tissue) of Hanks' Balanced Salt Solution (HBSS) with 10% heat-inactivated FCS/FBS, 2.5 mM EDTA and 1 mM DL-Dithiothreitol ((DTT), Sigma-Aldrich Cat# D9779) and incubated on a 37°C shaker at 300 rpm for 30 min to remove mucus and epithelial cells. Following incubation, samples were vortexed for 10 s and filtered through a crude cell strainer. Pieces that did not pass the strainer were collected and transferred to 5 ml/sample of PBS +/+ with 5% heat-inactivated FCS/FBS, 1 mg/ml Collagenase VIII (Sigma-Aldrich Cat# C2139) and 0.1 mg/ml DNase I (Roche Cat# 10104159001). Tissue was incubated in a 37°C shaker at 300 rpm for 40 min (colon) or 20 min (ileum) in the solution. After incubation, samples were vortexed for 30 s until tissue was dissolved, then filtered through a crude cell strainer. The strainer was washed with PBS - /- and centrifuged in 4ºC, 375G for 6 min. Cells were stained and subjected to FACS analysis or sorting.

### Isolation of murine blood monocytes

Blood was retrieved from the vena cava, immediately placed in 150 U/ml Heparin and loaded on Ficoll (GE healthcare). Tubes were centrifuged 920 g in room temperature for 20 min without breaks and Buffy coats were collected and washed with cold PBS. Cells were sorted according to the following parameters: CD45^+^ CD11b^+^ CD115^+^ Ly6C^+/-^.

### Flow cytometry analysis

Samples were suspended and incubated in staining medium (PBS without calcium and magnesium with 2% heat-inactivated Fetal Calf/Bovine Serum (FCS/FBS) and 1 mM EDTA) containing fluorescent antibodies. Following incubation, cells were washed with staining buffer only or staining buffer with DAPI, centrifuged, filtered through 80 μm filter and read. For FACS analysis, LSRFortessa (BD Biosciences) was used. For cell sorting, FACSAria III or FACSAria Fusion (BD Biosciences) were used. Results were analyzed in FlowJo software (Tree Star). Staining antibodies (clones indicated within brackets): anti-CD45 (30-F11), CD11b (M1/70), CD115/CSF-1R (AF598), Ly-6C (HK1.4), CD64/FcγRI (X54-5/7.1), CD11c (N418), anti-I-A^b^ (MHCII) (AF6-120.1), DAPI.

### RNA sequencing and analysis

RNA-seq of populations was performed as described previously (Diehl et al., 2013; Jaitin et al., 2014). Cells were sorted into 100 µl of lysis/binding buffer (Life Technologies) and stored at 80°C. mRNA was captured using Dynabeads oligo(dT) (Life Technologies) according to manufacturer’s guidelines. A derivation of MARS-seq (Jaitin et al., 2014) was used to prepare libraries for RNA-seq, as detailed in Shemer et al. (2018). RNA-seq libraries were sequenced using the Illumina NextSeq 500. Raw reads were mapped to the genome (NCBI37/mm9) using hisat (version 0.1.6). Only reads with unique mapping were considered for further analysis. Gene expression levels were calculated and normalized using the HOMER software package (analyzeRepeats.pl rna mm9 -d < tagDir > count exons -condenseGenes -strand + -raw). Gene expression matrix was clustered using k-means algorithm (MATLAB function kmeans) with correlation as the distance metric. PCA was performed by MATLAB function pca. Gene ontology was performed by DAVID (https://david.ncifcrf.gov). Data on molecules and pathways was partly obtained by Ingenuity Pathway Analysis (IPA), Ingenuity Target Explorer, Qiagen and Metascape Pathway analysis (Zhou et al., 2019).

### Statistics

Results are presented as mean ± SEM. Statistical analysis was performed using Student’s t test. * p-value<0.05 ** p-value<0.01 *** p-value<0.001.

## Data Availability

Data have been deposited on GEO under the accession number GSE140919. A source data file has been provided. The following dataset was generated: Gross-VeredMTrzebanskiSShemerABernshteinBCuratoCStelzerGSalameTDavidEBoura-HalfonSChappell-MaorLDenaLeshkowitzSteffenJung2020Defining murine monocyte differentiation into colonic and ileal macrophagesNCBI Gene Expression OmnibusGSE14091910.7554/eLife.49998PMC695218031916932

# Supplementary material for: Defining murine monocyte differentiation into colonic and ileal macrophages
**Source:** eLife. 2020 Jan 8;9:e49998. doi: 10.7554/eLife.49998
**Supplement:** Supplementary file 1.

**Table Supplement 1**

List of RNAseq data sets prepared and used in this study

| **data set #** | **description** | **mice** | **number of repeats** | **main relevant figure(s)** | **comments** |
| --- | --- | --- | --- | --- | --- |
| 1 | Colonic macrophages | C57BL/ 6 | 4 | Figure 1 – figure supplement 1 |  |
| 2 | Ileum macrophages | C57BL/ 6 | 4 | Figure 1 – figure supplement 2 |  |
| 3 | Colon macrophages | C57BL/ 6 | 4 | Figure 1 – figure supplement 4 | data 3 , 4 are from same animals |
| 4 | Colonic ‘monocytes’ | C57BL/ 6 | 4 | Figure 1 – figure supplement 4 | data 3 , 4 are from same animals |
| 5 | BM monocytes (graft) | C57BL/ 6 CX3CR1-GFP (CD45.1) | 3 | Figure 1 |  |
| 6 | Colon, Graft-derived cells Day 4 | C57BL/ 6 CX3CR1-GFP (CD45.1) | 3 | Figure 1 | CD11c-DTR recipient |
| 7 | Colon, Graft-derived cells Day 8 | C57BL/ 6 CX3CR1-GFP (CD45.1) | 3 | Figure 1 | CD11c-DTR recipient |
| 8 | Colon, Graft-derived cells Day 12 | C57BL/ 6 CX3CR1-GFP (CD45.1) | 4 | Figure 1 | CD11c-DTR recipient |
| 9 | Ileum, Graft-derived cells Day 4 | C57BL/ 6 CX3CR1-GFP (CD45.1) | 4 | Figure 1 | CD11c-DTR recipient |
| 10 | Ileum, Graft-derived cells Day 8 | C57BL/ 6 CX3CR1-GFP (CD45.1) | 4 | Figure 1 | CD11c-DTR recipient |
| 11 | Ileum, Graft-derived cells Day 12 | C57BL/ 6 CX3CR1-GFP (CD45.1) | 4 | Figure 1 | CD11c-DTR recipient |
| 12 | Blood monocyte Ly6C+ | C57BL/ 6 | 3 | Figure 6 |  |
| 13 | Blood monocyte Ly6C- | C57BL/ 6 | 3 | Figure 6 |  |
| 14 | Colon, Graft-derived cells Day 14 | C57BL/ 6 CX3CR1-GFP (CD45.1) | 4 | Figure 2 – figure supplement 6 | CX3CR1-DTR recipient |
|  |  |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

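Gene counts were analysed for 2 transfer experiments. The first holds 26 libraries of CD11c-DTR recipients, which are the monocyte graft (3), colonic macrophages of days 4 (3), 8 (4) and 12 (4) and ileal macrophages of days 4, 8 and 12 (4 each). The second holds 6 libraries of colonic macrophages of day 14 from CX3CR1-DTR recipients. Labels of the graft give blood as the organ where the paper describes BM monocytes, and they were taken as the graft because they match its columns in the source data. For CX3CR1-DTR recipients the paper states 4 repeats without saying which of the 6 libraries they are, so all 6 were used. Dates in the labels gave the experiment (1, 2 or 3) of each CD11c-DTR library, with the one label dated a year earlier than the others of its day read as a slip of the year.

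The values are counts of reads per gene. As described by the authors, poly(A) RNA was sequenced by a derivation of MARS-seq, reads were aligned to mm9 with hisat, and uniquely mapping reads were kept. Per the headers of the tables, the authors counted reads of the sense strand on exons with HOMER, with 1 transcript kept per gene and no normalization, and these counts were deposited. A version of HOMER and a collapse of molecular identifiers are not stated, replicates were not pooled, and whole numbers with different sums per library were found when this was checked. The first table has 24411 genes and the second 24421, of which 24148 symbols are shared. In the second table 52 columns have no name and were not used. The first table gives a total of mapped reads per library and the second none. Genes on the marker lists that no table lists under the symbol used were Clca3, Emr1 and Igj.

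Between 591817 (ileum day 4 replicate 2) and 5228664 (colon day 8 replicate 3) reads were counted on genes per CD11c-DTR library, and 1223772 to 4218027 per CX3CR1-DTR library. Normalized reads are counts per 10000000 mapped reads, or per 10000000 reads on genes for the CX3CR1-DTR libraries and whatever is set against them. A single read equals 1.17 to 9.22 normalized reads in CD11c-DTR libraries, and the floor of 3 counts 3.51 to 27.65 in these and 7.11 to 24.51 in CX3CR1-DTR libraries. These are limits of counting and leave out the variation of amplification. Of the libraries, 25 matched the columns of engrafted macrophages and monocytes in the part of the paper's source data to Fig. 1D held here, in at least 99.8% of its 1412 genes after 50 was added to the normalized reads and log2 taken. Colon day 8 replicate 4 matched none and was left out except where it is named, and 8 columns of resident macrophages matched none. The 51 pairs of libraries of a group were checked for duplicates, and the smallest chi-square per degree of freedom was 5.21.

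Fold changes were fitted with edgeR 4.0.16 in R 4.3.3 (TMM, estimateDisp, glmQLFit and glmQLFTest with default settings) on the 11842 genes with at least 50 normalized reads in at least 3 libraries. A fit of 7 groups and 25 libraries served all comparisons of CD11c-DTR recipients, which were the graft with day 4, day 4 with day 8 and day 8 with day 12 in each segment, colon with ileum on each day, the interaction of segment and time, and the graft with later days for named genes. The CX3CR1-DTR comparison used a second fit of the graft, colon day 12 and colon day 14 on 11718 genes, with a threshold of 2-fold. A gene passed at a Benjamini-Hochberg adjusted p under 0.05. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. A gene changed in 1 segment only passed from the graft to day 4 in that segment, did not in the other, and differed between colon and ileum on days 4, 8 and 12. Genes with opposite changes passed in both segments with different signs, and genes changed alike in both passed in both with at least 2-fold in the same direction. Principal components were taken of log2(normalized reads + 50), centred per gene, with numpy 2.4.6, and distances of a library to the colonic and ileal means of days 8 and 12 were taken over all filtered genes. Tables were handled with pandas 2.3.3 and scipy 1.17.1 in python 3.11.15 and figures drawn with matplotlib 3.10.9.

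The genes named are every gene that the paper names in its results text or figures for the libraries mapped, the genes of 13 marker lists written before the data were read, and, for each comparison of the graft with day 4, the 3 largest rises and 3 largest falls among genes with an adjusted p under 0.05, a mean of at least 200 normalized reads in the higher group and no overlap of libraries. Some genes that the paper names are not reported here. The lists are pan-leukocyte, macrophage, intestinal epithelium, small intestinal enterocyte, colonic enterocyte, goblet cell, Paneth cell, enteroendocrine cell, fibroblast, endothelium, T cell, B cell and sort marker genes. Each list with at least 3 tested genes was tested with camera and fry of limma 3.58.1 and ranked among 10000 random lists of similar mean level. The enterocyte score of a library is the mean log2 level of small intestinal minus that of colonic enterocyte genes, with counts per 10000000 reads on genes and 50 added.

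Alternatives were DESeq2 1.42.0, library totals in place of TMM, an unadjusted p, an equal-variance test per gene on log2(normalized reads + 50) without adjustment, no filter other than a total of 10 counts, a fit of the compared groups alone, experiment as a replicate block, all 4 colon day 8 libraries, each library left out in turn, and changed fold or read thresholds where a result has one. Principal components were also taken with 1 in place of 50 added, on the 2000 most variable genes and with all 4 colon day 8 libraries. Ileum day 4 replicates 3 and 4 alone, and 144 settings of the equal-variance test that vary scale, filter, fold threshold, value added and libraries, were added after the values had been seen. No libraries were paired. Other splits of the libraries into groups of the same sizes were fitted for each count, all of them up to 84 and otherwise 100 with a fixed seed, the labelled split among them. Groups that share the graft libraries were simulated 10 times. Libraries were drawn down 20 times to the reads of the shallowest one for the test of depth.

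The fits were tested on simulated data with the mean per gene, library sizes and dispersions of the 25 libraries and 200 changed genes. With edgeR, 68% of 4-fold and 9% of 2-fold changes of colon day 4 against the graft were found, with 3 unchanged genes called. With DESeq2 it was 79% and 23% with 14 called, and with the equal-variance test without adjustment 85% and 43% with 781 called. Resident macrophages, the colitis model and results that need them, such as clusters with resident cells, were not analysed here. Gene ontology terms and transcription factor classes were not tested, since no annotation of them was at hand. Gene positions are those of the tables for mm9.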

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

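Tests in this part that were chosen only after the result was seen were those on a shift of experiment 1, on the rise of epithelial and goblet cell genes, on the rise of B cell genes beside it, on the higher level of epithelial genes in colon than in ileum, on dilution of leukocyte genes, on less leukocyte RNA in the colonic libraries and on low epithelial shares in experiment 1. A library far from the others of its group was looked for in 186 groups of 4 or 6 libraries, those of colon day 8 with replicate 4 included. The measure was the gap share, the distance of the highest or lowest library to its nearest neighbour divided by the range of the group, held against Dixon's 95% critical value. Of these groups, 22 had such a library, and 9.3 are expected by chance. The 186 groups are not independent, since many genes and marker lists were read from the same libraries. Ileum day 12 replicate 2 accounted for 6 of the 22, colon day 12 replicate 2 for 5, colon day 8 replicate 4 for 4 and ileum day 4 replicate 1 for 2. The other 5 fell on 5 libraries with 1 each.

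Ileum day 4 replicate 1 was low for Arid5a, with 137 normalized reads against a mean of 469.8 in the other 3 libraries (gap share 0.866). It was the only library of its group with a read of Nfe2 (2.13 against 0, gap share 1.0), a value that rests on 1 read. Together with replicate 2 it lay nearer the colonic than the ileal libraries in the distances given at the principal component analysis. Low depth as the cause is argued against by the tables. After all ileal libraries were drawn down 20 times to the 591817 reads of replicate 2, the lowest distance ratio of the other 10 was 1.55, on the ileal side. A shift of experiment 1 towards colon has only 1 further ileal library to test it on, day 12 replicate 1, whose ratio was 2.11, and with 1 library this cannot be told apart from a shift limited to day 4. The enterocyte score, the mean log2 level of small intestinal minus colonic enterocyte genes, was -4.31 in replicate 1 and -3.27 in replicate 2. Both lie within the range of the 11 colonic libraries (-4.69 to -2.73), and replicate 2 lies outside it without colon day 8 replicate 4, when the range ends at -3.82. An exchange of colonic for ileal samples before sequencing is therefore a candidate explanation for replicates 1 and 2. RNA of colonic epithelium in ileal samples predicts the same scores. The ileal libraries of days 8 and 12 had scores from -0.45 to 3.73, and ileum day 4 replicates 3 and 4 had -0.17 and 0.91. A biological difference between recipients on day 4 was not tested, since no label gives the recipient.

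Ileum day 12 replicate 2, colon day 12 replicate 2 and colon day 8 replicate 4 stood apart by more reads on leukocyte or macrophage genes. In colon day 12 replicate 2, pan-leukocyte genes held 0.157% of the reads against 0.0566% in the other 3 libraries (gap share 0.887) and macrophage genes 0.56% against 0.226% (0.847). Sort marker genes there held 0.12% against 0.0377% (0.961), Paneth cell genes, of which Lyz1 is also counted in the graft, 0.1435% against 0.0287% (0.875), and Timd4 had 112 normalized reads against 12.8 (0.865). In ileum day 12 replicate 2, pan-leukocyte genes held 0.74% against 0.284% (gap share 0.865), macrophage genes 2.58% against 0.841% (0.839) and sort marker genes 0.474% against 0.159% (0.861), while small intestinal enterocyte genes held 0.0512% against 0.233% (0.964). Il1b had 11148 normalized reads in that library against 2961 (0.947) and Oas1a 661 against 243 (0.891). Colon day 8 replicate 4, which the paper did not use, had 1.93% of its reads on macrophage genes against 0.273% (0.846), 0.324% on sort marker genes against 0.0451% (0.851) and 0.102% on Paneth cell genes against 0.0229% (0.968). Its epithelial genes held 1.47% against 2.81% (0.938), the lowest share of the 11 colonic libraries. Low epithelial shares in experiment 1 as a whole are argued against, since 0 of the other 4 engrafted libraries of experiment 1 lay below those of the other experiments in their group. Colon day 8 replicate 4 is also the colonic library with the fewest reads on genes (889451). Counting error from low depth is argued against for the macrophage shares of the 3 libraries. In colon day 8 replicate 4 the 95% interval was 1.90 to 1.96%, against at most 0.43% in its replicates. For colon day 12 replicate 2 it was 0.55 to 0.57% against at most 0.26%. For ileum day 12 replicate 2 it was 2.56 to 2.60% against at most 1.02%. That library also had more reads on genes (2664948) than replicates 1 and 3 of its group (1586531 and 2041750). Other effects of depth and the purity of the sort were not tested. The design names no condition by which the 3 libraries differ from their replicates, and no biological explanation was tested.

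The other 5 libraries each stood apart in 1 group. Il1b was high in ileum day 4 replicate 3 (3245 normalized reads against 2279, gap share 0.838). Irf1 was low in colon day 12 replicate 3 (403 against 746, 0.851) and in ileum day 12 replicate 4 (1115 against 1539, 0.839). In CX3CR1-DTR recipients, colonic enterocyte genes held 0.0476% of the reads of replicate 1 against 0.23% in the other 5 libraries (0.758), and B cell genes 0.0003% of those of replicate 5 against 0.0004% (1.0). The last difference is near the floor of the data. With 9.3 groups expected by chance, no cause was tested for these 5. Replicate 1 of the CX3CR1-DTR recipients also stood apart across all genes. Its chi-square per degree of freedom was 37.04 to 53.4 against the other 5 libraries of its group. Pairs among those 5 had 5.21 to 20.62. The cause of this distance was not tested either.

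Changes from the graft to day 4 differed between colon and ileum for 62 genes higher and 315 genes lower in colon (edgeR adjusted p under 0.05). Both segments were set against the same 3 graft libraries, so that this difference is the comparison of colon with ileum on day 4. Of the genes named at the claims, 12 passed, with adjusted p from edgeR between 0.0303 and 0.0482, each in the direction given in 3 of 3 colonic libraries against the mean of ileum. The log2 differences were -5.52 for Cebpe, -4.02 for Reg3b, -3.9 for Ccl5, -3.71 for Ccr9, -3.08 for Grap, -2.6 for Il10ra, -1.88 for Elk3, -1.7 for Arid5a, -1.38 for Irf1 and -1.36 for Irf7, and 0.9 for Foxp1 and 1.2 for Nupr1. Cebpe was at or under 3 counts in all colonic day 4 libraries and was at least 1.9-fold lower there. These calls depend on single libraries. Without 1 library of colon day 4, or without ileum day 4 replicate 4, 0 genes passed (551 to 765 higher and 1131 to 1386 lower at an unadjusted p under 0.05), and without ileum day 4 replicate 3 there were 3 genes higher and 5 lower. Without ileum day 4 replicate 1 there were 814 higher and 1276 lower. Leaving out 1 library at a time, the 12 genes passed in between 5 (Nupr1) and 20 (Cebpe, Elk3, Grap, Irf1) of 25 fits. The highest adjusted p was 0.225 for Ccr9 without ileum day 4 replicate 4 (log2 difference -2.69) and between 0.159 and 0.197 for the others, without that library or colon day 4 replicate 1. With experiment as a replicate block, 508 genes were higher and 757 lower, and all 12 passed (edgeR adjusted p from 0.00789 to 0.0314). Other groupings of the libraries gave results as large. Of the 35 splits of the 7 libraries, 6 gave at least as many genes higher and 3 at least as many lower, the labelled split included. On day 8, with 1981 genes higher and 2163 lower, and on day 12, with 1808 and 2038, it was 1 of 35 each, the labelled split alone.

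A candidate explanation for part of the lower group is less leukocyte RNA in the colonic libraries. Pan-leukocyte genes held 0.0667% of the reads in colon and 0.29% in ileum on day 4, and their median log2 difference was -1.96 on day 4, -2.2 on day 8 and -2.42 on day 12 (camera adjusted p 8.17e-10, 2.57e-06 and 1.55e-08), with 14 of 14 genes at least 2-fold lower on each day. The median of the macrophage list was -1.74, -2 and -2.02 (camera adjusted p 2.1e-06, 0.000314 and 9.62e-06), and under fry both lists also passed on each day. The macrophage list lay 0.22, 0.2 and 0.4 above the pan-leukocyte list on days 4, 8 and 12, as a common factor for leukocyte RNA predicts. Among the most abundant genes of these lists, Tyrobp had 869 normalized reads in colon and 2899 in ileum on day 4, and C1qa 2607 and 12732. Arid5a, Elk3, Irf1 and Irf7 differed by no more than the pan-leukocyte list. Foxp1 and Nupr1 differed in the other direction, which a common factor alone does not account for. Reg3b, Ccl5, Ccr9 and Grap differed more than the list by over 1 standard error each (1.02, 1.01, 1.0 and 0.66), which leaves open whether they share it. Cebpe, with only a bound, and Il10ra, within 1 standard error (0.7) of the list, do not tell. Genes of other cells also differed on day 4. T cell genes had a median of -2.59 (camera adjusted p 0.00269, 3 genes tested), Paneth cell genes -3.77 (1.38e-05), endothelium genes -1.49 (0.0238) and sort marker genes -1.81 (0.000625), and of these the endothelium list did not pass under fry (0.326). Small intestinal enterocyte genes were lower in colon as well (-2.02, 1.38e-05). Goblet cell genes (1.15, 0.0012), enteroendocrine cell genes (1.41, 0.0157) and intestinal epithelium genes (0.68, 0.000778) were higher in colon, the last not passing under fry (0.0747), so that the libraries differ in more than leukocyte RNA. Colonic enterocyte genes (0.33, 0.118) and fibroblast genes (0.33, 0.212) did not pass. The highest T cell gene, Lck, had a mean of 102 normalized reads in ileum and 39.4 in colon. Ileum day 4 replicates 1 to 4 had 23.5, 18.4, 149.8 and 217.9, so that only replicates 3 and 4 lay above the colonic libraries (34.1 to 42.7). Whether Ccl5, Ccr9 or Reg3b come from such cells was not tested. Depth differs between the groups as well, with 591817 and 760657 reads on genes in ileum day 4 replicates 2 and 3 and at least 1951932 in the colonic libraries of day 4. A difference between the segments in the macrophages themselves stays open and untested.

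Transcripts of gut epithelium, which the paper does not discuss, were found in all engrafted libraries above the graft. Genes of the intestinal epithelium list held 2.9% of the reads in colon on day 4, 2.47% on day 8 and 2.53% on day 12, and 1.66, 0.76 and 0.77% in ileum, against 0.0007% in the graft. In colon day 8 replicate 4 the share was 1.47%, beside 1.93% on macrophage genes, and without that library the mean of day 8 was 2.81%. In CX3CR1-DTR recipients it was 2.82%. Goblet cell genes held 1.0, 0.58 and 0.91% in colon (day 8 with replicate 4, and 0.707% without it), 0.47, 0.32 and 0.37% in ileum and 1.34% in CX3CR1-DTR recipients, against 0.0001% in the graft. Paneth cell genes held 1.47% in ileum on day 8 and 1.44% on day 12, against 0.384% in the graft, where the reads fell mainly on Lyz1. For comparison, pan-leukocyte genes held 1.62% in the graft and between 0.051 and 0.398% in the engrafted groups. The most abundant genes of the epithelium list in colon on day 4 were Lgals4 (42340.3 normalized reads, 17.4 in the graft), Krt19 (37219, 5.94) and Krt8 (27689.9, 6.07), and of the goblet cell list Zg16 (15392, 1.87). Of the 17 epithelium genes 4 were above 3 counts in a graft library, and 0 of the 7 goblet cell genes tested were, so that few of these genes are expressed by the graft.

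Several explanations of the epithelial reads were tested. RNA or cells of the gut epithelium among the sorted cells are a candidate source. On day 4, 100.0% of the 24 epithelium and goblet cell genes were at least 2-fold higher in both segments. This count restates the rise in epithelial reads, so it cannot tell this source from expression by the macrophages. RNA of the segment the cells were taken from is also open. The lowest enterocyte score of the ileal libraries of days 8 and 12 was 2.28 above the highest of the colonic libraries, colon day 8 replicate 4 included. A lower share of the main cell type alone raises the markers of every other type alike. For the rise from the graft, B cell genes cannot decide this. The graft and the engrafted cells were sorted from different tissues, which need not hold the same other cells. B cell genes held 0.0033 to 0.0038% of the reads of the graft libraries, 0.0006% of each colonic library and 0.0005 to 0.0137% of the ileal libraries on day 4. Over days 4, 8 and 12, colon day 8 replicate 4 included, the smallest log2 rise of the summed epithelium genes between any graft and any engrafted library exceeded the largest of the summed B cell genes by 11.47 in colon and 6.43 in ileum. Most B cell reads of the graft fell on Cd79b, and without it the differences were 11.34 and 5.19. A change in the epithelial reads themselves stays open. The other lists do not decide this. All 11 fibroblast and endothelium genes tested were at or under 3 counts in every graft library, so that their rises are lower bounds. With such genes at their bound, the medians were 8.87 for epithelium and 6.1 for fibroblast in colon and 8.38 and 5.66 in ileum. For the higher level of epithelial genes in colon than in ileum, a lower share alone is argued against on days 8 and 12. The median of the epithelium list exceeded the highest of the fibroblast, endothelium and T cell lists by 2.26 on day 8 (1.97 to 2.72 over 34 fits) and by 2.21 on day 12 (1.95 to 2.59). On day 4 the excess was 0.35, from -0.32 without ileum day 4 replicate 4 to 2.19 with ileum day 4 replicates 3 and 4 alone, and it leaves this open. T cell genes held 0.0007 to 0.0011% of the reads in colon on day 4, and ileum day 4 replicates 1 and 2 lay within that range (0.0007 and 0.0008%), so that this list does not settle day 4 either. Dilution by other RNA alone does not account for the fall of leukocyte genes either, since the macrophage list lay above the pan-leukocyte list by 2.46 in colon and 2.43 in ileum on day 4. A change of the macrophages therefore remains open beside dilution. Expression of epithelial genes by the macrophages themselves was not tested, because the libraries hold no measure of single cells. The 10 most counted genes took between 4.5 and 21.7% of the reads of an engrafted CD11c-DTR library and between 5.2 and 5.4% of a graft library.

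The marker lists not given above are given here for the changes from the graft to colon and to ileum on day 4, as median log2 fold changes with camera adjusted p. The medians of fitted values were -4.27 (7.44e-08) and -2.01 (1.67e-05) for pan-leukocyte, -1.81 (0.356) and 0.42 (0.722) for macrophage, 12.82 (4.54e-12) and 11.81 (1.81e-12) for intestinal epithelium, 6.6 (0.021) and 9.33 (0.000938) for small intestinal enterocyte, 12.08 (0.00388) and 11.48 (0.00357) for colonic enterocyte and 12.42 (7.25e-05) and 11.37 (9.28e-05) for goblet cell genes. For Paneth cell genes they were 8.79 (0.323) and 11.49 (0.046), for enteroendocrine cell genes 9.21 (0.021) and 7.81 (0.046), for fibroblast genes 10.68 (0.00893) and 10.35 (0.00919), for endothelium genes 7.63 (0.0723) and 8.74 (0.026), for T cell genes 1.79 (0.515) and 6.17 (0.0845) and for sort marker genes -2.27 (0.0723) and -0.49 (0.409). With genes at their bound, the medians in colon and ileum were 2.04 and 4.78 for small intestinal enterocyte, 7.44 and 7.35 for colonic enterocyte, 10.67 and 9.23 for goblet cell, 4.39 and 7.31 for Paneth cell, 4.62 and 3.04 for enteroendocrine cell and 3.04 and 4.03 for endothelium genes, and 2.56 for T cell genes in ileum. All calls of camera at an adjusted p under 0.05 held under fry, which also called Paneth cell, endothelium, T cell and sort marker genes in colon and T cell genes in ileum. Fewer than 3 B cell genes were tested, and that list has no median. The lists overlap in 4 genes, as Ptprc is both a pan-leukocyte and a sort marker gene and Fcgr1, Cx3cr1 and Csf1r are both macrophage and sort marker genes.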

How the results depend on the processing

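All alternatives in this part were chosen before their results were seen, apart from the fits with ileum day 4 replicates 3 and 4 alone, which were chosen after the distances between libraries were seen. Over 43 counts, shares and distances and their alternatives, 1077 of 1332 values stayed within 1.5 times the reported count, or within 1 standard deviation of a reported share over the fits that leave out 1 library. Reported values stand in brackets below, and counts of 0 have the count at an unadjusted p under 0.05 beside them. For the named genes, 8642 of 9112 values kept their direction and their side of 0.05, 269 no longer passed, 148 passed where the reported value did not, and 53 changed sign. For the marker lists it was 778 of 802, with 17 no longer past camera's adjusted p of 0.05, 6 newly past it and 1 of the other sign. Staying within 1.5 times under every alternative run were the genes higher and lower from the graft to colon day 4 (4252 and 2897), from the graft to colon day 12 (4026 and 1797) and from the graft to colon day 14 in CX3CR1-DTR recipients (4006 and 3839), and the genes higher from the graft to ileum day 4 outside the equal-variance test. So did the genes higher on day 8 between the segments outside the equal-variance test, and the genes higher and lower on day 12 between them (1808 and 2038).

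At an unadjusted p under 0.05 in place of the adjusted one, 17 of 36 values changed. These were 85 genes higher and 119 lower from colon day 4 to day 8 (0 and 0), 212 genes higher and 117 lower from colon day 8 to day 12 (0 and 0) and 971 genes higher and 1612 lower from ileum day 4 to day 8 (85 and 523). Further values were 447 genes higher and 349 lower from ileum day 8 to day 12 (0 and 0), 950 genes higher and 1636 lower in colon than in ileum on day 4 (62 and 315) and 1469 genes for the interaction of segment and time from day 4 to day 8 (0). Besides, it gave 496 for the interaction from day 8 to day 12 (0), 88 genes up in colon only (11) and 210 genes up in ileum only (63). Also obtained were 280 genes down in colon only (77), 23 genes down in ileum only (4) and 4 genes down in colon and up in ileum (2). 0 other values of named genes no longer passed 0.05 and 12 newly did. A threshold without adjustment passes more genes by construction.

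With an equal-variance test per gene on log2(normalized reads + 50) and no adjustment, 23 of 30 values changed. These were 385 genes higher and 191 lower from colon day 4 to day 8 (0 and 0), 152 genes higher and 548 lower from colon day 8 to day 12 (0 and 0) and 2413 genes higher and 3822 lower from the graft to ileum day 4 (4287 and 2431). Further values were 216 genes higher from ileum day 4 to day 8 (85), 434 genes higher and 91 lower from ileum day 8 to day 12 (0 and 0) and 847 genes higher and 529 lower in colon than in ileum on day 4 (62 and 315). Besides, it gave 3148 genes higher and 1230 lower in colon than in ileum on day 8 (1981 and 2163), 929 genes for the interaction of segment and time from day 4 to day 8 (0) and 708 for the interaction from day 8 to day 12 (0). Also obtained were 132 genes up in colon only (11), 16 genes up in ileum only (63) and 23 genes down in colon only (77). It also gave 39 genes down in ileum only (4), 3 genes up in colon and down in ileum (0) and 0 genes down in colon and up in ileum (2). Further values were 1537 genes induced in both segments (3333) and 1254 induced genes below 50 reads in the graft (2505). Log2 fold changes that changed sign were in colon day 4 -0.22 for Chmp2a and -0.21 for Sod1, in ileum day 4 -0.39 for Hdac7, -0.01 for Klf4, -0.35 for Nupr1, -0.37 for Psme2b, -1.04 for S100a6 and -0.38 for Trim16, in colon day 12 -0.21 for Irf1, -0.24 for Oas1a and -0.01 for Rusc2, in ileum day 12 -0.19 for Rpl10. 23 other values of named genes no longer passed 0.05 and 20 newly did. This setting changes the test, the scaling and the threshold together, and the cause was not tested.

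With DESeq2 in place of edgeR, 9 of 36 values changed. These were 211 genes higher from ileum day 4 to day 8 (85), 274 genes higher and 806 lower in colon than in ileum on day 4 (62 and 315) and 160 genes for the interaction of segment and time from day 4 to day 8 (0). Further values were 39 genes up in colon only (11), 119 genes up in ileum only (63) and 167 genes down in colon only (77). Besides, it gave 10 genes down in ileum only (4) and 76.4% of the lower genes of day 12 shared with CX3CR1-DTR recipients (77.7%). 0 other values of named genes no longer passed 0.05 and 9 newly did. The cause was not tested.

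With scaling to library totals in place of TMM, 11 of 36 values changed. These were 3814 genes lower from the graft to ileum day 4 (2431), 27 genes higher from ileum day 4 to day 8 (85) and 121 genes lower in colon than in ileum on day 4 (315). Further values were 1428 genes lower in colon than in ileum on day 8 (2163), 29 genes up in ileum only (63) and 24 genes down in colon only (77). Besides, it gave 7 genes down in ileum only (4), 0 genes down in colon and up in ileum (2, 0 unadjusted) and 2390 genes down-regulated in both segments (1506). Also obtained were 79.4% of the higher genes of day 12 shared with CX3CR1-DTR recipients (76.8%) and 75.5% of the lower genes of day 12 shared with CX3CR1-DTR recipients (77.7%). Log2 fold changes that changed sign were in colon day 4 -0.23 for Chmp2a and -0.21 for Sod1, in colon day 12 -0.19 for Irf1 and -0.27 for Oas1a, in ileum day 4 -0.14 for Nupr1, -0.32 for Psme2b, -0.33 for S100a6, -0.13 for Trim16 and -0.04 for the macrophage list, in ileum day 12 -0.19 for Rpl10. 12 other values of named genes no longer passed 0.05 and 16 newly did. Of the marker lists, 1 no longer passed and 2 newly did. Relative to TMM this scaling moves the median log2 fold change of all tested genes, as given at the claims for the comparisons with the graft. From ileum day 4 to day 8 the median was 0.01 with TMM and -0.1 with library totals, and in colon against ileum it was -0.04 and 0.05 on day 4, -0.05 and 0.24 on day 8, -0.01 and 0.11 on day 12.

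With genes of at least 10 counts in total in place of the filter on low counts, 8 of 36 values changed. These were 55 genes higher from ileum day 4 to day 8 (85), 27 genes higher and 141 lower in colon than in ileum on day 4 (62 and 315) and 5 genes up in colon only (11). Further values were 32 genes up in ileum only (63), 35 genes down in colon only (77) and 71.9% of the higher genes of day 12 shared with CX3CR1-DTR recipients (76.8%). Besides, it gave 75.2% of the lower genes of day 12 shared with CX3CR1-DTR recipients (77.7%). 6 other values of named genes no longer passed 0.05 and 0 newly did. This setting tests more genes by construction, and whether the adjustment alone gave these values was not tested.

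With only the compared groups in the fit, 9 of 30 values changed. These were 0 genes higher and 0 lower from ileum day 4 to day 8 (85 and 523, 456 and 868 unadjusted), 0 genes higher and 0 lower in colon than in ileum on day 4 (62 and 315, 488 and 1267 unadjusted) and 0 genes up in colon only (11, 54 unadjusted). Further values were 0 genes up in ileum only (63, 122 unadjusted), 0 genes down in colon only (77, 264 unadjusted) and 0 genes down in ileum only (4, 8 unadjusted). Besides, it gave 1 gene down in colon and up in ileum (2). 12 other values of named genes no longer passed 0.05 and 8 newly did. These fits estimate the spread from fewer libraries by construction.

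With experiment as a replicate block, 9 of 30 values changed. These were 0 genes higher and 0 lower from ileum day 4 to day 8 (85 and 523, 563 and 946 unadjusted), 508 genes higher and 757 lower in colon than in ileum on day 4 (62 and 315) and 61 genes up in colon only (11). Further values were 142 genes up in ileum only (63), 169 genes down in colon only (77) and 12 genes down in ileum only (4). Besides, it gave 1 gene up in colon and down in ileum (0). Log2 fold changes that changed sign were in colon day 4 -0.03 for Ccl5, in ileum day 4 -0.41 for S100a6. 4 other values of named genes no longer passed 0.05 and 9 newly did. Of the marker lists, 0 no longer passed and 1 newly did. The block removes differences between experiments from the spread, and what those differences are was not tested. Deviations from the group means correlated above 0.1 in 33.3% of the 96 pairs of libraries of one experiment and different groups. For the 171 pairs of different experiments it was 26.9%. No libraries were taken as paired, though colon and ileum of the same harvest were not compared alone.

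With colon day 8 replicate 4 added, 12 of 37 values changed. These were 42 genes higher and 338 lower from ileum day 4 to day 8 (85 and 523), 2 genes higher and 5 lower in colon than in ileum on day 4 (62 and 315) and 1387 genes lower in colon than in ileum on day 8 (2163). Further values were 0 genes up in colon only (11, 74 unadjusted), 0 genes up in ileum only (63, 146 unadjusted) and 1 gene down in colon only (77). Besides, it gave 1 gene down in ileum only (4), 0 genes down in colon and up in ileum (2, 1 unadjusted) and 48.2% of the variance on component 1 (50.4%). Also obtained were 25.1% of the variance on component 2 (26.2%). 14 other values of named genes no longer passed 0.05 and 0 newly did. These values follow from adding 1 library.

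With ileum day 4 replicates 3 and 4 alone, a setting chosen after seeing the data, 11 of 30 values changed. These were 0 genes higher and 0 lower from ileum day 4 to day 8 (85 and 523, 560 and 480 unadjusted), 1529 genes higher and 1540 lower in colon than in ileum on day 4 (62 and 315) and 291 genes up in colon only (11). Further values were 229 genes up in ileum only (63), 388 genes down in colon only (77) and 62 genes down in ileum only (4). Besides, it gave 19 genes up in colon and down in ileum (0), 18 genes down in colon and up in ileum (2) and 209 down-regulated genes below 50 reads on day 4 (319). Log2 fold changes that changed sign were in ileum day 4 0.05 for Ano6, 0.02 for Arid5a, 0.16 for Elk3, -0.51 for Klf4, -0.62 for Nupr1, -2.16 for S100a6 and -1.02 for Trim16. 8 other values of named genes no longer passed 0.05 and 32 newly did. These values follow from removing 2 libraries.

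Adding 1 in place of 50 before taking log2 placed 57.3% of the variance on component 1 (50.4%) and 19.9% of the variance on component 2 (26.2%), and the 2000 most variable genes placed 59.3% of the variance on component 1 (50.4%) and 27.5% of the variance on component 2 (26.2%). A floor of 1 in place of 50 gave 5118 genes with more than a 4-fold range over the group means (2647), and no fold threshold gave 75% of the lower genes of day 12 shared with CX3CR1-DTR recipients (77.7%). A smaller added value gives low counts more weight by construction, and whether that alone moved these values was not tested. Requiring a 2-fold change for genes specific to a segment, no fold threshold for genes changed in both, a limit of 25 reads, and only genes without a difference between the segments on day 4 moved none of the counts they apply to by more than 1.5 times.

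Leaving out each library in turn kept 859 of 999 values of counts, shares and distances within these limits. Ileum day 4 to day 8 (higher) ran from 0 (without ileum day 4 replicate 1, 530 unadjusted) to 365 (without ileum day 4 replicate 4) and ileum day 4 to day 8 (lower) ran from 0 (without ileum day 4 replicate 1, 892 unadjusted) to 983 (without ileum day 4 replicate 4). Colon against ileum day 4 (higher) ran from 0 (without colon day 4 replicate 1, 765 unadjusted) to 814 (without ileum day 4 replicate 1) and colon against ileum day 4 (lower) ran from 0 (without colon day 4 replicate 1, 1218 unadjusted) to 1276 (without ileum day 4 replicate 1). Colon against ileum day 8 (lower) ran from 1223 (without colon day 8 replicate 3) to 2357 (without ileum day 12 replicate 2) and the interaction from day 4 to day 8 ran from 0 to 249 (without ileum day 4 replicate 4). Genes up in colon only ran from 0 (without colon day 4 replicate 1, 71 unadjusted) to 137 (without ileum day 4 replicate 1) and genes up in ileum only ran from 0 (without colon day 4 replicate 1, 172 unadjusted) to 208 (without ileum day 4 replicate 1). Genes down in colon only ran from 0 (without colon day 4 replicate 1, 182 unadjusted) to 298 (without ileum day 4 replicate 1) and genes down in ileum only ran from 0 (without colon day 4 replicate 1, 20 unadjusted) to 38 (without ileum day 4 replicate 1). Genes up in colon and down in ileum ran from 0 to 3 (without ileum day 4 replicate 1) and genes down in colon and up in ileum ran from 0 (without colon day 4 replicate 1, 2 unadjusted) to 10 (without ileum day 4 replicate 1). The shared part of the day 12 higher genes ran from 75.3% (without colon day 12 replicate 1) to 79.7% (without monocyte graft replicate 1) and the shared part of the day 12 lower genes ran from 75.3% (without colon day 14 CX3CR1-DTR replicate 6) to 78.5% (without colon day 12 replicate 3). Component 1 ran from 46.9% (without monocyte graft replicate 3) to 53% (without ileum day 8 replicate 4) and component 2 ran from 24.9% (without ileum day 12 replicate 4) to 27.2% (without ileum day 4 replicate 2). Leaving out a library lowers the degrees of freedom by construction, and what else moved these values was not tested.

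Over the fits that each left out 1 library, 190 of 6710 values of named genes no longer passed 0.05, 42 newly did and 23 changed sign. Of the log2 fold changes that changed sign, the range for Aldh2 (ileum day 4) was -0.76 to 0.08, Ano6 (ileum day 4) was -0.38 to 0.01, Arid5a (ileum day 4) was -0.39 to 0.13 and Ccl5 (colon day 4) was -0.4 to 0.81. The range for Chmp2a (colon day 4) was -0.03 to 0.26, Hdac7 (ileum day 4) was -0.17 to 0.9, Hoxb3 (colon day 4) was -1.2 to 0.14 and Nupr1 (ileum day 4) was -0.29 to 0.53. The range for Oas1a (colon day 12) was -0.13 to 0.27, Pparg (colon against ileum on day 4) was -0.21 to 0.53, Psme2b (ileum day 4) was -0.08 to 0.29 and S100a6 (ileum day 4) was -0.35 to 0.49. The range for Tlr1 (colon against ileum on day 4) was -0.07 to 0.33 and Trim16 (ileum day 4) was -0.52 to 0.57. Of the marker lists, 16 values no longer passed and 3 newly did, all with the same sign.

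Depth limits what a count of 0 shows. Ileum day 4 replicate 2 had the fewest reads on genes of the paper's libraries (591817), and replicate 1 the most of its group (2770458), so that the group's fold changes of genes with few counts rest most on replicate 1. Counts of colon day 4 against the graft were simulated without any difference except in 200 genes. With edgeR at an adjusted p under 0.05, 68% of 4-fold and 9% of 2-fold changes were recovered. Comparisons between days were not simulated, so the size of change that a count of 0 leaves open was not measured for them. Cd209f and the B cell list had too few counts to be tested.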

Differences from the paper's values

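Tests in this part chosen only after the values were seen were the fits with ileum day 4 replicates 3 and 4 alone and the 144 settings tried at the end of the counts. Leaving out 1 library at a time and all other alternatives were chosen before the data were examined. Counts below are from edgeR with an adjusted p under 0.05 unless another test is named, and the paper's counts are compared with them on the scale of numbers of genes. A gap is called closed when the 2 counts lie within 1.5 times of each other.

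From colon day 4 to day 8 the paper counts 289 genes higher and, in Fig. 1G, about 150 lower (read by eye), where 0 and 0 were found here (85 and 119 at an unadjusted p under 0.05). Of the alternatives chosen before the data were examined, an equal-variance test per gene without adjustment closed both gaps (385 and 191), and an unadjusted p in edgeR closed the second (119). With DESeq2, library totals, no filter on low counts, a fit of the compared groups alone, experiment as a replicate block, all 4 colon day 8 libraries or any 1 library left out, both counts were 0 (45 to 510 higher and 53 to 358 lower at an unadjusted p under 0.05). The paper counts 111 genes higher from colon day 8 to day 12 and, in Fig. 1H, about 470 lower (read by eye). Here 0 and 0 were found (212 and 117 at an unadjusted p under 0.05, which closed neither gap). The equal-variance test without adjustment closed both (152 and 548), and all other alternatives listed for day 4 to day 8 gave 0 (96 to 394 higher and 31 to 432 lower at an unadjusted p under 0.05). For ileum day 8 to day 12 the paper's counts are 321 genes higher and, in Fig. 1H, about 58 lower (read by eye), against 0 and 0 here (447 and 349 at an unadjusted p under 0.05). The unadjusted p (447) and the equal-variance test (434) closed the first gap. Neither closed the second (349 and 91), and the other alternatives gave 0 for both (257 to 715 higher and 156 to 605 lower at an unadjusted p under 0.05). Fits with ileum day 4 replicates 3 and 4 alone, chosen after seeing the values, also gave 0 for these 6 counts (152, 179, 324, 235, 606 and 501 at an unadjusted p under 0.05).

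The paper gives 351 genes up in colon only, and 11 were found here. The gap was closed by none of the alternatives chosen before the data were examined. They gave 88 (unadjusted p), 132 (equal-variance test), 39 (DESeq2), 8 (library totals), 5 (no filter), 61 (replicate block), 8 (at least 2-fold), 0 for the compared groups alone and with all 4 colon day 8 libraries (54 and 74 at an unadjusted p under 0.05), and 0 (51 to 74 at an unadjusted p under 0.05) to 137 with 1 library left out. It was 291 with ileum day 4 replicates 3 and 4 alone, chosen after seeing the values, which closes the gap. For genes up in ileum only, the paper's count is 107 and the one here 63. DESeq2 (119), the replicate block (142) and leaving out colon day 12 replicate 2 (73), ileum day 12 replicate 2 (86), ileum day 4 replicate 2 (89) or ileum day 8 replicate 4 (74) closed this gap. The unadjusted p (210), the equal-variance test (16), library totals (29), no filter (32), at least 2-fold (62), the compared groups alone (0, with 122 at an unadjusted p under 0.05), all 4 colon day 8 libraries (0, with 146) and the other libraries left out (0, with 108 to 233, up to 208) did not, nor did ileum day 4 replicates 3 and 4 alone (229), chosen after seeing the values. Summed, the paper counts 458 genes up in 1 segment only, and 74 were found here. Leaving out ileum day 4 replicate 1 closed this gap (345), as did ileum day 4 replicates 3 and 4 alone (291 and 229), chosen after seeing the values, while the other alternatives, all chosen before the data were examined, gave between 0 (compared groups alone, or all 4 colon day 8 libraries) and 298 (unadjusted p). For genes down in ileum only, the paper has 99 and 4 were found here. None of the alternatives chosen before the data were examined closed the gap, with 23 at an unadjusted p, 39 in the equal-variance test, 10 with DESeq2, 7 with library totals, 3 with no filter, 12 with the replicate block, 3 at 2-fold or more, 1 with all 4 colon day 8 libraries, 0 for the compared groups alone (8 at an unadjusted p under 0.05) and 0 (12 to 22 at an unadjusted p under 0.05) to 38 with 1 library left out. It was 62, and not closed, with ileum day 4 replicates 3 and 4 alone, chosen after seeing the values.

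Genes up in colon and down in ileum number 54 in the paper and 0 here (0 at an unadjusted p under 0.05). No alternative chosen before the data were examined closed this gap, the highest counts being 3 in the equal-variance test, 3 without ileum day 4 replicate 1 and 1 with the replicate block. For the reverse, the paper's count is 15 and the one here 2. Leaving out ileum day 4 replicate 1 closed this gap (10). The unadjusted p (4), DESeq2 (3), no filter (2), the compared groups alone (1), the replicate block (3), library totals and the equal-variance test (0 each, with 0 at an unadjusted p under 0.05) and all 4 colon day 8 libraries (0, with 1) did not. These counts were 19 and 18 with ileum day 4 replicates 3 and 4 alone, chosen after seeing the values, which closes the second gap.

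Of the genes induced in both segments, the paper has 919 below 50 reads in monocytes, and 2505 were found below 50 normalized reads in the graft here. The equal-variance test closed this gap (1254). The other alternatives, from 2258 (below 25 reads) to 3200 (no filter), and 2368 to 2528 with 1 library left out, did not, nor did ileum day 4 replicates 3 and 4 alone (2431), chosen after seeing the values. Of the genes down in both, the paper has 183 below 50 reads in macrophages, and 319 were found here. Leaving out ileum day 4 replicate 1 closed this gap (260), as did ileum day 4 replicates 3 and 4 alone (209), chosen after seeing the values, while the other alternatives gave 281 (equal-variance test) to 408 (library totals). For colonic macrophages of CD11c-DTR recipients on day 12, Fig. 2—figure supplement 2A has about 2200 genes higher than in the monocytes (read by eye), and 4026 were found here at 2-fold or more. No alternative chosen before the data were examined closed the gap. The values were 4135 (unadjusted p), 4483 (no fold threshold), 3920 (DESeq2), 3478 (library totals), 5003 (no filter) and 3692 to 4056 with 1 library left out. The caption of Fig. 2—figure supplement 2 names the monocyte graft for both recipients. There the bars of monocytes for CX3CR1-DTR and for CD11c-DTR recipients are at about 12 and about 100 for Smad7, about 270 and about 1200 for Il10ra and about 10000 and about 24000 for Ly6c2 (read by eye), and over the 10 genes shown the second is about 2.4 (Ly6c2) to about 12 (Il1b) times the first. The comparison of CX3CR1-DTR recipients here rests on the 3 graft libraries of the CD11c-DTR experiment.

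After these values were seen, 144 settings of an equal-variance test per gene without adjustment were run, which combine value scales, filters, fold thresholds and libraries. A count was taken as reached within 2% of the paper's. Of the 144 settings, 1 reached all 4 counts of genes changed in 1 segment only. This setting, chosen after seeing the values, takes reads per 10000000 without logarithm, the 12505 genes with 50 or more in the largest library and ileum day 4 replicates 3 and 4 alone, and it gave 351 genes up in colon only, 108 up in ileum only, 78 down in colon only and 99 down in ileum only. It also gave the paper's 54 and 15 genes with opposite changes when the segments had to differ on all 3 days (66 and 50 without that condition), and 2383 genes induced in both segments, beside 2857 down in both against the paper's 2007. Singly, the 144 settings reached the counts up in colon only 6, up in ileum only 7, down in colon only 6 and down in ileum only 11 times. The counts of genes with opposite changes were reached 0 and 4 times, and 3 and 4 times with the segments differing. From colon day 8 to day 12 the paper's 111 was reached 3 times. The paper's 289, 95 and 321 were reached 0 times (1 to 516, 5 to 331 and 5 to 600 genes), no setting reached more than 1 of the 8 counts of Fig. 1F to 1H that the text states, and 0 reached both counts of genes changed alike in both segments.

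Several statements of the paper on single genes differ from the values found here. Where an alternative's adjusted p is given below, the range over all alternatives stands at the passage on the gene. The paper reports that engrafted macrophages have no Irf1 and no Axl, which its figure shows beside resident macrophages, whose libraries were not analysed here. On day 12, Irf1 changed from the graft by a log2 fold change of 0.15 in colon (edgeR adjusted p = 0.712, higher in 1 of 4 libraries) and by 1.39 in ileum (0.00111, 4 of 4), and Axl by 1.64 (0.000841, 4 of 4) and 3.15 (9.11e-07, 4 of 4). Under library totals and in the equal-variance test Irf1 in colon had the other sign (-0.19 and -0.21). The paper lists C2 and Rusc2 as not expressed. C2 was at least 2.1-fold higher than in the graft in colon on day 12 (0.00321, 4 of 4) and at least 11.5-fold higher in ileum (3.9e-05, 4 of 4). The bound in colon rests on colon day 12 replicate 4. The mean there was 15.3 normalized reads and 6.13 without it, which leaves no bound above the graft's limit, and it did not pass in the equal-variance test. Rusc2 rose by 1.36 in ileum (0.0391, 3 of 4), which did not pass without 1 of ileum day 12 replicates 1, 3 and 4 or graft replicates 1 and 2 (0.0514 to 0.121), with library totals (0.169) and in the equal-variance test.

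The paper gives Tlr1 as preferential to colon. The log2 difference of colon against ileum was 0.13 on day 4 (edgeR adjusted p = 0.895, 2 of 3 colonic libraries higher, 0.492 to 0.995 over 32 alternatives), 1.26 on day 8 (0.0126, 3 of 3; 0.0631 without colon day 8 replicate 3) and 0.37 on day 12 (0.456, 4 of 4, 0.0713 to 0.796). Pparg and Foxa1, also given as colonic, differed by 0.12 (0.915, 3 of 3) and 0.55 (0.387, 3 of 3) on day 4. Both passed with ileum day 4 replicates 3 and 4 alone (0.0037 and 0.00132), chosen after seeing the values, and Foxa1 without ileum day 4 replicate 1 (0.00477). Sox4 is given as preferential to ileum. It differed by -0.5 on day 4 (0.406, 3 of 3 lower in colon), -1.09 on day 8 (0.0163, 3 of 3) and -0.7 on day 12 (0.0853, 4 of 4). Day 12 passed at an unadjusted p (0.0324), without ileum day 12 replicate 2 (0.0284) and, like day 4 (0.0436), with ileum day 4 replicates 3 and 4 alone (0.043), chosen after seeing the values. Day 8 did not pass with library totals (0.0939) or without colon day 8 replicates 1 or 2 (0.0725 and 0.0593). Nos2 and Mmp9, given as ileal, differed on day 4 by -1.76 (0.09, 3 of 3) and -2.85 (0.0617, 3 of 3). Both passed at an unadjusted p (0.00767 and 0.00313), with DESeq2 (0.0378 and 0.00789) and without ileum day 4 replicate 1 (0.0153 and 0.0154), and Mmp9 also with the replicate block (0.0448), in the equal-variance test and without colon or ileum day 12 replicate 2 (0.0388 and 0.0418). Both also passed with ileum day 4 replicates 3 and 4 alone (0.00878 and 0.00784), chosen after seeing the values.

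The paper does not state which ileum day 4 libraries Fig. 3 shows. Of the 18 genes whose bars were read there, the genes drawn as lines not being read, 17 have an ileum day 4 bar nearer the mean of replicates 3 and 4 than the mean of all 4 libraries, which was compared only after the values were seen. The bar of S100a6 is at about 2800 in Fig. 3C and that of Grap at about 280 (read by eye), where the means were 2870.7 and 279.4 over replicates 3 and 4 and 13057.5 and 158.7 over all 4. The exception is Arid5a, at about 380 in Fig. 3B (read by eye), with means of 455.8 and 386.5.

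For genes placed in 1 segment in Fig. 3A, the paper has Id2 rising in colon, and the figure shows Id1. Id2 fell by 1.79 in colon on day 4 (edgeR adjusted p = 0.000178, 3 of 3 libraries), and Id1 rose by 2.26 (1.94e-05, 3 of 3) and in ileum by 1.18 (0.00612, 4 of 4). Foxd2 and Slc17a9, given as induced in colon only, also rose in ileum on day 4, by 3.14 (0.000347, 3 of 4) and 2.76 (0.000544, 3 of 4), and Nr3c2 was at least 7.9-fold higher there (3.68e-05, 4 of 4), with a mean of 56.3 normalized reads and 37.4 without ileum day 4 replicate 1. The rises in ileum did not pass in the equal-variance test for these 4 genes, and with library totals for Id1 (0.103). With ileum day 4 replicates 3 and 4 alone, chosen after seeing the values, they did not pass for Id1 (0.274), Foxd2 (0.65) and Slc17a9 (0.404), and Nr3c2 differed between colon and ileum (2.94, 0.0118). Hoxb3, given as induced in ileum, changed by 1.36 (0.0678, higher in 2 of 4). It passed at an unadjusted p (0.0403), without ileum day 4 replicates 1 or 2 (0.0307 and 0.0433) and with replicates 3 and 4 alone (0.013), chosen after seeing the values. Ccr9, also given as ileal, was at least 35.4-fold higher in ileum (6.28e-05, 4 of 4) but also at least 2.9-fold higher in colon (0.0244, 3 of 3), the latter not passing in the equal-variance test and without colon day 4 replicate 2 (0.106) or graft replicates 1 or 3 (0.0546 and 0.0644). The mean of Ccr9 was 253.6 normalized reads in ileum and 142.3 without replicate 4, and 21 in colon and 12.2 without replicate 2. For Fig. 3B, the paper has Foxp1, Trim16, Sod1 and Chmp2a falling in ileum. They changed by -0.35 (0.238, lower in 4 of 4), 0.3 (0.548, higher in 1 of 4), -0.34 (0.27, 4 of 4) and -0.53 (0.11, 4 of 4). With library totals Foxp1 (0.00834), Sod1 (0.00552) and Chmp2a (0.00179) passed as falls, as they did in the equal-variance test. Sod1 passed without ileum day 4 replicate 2 (0.0316) and Chmp2a without replicate 1 (0.0304). All 4 passed as falls with ileum day 4 replicates 3 and 4 alone (0.0108, 0.0179, 0.00869 and 0.00862), chosen after seeing the values. Ano6, shown as lower in colon, fell there by 0.78 (0.0341, 3 of 3) but differed from ileum on day 4 by -0.53 (0.314, 3 of 3), which passed without ileum day 4 replicate 1 (0.0431) and with replicates 3 and 4 alone (0.0382), chosen after seeing the values.

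Fig. 3C gives Klf4, S100a6, Aldh2 and Nupr1 as rising in colon and falling in ileum. In ileum on day 4 they changed by 0.7 (edgeR adjusted p = 0.11, higher in 2 of 4 libraries), 0.13 (0.847, 2 of 4), -0.16 (0.732, lower in 3 of 4) and 0.28 (0.49, higher in 1 of 4). Aldh2 passed as a fall without ileum day 4 replicate 1 (0.0343). With ileum day 4 replicates 3 and 4 alone, chosen after seeing the values, S100a6 (-2.16, 1.08e-05) and Aldh2 (-1.18, 0.00192) passed as falls, and Klf4 (-0.51, 0.107) and Nupr1 (-0.62, 0.0668) did not. Over 32 alternatives the adjusted p in ileum ranged from 1.08e-05 to 0.926 for S100a6 and from 0.0668 to 0.733 for Nupr1. In colon, S100a6 changed by 1.14 (0.0858, higher in 3 of 3), which passed with the replicate block (0.015), for the compared groups alone (7.54e-05), without ileum day 4 replicate 4 (0.0265), in the equal-variance test and with ileum day 4 replicates 3 and 4 alone (0.000959), chosen after seeing the values. The figure gives Grap, Hdac7, Fmnl3 and Slc43a3 as falling in colon and rising in ileum. In colon they changed by -0.98 (0.223), -1.33 (0.0541), -0.87 (0.178) and -0.46 (0.546), each lower in 3 of 3 libraries. All 4 passed in the equal-variance test, Fmnl3 for the compared groups alone (0.0349), and Hdac7 there (0.000812), at an unadjusted p (0.033), with DESeq2 (0.0473), the replicate block (0.0309), library totals (0.0207) and without ileum day 12 replicate 2 or 1 of ileum day 4 replicates 1, 2 and 4 (0.0148 to 0.0485). With ileum day 4 replicates 3 and 4 alone, chosen after seeing the values, Hdac7 in colon passed too (0.00279). In ileum they changed by 2.1 (0.00438), 0.51 (0.44), 0.95 (0.118) and 1.19 (0.0955), each higher in 2 of 4 libraries. Fmnl3 (0.0133) and Slc43a3 (0.0172) passed without ileum day 4 replicate 1 and Slc43a3 without replicate 2 (0.0348). With replicates 3 and 4 alone, chosen after seeing the values, Hdac7 (1.32, 0.00613), Fmnl3 (1.68, 0.00192) and Slc43a3 (2.01, 0.000939) passed in ileum.

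Among genes the paper gives as down in both segments, some did not pass in 1 of them on day 4. In colon these were Cebpd (-0.44, edgeR adjusted p = 0.158, lower in 3 of 3 libraries) and Nfatc3 (-0.42, 0.0915, 3 of 3). Cebpd passed with library totals (0.0239) and without colon day 4 replicate 2 (0.0463), and Nfatc3 with library totals (0.0116) and in the equal-variance test. In ileum they were Cebpg (-0.42, 0.07, 4 of 4), Rela (-0.23, 0.536, 3 of 4), Rad17 (-0.47, 0.117, 4 of 4) and Stat3 (-0.48, 0.0836, 4 of 4). Cebpg passed at an unadjusted p (0.0417), Cebpg and Stat3 in the equal-variance test, and Cebpg (0.000929), Rad17 (0.00903) and Stat3 (0.00207) with library totals. Without ileum day 4 replicate 1, Cebpg (0.0371) and Rad17 (0.0451) passed, and without replicate 2, Rela (0.0416) and Stat3 (0.0114), the last also with replicates 3 and 4 alone (0.0237), chosen after seeing the values. The paper gives Adam19 as induced in gut macrophages. It changed by -0.68 in colon (0.397, lower in 3 of 3, 0.0828 to 0.553 over 32 alternatives) and by 1.15 in ileum on day 4 (0.125, higher in 3 of 4, 0.0581 to 0.349), and by 0.11 (0.883, 1 of 4) and 1.95 (0.00956, 4 of 4) on day 12. None of these 32 alternative fits called a rise of Adam19 on day 4.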

Other observations

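The test in this part that was chosen only after the result was seen is the one on epithelial RNA and the genes named as induced. That epithelial RNA carries part of the genes the paper names as induced is a candidate explanation for some of their rise. For 30 such genes outside the epithelium list, the correlation between log2(normalized reads + 50) and the share of reads on epithelium genes was taken across the libraries of a segment, and the median over the genes was ranked among 10000 random lists of similar level. Across 11 colonic libraries, colon day 8 replicate 4 included, the median Pearson correlation was 0.3 (percentile 58.8) and the median Spearman correlation 0.04. Without the 2 libraries whose share lay farthest from the median, the medians were -0.18 and -0.18. Across 12 ileal libraries they were 0.43 (percentile 99.95) and 0.31, and without the 2 farthest libraries 0.21 (percentile 88.14) and 0.07. The sign in colon and the percentile in ileum therefore rest on 2 libraries, and epithelial RNA cannot be told apart from a rise in the macrophages for these 30 genes. A change of the macrophages with tissue and day stays open and was not tested against it.

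Both kinds of recipient were compared with the same 3 graft libraries, and so were both segments. In 10 simulations of unchanged groups that share these graft libraries, the overlap of lists at an adjusted p under 0.05 was 0 genes. At an unadjusted p under 0.05 the simulated list of genes higher in the first group held 262.1 genes on average for CD11c-DTR day 12, of which 76.7 (29.26%) were shared with CX3CR1-DTR day 14, and 21.96% were shared of those lower. For colon and ileum on day 4, 53.3 genes on average were higher in both. Fold changes of the simulated groups correlated across genes at 0.62 and 0.45, where the libraries gave 0.86 and 0.97. The count of 0 follows from drawing no change, and the unadjusted lists had no fold threshold, so neither is set against the observed shares. All simulated groups had the spread of the graft libraries, and that of the engrafted libraries was not simulated. With this limit, the higher correlations in the libraries argue against shared graft libraries as the only source. Part of the correlation can arise from them alone.

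Each count of genes was set against other splits of the same libraries into groups of the same sizes, the labelled split included in the numbers that follow. From the graft to colon day 4, 1 of the 10 splits of the 6 libraries gave as many genes higher and 1 as many lower, and 10 splits cannot give a share under 0.05. From the graft to ileum day 4 it was 1 of 35 for genes higher and 2 of 35 for genes lower. From colon day 4 to day 8, with 0 genes in each direction (85 and 119 at an unadjusted p under 0.05), 10 of 10 splits gave as many, and from colon day 8 to day 12 (0 and 0, with 212 and 117) and ileum day 8 to day 12 (0 and 0, with 447 and 349), 35 of 35. From ileum day 4 to day 8, 10 of 35 splits gave at least 85 genes higher and 3 of 35 at least 523 lower. The split that sets the 4 libraries of experiment 2 against the 4 of experiments 1 and 3 gave 45 genes in one direction and 280 in the other, and with experiment as a replicate block the comparison gave 0 and 0 (563 and 946 at an unadjusted p under 0.05). For the interaction of segment and time, 0 genes passed from day 4 to day 8 and 0 from day 8 to day 12. At an unadjusted p under 0.05 it was 1469 and 496. Here 100 of 100 drawn splits gave as many. Any split reaches a count of 0, so the splits do not test the counts of 0.

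For lists built from several comparisons, 100 splits were fitted, the labelled one among them. Genes up in colon only, up in ileum only, down in colon only and down in ileum only reached the labelled count in 1 of 100 splits each, the labelled one. So did genes induced in both segments, genes down in both, and the parts of these lists below 50 normalized reads in the graft or at day 4. Genes up in colon and down in ileum had a count of 0 (0 at an unadjusted p under 0.05). All 100 of 100 splits reach that by construction, which tests nothing. The 2 genes with the reverse change were reached in 1 of 100. For CD11c-DTR day 12 it was 1 of 35 in both directions and for CX3CR1-DTR day 14 1 of 84 in both. The share of the CD11c-DTR list also found in CX3CR1-DTR recipients was as large in 2 of 100 splits for genes higher and in 2 of 100 for genes lower.

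Libraries of 1 experiment and different groups were compared to see whether the numbers pair them. Across genes, deviations from the group means correlated with a median of 0.02 over 96 pairs of libraries of 1 experiment (33.3% of the pairs above 0.1) and -0.01 over 171 pairs of different experiments (26.9%). For the 9 pairs of experiment 1 the median was 0.15 (66.7% above 0.1), for the 61 pairs of experiment 2 it was 0.02, and for the 26 of experiment 3 it was 0.01. These pairs pool all groups, and colon and ileum of the same harvest were not compared alone. Whether such libraries share a recipient is therefore not settled, and no label gives the recipient. The libraries were not treated as pairs, and experiment was tried as a replicate block. Colon day 8 replicate 4, the library the paper did not use, lay about as far from the colonic as from the ileal libraries of days 8 and 12, with a distance ratio of 1.07.

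In CX3CR1-DTR recipients, the pan-leukocyte list had a median log2 fold change from the graft to colon day 14 of -4.81 (camera adjusted p 1.13e-06, fry 1.53e-07, 14 of 14 genes at least 2-fold lower), the macrophage list -1.58 (camera 0.247, fry 0.085, 7 of 13 genes at least 2-fold lower) and the sort marker list -3.03 (camera 0.0394, fry 2.4e-06, 6 of 8 genes at least 2-fold lower). No explanation was tested for these values.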
